# Distinct mammary stem cells orchestrate long-term homeostasis of adult mammary gland

**DOI:** 10.1038/s41421-025-00794-0

**Published:** 2025-04-15

**Authors:** Zuobao Lin, Yajing Guo, Huiru Bai, Xiaoqin Liu, Meizhen Lin, Yue Zhang, Ruolan Tang, Tian’en Hu, Lili Yu, Chunhui Wang, Shang Cai

**Keywords:** Multipotent stem cells, Mammary stem cells

## Abstract

The murine mammary gland is sustained by distinct pools of stem cells that are limited in space and time, exhibiting both unipotency and bipotency. However, the specific identities of the bipotent and unipotent mammary stem cells remain unclear. In this study, we investigated spatial heterogeneity of the mammary gland at the single-cell transcriptional level. We found that mammary basal cells exhibited spatially distinct populations and characteristics, which can be further divided based on the expression of CD34 and CD200 markers. Notably, CD34^−^CD200^+^ basal cells enriched at the nipple region demonstrated strong long-term self-renewal ability and possessed the highest stem cell frequency, while CD34^+^CD200^−^ basal cells enriched in the terminal end buds (TEBs) showed reduced stem cell potency. Through lineage tracing experiments based on their signature genes, we discovered that Bcl11b^+^ cells were enriched in the CD34^−^CD200^+^ population and exhibited bipotency even in the postnatal mammary gland, with an increasing contribution to mammary epithelia observed during long-term tracing and after multiple rounds of pregnancies. Conversely, lineage tracing of Sema3a^+^ cells, enriched in the CD34^+^CD200^−^ population, predominantly revealed their unipotent nature and significant contribution during alveologenesis. Notably, the Bcl11b^+^ cells displayed a slow response to pregnancy but contributed to long-term mammary homeostasis, in contrast to the rapid response observed in Sema3a^+^ cells. In addition, Bcl11b progenies survived much better than Sema3a progenies during involution stage, thereby exhibiting increased coverage in the mammary gland after multiple rounds of pregnancies. Importantly, depletion of Bcl11b in Krt14^+^ mammary basal cells resulted in reduced bipotency of mammary stem cells and impaired their long-term contribution to the mammary gland. Overall, our study identifies distinct bipotent and unipotent populations of mammary basal cells with different dynamic properties that play critical roles in maintaining postnatal mammary homeostasis. These findings are crucial for advancing our understanding of breast health and breast cancer research.

## Introduction

The mammary gland is a highly specialized organ that develops postnatally and undergoes significant morphological changes during reproduction cycles^1–4^. Its dynamic architecture and the functional integrity are maintained by multiple lineages of cells that are organized in a hierarchical order with distinct long-lived stem cells at the top^5,6^. Understanding the hierarchical orchestration of the mammary homeostasis is instrumental for comprehending the normal mammary physiology as well as cancer transformation^5–7^.

Through the mammary transplantation and lineage tracing assays, multipotent mammary stem cell populations have been identified under various definitions with molecular markers including CD49f^+^CD24^med^/CD29^+^CD24^+^, Axin2^+^^8,9^, Procr^+^^10^, Lgr5^+^^11–13^ and Dll1^+^^5,14,15^. In addition, mammary stem cells can reside in quiescent state with highly expressed transcription factor Bcl11b^16^, which suppresses cell cycle activity and prevents stem cell exhaustion, or with cell surface marker CD1d^17^ and Tspan8^11^. However, lineage tracing analysis in recent years revealed that the existence of bipotent mammary stem cells in adult mammary gland is of question^11,18–21^. Specifically, lineage tracing using *Krt14-CreERT2*^18^, *Axin2-CreERT2*^8^, *Notch-CreERT2*^22^ and sporadic tracing assays^23^ suggest that under physiological condition, bipotent mammary stem cells mainly exist during embryonic stage, while unipotent stem cells are predominant in the postnatal mammary gland^8,18^. The transition from bipotent to unipotent mammary stem cells is thought to be driven by TNFα expression in luminal cells^24,25^. Consistent with this idea, long-lived luminal unipotent progenitors have been identified for both hormone receptor positive and negative luminal cells^26,27^. However, other tracing assays with Krt5^28^, Procr^10^ and Dll1^14^ have shown evidence of bipotent stem cells in the adult mammary gland. It remains highly controversial how adult mammary gland is maintained by what types of stem cells, and the identities of the long-lived bipotent mammary stem cells and unipotent mammary stem cells in the mammary gland are poorly understood. It is also unresolved whether the various cellular states of the same stem cell population, or the distinct stem cell populations resulted in the variable tracing outcomes under physiological condition. Therefore, it is imperative to comprehensively investigate the heterogeneity of basal cells and their contributions to mammary homeostasis.

In this study, we characterized the spatial distribution of mammary cells at the single cell level and found that mammary basal cells can be categorized into three distinct populations based on the expression of CD34 and CD200. The CD34^−^CD200^+^ quiescent cells exhibited the highest efficiency in mammary reconstitution. Lineage tracing assays demonstrated that both bipotent and unipotent mammary stem cells co-existed in postnatal mammary gland. The bipotent cells exhibited a slow but long-lasting contribution, while the unipotent cells displayed a fast but limited contribution. Loss of long lived bipotent mammary stem cells in adult mouse impairs architectural and functional integrity of the mammary gland. Therefore, our findings suggest that both bipotent and unipotent mammary stem cells play crucial roles in maintaining normal mammary gland physiology.

## Results

### Mammary basal cells are spatially heterogeneous at the transcriptome level

Previous studies have provided single-cell resolution profiling of the murine mammary gland transcriptome^29–33^, however the spatial heterogeneity exhibited by mammary stem cells has not been addressed enough in these studies. 

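For the scRNA-seq experiment, 4 nipple, 6 duct and 6 TEB fragments from mice 5 weeks old were processed singly, and the cells of each fragment were sorted into wells that each held a barcode and ERCC spike-in RNA. The 3' end of each transcript was read by SMART-seq with unique molecular identifiers (UMIs), so that each count stands for 1 captured molecule. The authors extracted barcodes and UMIs with UMI-tools, trimmed the reads, aligned them to mm10 with STAR, kept unique alignments, assigned these to genes with featureCounts and deposited the UMI counts per gene and cell without normalization. The deposited counts cover 1419 cells, 17721 genes and 67 spike-ins. Nipple fragments gave 358 cells (86 to 91 per fragment), duct fragments 535 (85 to 93) and TEB fragments 526 (83 to 93). The total per fragment, spike-ins left out, was 2359046 to 3348437 UMIs in nipple (median 2929900), 2035747 to 3410069 in duct (median 2778600) and 1842105 to 5197164 in TEB (median 4268100). The median per deposited cell, spike-ins included, was 29384 UMIs and 3182 genes.

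Each dissected fragment was taken as 1 replicate, since the cells of a fragment are not independent samples, and the labels do not name the mouse each fragment came from. The labels of all nipple fragments (N21 to N24) share a first digit that no duct or TEB label has. A difference behind that digit, whose meaning is not stated, could not be told apart from nipple. Raw counts were summed per fragment over the cells of a class where the fragment held at least 5 of them. The sums were normalized by edgeR's TMM method to CPM and tested with its quasi-likelihood test, with all 3 locations in 1 fit. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05. For simulated counts with the basal sums' own means and depths, the nipple and TEB comparison over 7006 genes recovered 49.7% of the genes that had been changed, and 6.12% of its calls were false. Intervals and limits for low counts cover counting error only. RNA from other wells of the same fragment was estimated after the data were seen, from fibroblast and myeloid marker transcripts in the epithelial classes. In the basal class it came to 8.20% of the fragment's pooled profile in nipple (SD 3.01, n = 4), 14.2% in duct (SD 6.43, n = 6) and 8.94% in TEB (SD 6.24, n = 6), and a gene's UMIs expected from it are given where they matter.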

Recognizing the importance of understanding the molecular identity of mammary cells in different locations, we surgically dissected single mammary fragments from six terminal end buds (TEBs), six ducts, and four nipples, and processed each individual structure into single cells followed by single-cell RNA sequencing (scRNA-seq) to characterize their molecular profiles (Fig. 1a). 

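The stated limits (at most 5% ERCC, 5000 to 120000 UMIs and 200 to 6000 genes) were applied to the 1419 cells and left 1317, of which 342 came from nipple, 501 from duct and 474 from TEB. Of the cells removed, 17 had too much ERCC, 58 too few UMIs, 30 too many UMIs and 14 too many genes, and a cell could fail more than 1 limit. A UMI minimum of 10000, the alternative that moved this number most, left 1231 cells. Clustering in Seurat used 2000 variable genes and 14 principal components after regression of ERCC percentage, cell cycle and gene number, at a resolution of 0.5, and gave 11 clusters. Classes were named from marker genes fixed before the data were examined, whereas the share of markers a cluster needed and the exclusion of clusters led by mast cell genes were set after the clusters were seen. The names are thus rebuilt ones, and a difference from the paper may come from this. They also depend on the regression, since without it 166 of the 294 cells called basal-like here were not named so.

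The basal-like class held 294 cells (97 nipple, 115 duct and 82 TEB), in a cluster of 96 nipple, 115 duct and 1 TEB cells and another of 1 nipple and 81 TEB cells. The ER+ luminal-like class held 426 cells (43 nipple, 211 duct and 172 TEB), the ER- luminal-like class 178 (48, 81 and 49), the fibroblast-like class 252 (116, 38 and 98) and the myeloid-like class 78 (12, 25 and 41). The larger ER+ cluster (16 nipple, 103 duct and 115 TEB cells) was led by immune genes (*Ido1*, *Cxcl13* and *Ubd*) beside luminal ones. The smaller one (27, 108 and 57) had *Reg3b* among its leading genes. A cluster of 70 cells (15 nipple, 25 duct and 30 TEB) led by *Tpsb2*, *Cma1* and *Cpa3* stayed unnamed, as did 1 of 19 cells (11, 6 and 2) led by *Avpr1a*, *Rgs5* and *Des*. Of these 89 cells, 4 had at least 10 UMIs of mast cell genes and 17 had at least 3 UMIs of 6 endothelial genes, and no cluster was named endothelial. *Krt18* had 2932 CPM over the 89 cells, against 687 in basal-like, 5159 in ER+ luminal-like and 150 in fibroblast-like cells. Epithelial cells among the 89 are thus not excluded. Doublets were not called. At least 10 UMIs of both *Krt5* and *Krt18* were counted in 166 of the 294 basal-like cells, 2 of the 426 ER+ and 0 of the 178 ER- luminal-like cells, where 0 allows a share of up to 1.69%.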

After stringent quality control (Supplementary Fig. S1a, b), we recovered 3198 cells from individual TEBs, ducts and nipples. t-distributed stochastic neighbor embedding (t-SNE) plot showed that mammary cells from different locations clustered mainly into six populations: basal, ER^+^ luminal, ER^−^ luminal, fibroblasts, endothelia and myeloid cells (Fig. 1b, c), with their corresponding signature genes expressed respectively (Fig. 1d, e). 

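In ER+ luminal-like cells of all 16 fragments (8 to 45 cells and 315342 to 2061534 UMIs per sum), 485 of 8774 tested genes differed across the 3 locations, and 1566 had an unadjusted p under 0.05. By pairs of locations, 488 genes differed between nipple and TEB, 174 between nipple and duct and 148 between duct and TEB. The sums pool both ER+ clusters, whose proportions differed between locations. A different mix of cells may thus contribute, and the clusters were not tested singly. In ER- luminal-like cells, 14 fragments entered (8 to 16 cells and 227131 to 726350 UMIs per sum), since 2 TEB fragments held fewer than 5 such cells. There 234 of 5706 genes differed across locations, 886 at an unadjusted p under 0.05, with 261 between nipple and TEB, 93 between nipple and duct and 65 between duct and TEB. By difference both counts moved most, to 754 and 400, when DESeq2 replaced edgeR, while thinning each cell to 5000 UMIs lowered them to 267 and 144. With fragments of at least 10 cells only, which left 1 TEB fragment, the ER- count was 98.

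The genes with the smallest p in ER+ luminal-like cells were *Itih2*, *Col1a2* and *Mgst3*. *Itih2*, which lies on chromosome 2 of GRCm38 from 10094593 to 10131396, had 0.874 ± 1.75 CPM in nipple (SD, n = 4), 43.2 ± 20.1 in duct (SD, n = 6) and 179 ± 41.0 in TEB (SD, n = 6). Its pooled rate was 194 times higher in TEB than in nipple, with a 95% counting interval of 53.7 to 1605.5, on 2 nipple UMIs from 1 fragment (adjusted p = 1.4e-09, edgeR). *Mgst3* (chromosome 1, 167371966 to 167393841) had 93.3 ± 8.31, 201 ± 24.7 and 426 ± 63.1 CPM (SD, n = 4, 6 and 6), a log2 difference of nipple minus TEB of −2.19 (standard error 0.19, adjusted p = 1.4e-09, edgeR). *Col1a2* was highest in nipple at 374 ± 86.2 CPM (SD, n = 4; log2 difference 3.07, standard error 0.29, adjusted p = 1.2e-08, edgeR), and 658 of its 781 nipple UMIs were expected from other wells. In ER- luminal-like cells the genes were *Lgals3*, *S100a6* and *S100a10*, each highest in nipple and lowest in TEB in every fragment compared. *Lgals3* (chromosome 14, 47367751 to 47386160) had 5254 ± 838 CPM in nipple (SD, n = 4), 2779 ± 467 in duct (SD, n = 6) and 847 ± 335 in TEB (SD, n = 4), a log2 difference of nipple minus TEB of 2.63 (standard error 0.23, adjusted p = 4.9e-08, edgeR). For *S100a6* and *S100a10* this difference was 1.56 and 1.59 (adjusted p = 6.0e-08 for both, edgeR).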

When we focused on the mammary epithelial cells, we found that luminal cells from different locations intermingled well with each other, indicating similar transcriptome. In contrast, the basal cells were subclustered into three distinct populations that are clearly associated with their locations (Fig. 1c; Supplementary Fig. S1c) and the location specific signature genes including TEB (*Mycn*, *Csn3*, *Slc6a15*, *Tbx2*), Duct (*Actg2*, *Alpl*, *Cyp1b1*, *Ereg*, *Igfbp2*, *Ttc9*), and Nipple (*Tspan8*, *Lgr5*, *Sfrp1*, *Ccdc129*, *Slpi*) (Supplementary Figs. S2a, b, S3a, b). This suggests that the spatial heterogeneity of murine mammary epithelia is mainly manifested by basal cells.

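In the basal-like cells, sums of 302554 to 1210315 UMIs per fragment (6 to 32 cells) were compared over 7316 genes. Between nipple and TEB, 1369 genes differed, 651 higher in nipple and 718 higher in TEB. Between nipple and duct 460 differed (163 higher in nipple and 297 in duct), and between duct and TEB 760 (474 higher in duct and 286 in TEB). Across all 3 locations 1504 genes differed, and 2288 had an unadjusted p under 0.05. Over all 7316 genes, the fragments of the compared locations did not overlap for 1092, 499 and 449 genes in the respective pairs, where chance gives 0.952%, 0.952% and 0.216% of genes. Of these, 933, 321 and 403 were among the genes called, which the test selects for such separation. Thinning each cell to 5000 UMIs before summing lowered the counts to 649, 281 and 430. For each pair, genes are named from the 3 with the largest fitted change in each direction among called genes without overlap and with a mean of at least 50 CPM in the higher location.

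Higher in nipple than in TEB were *Slpi* (log2 difference 9.03, standard error 0.76, adjusted p = 1.3e-06, edgeR; its 17 TEB UMIs were fewer than the 33.4 expected from other wells), *Ltbp2* and *Mmp3*. *Ltbp2* had 2 UMIs in TEB, which put its pooled rate 298 times higher in nipple (95% counting interval 81.9 to 2474.5, adjusted p = 2.6e-13, edgeR). *Mmp3* had 1 UMI in TEB and a rate 289 times higher in nipple (51.1 to 11481, adjusted p = 1.2e-05, edgeR), but 141 of its 151 nipple UMIs were expected from other wells. Higher in TEB were *Serpinb11*, *Bex2* and *Birc5*, all without a UMI in nipple, so that they were at least 173-fold, 151-fold and 64.9-fold higher in TEB against a floor of 3 UMIs over the nipple fragments (adjusted p = 2.1e-11, 2.5e-04 and 2.1e-06, edgeR). *Serpinb11* and *Bex2*, like *Gpx2*, also lead the basal-like cluster made up almost entirely of TEB cells. Between nipple and duct, *Slpi* (log2 difference 6.68), *Sfrp1* (5.68) and *C4b* (5.79, with 5 duct UMIs where 6.29 were expected from other wells) were higher in nipple. *Serpinb11* and *Tmem59l* were at least 47.2-fold and 37.0-fold higher in duct against the same floor. Between duct and TEB, *Ltbp2* was higher in duct (rate 495 times higher, 136 to 4093.6), as were *Ereg* (log2 difference 5.80) and *Crabp2* (5.19, with 13 TEB UMIs where 20.2 were expected from other wells). Higher in TEB were *Gpx2* (−6.16), *Csrp2* (−5.71, with 23 duct UMIs where 12.4 were expected from other wells) and *Cdkn1c*, whose 3 duct UMIs put its rate 55.4 times higher in TEB (18.7 to 270.5) where 4.56 were expected from other wells. The adjusted p of the genes named for these other pairs lay between 2.3e-14 (*Ltbp2*) and 3.7e-04 (*Sfrp1*) by edgeR. A single fragment stood apart from the others of its location for *Ltbp2* (N21 and T43), *Mmp3* (T32), *Bex2* (D61), *C4b* (T31), *Gpx2* (N22) and *Cdkn1c* (D51).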

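Of the 15 signature genes named for TEB, duct and nipple, all 15 had their highest mean in the stated location. *Tbx2* and *Lgr5* had too few counts to be tested. All 13 others were past the threshold against the mean of the other two locations, over all genes tested and also adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With each cell thinned to 5000 UMIs before summing, 7 had enough counts to be tested and all 7 were past the threshold.

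For TEB, *Slc6a15* (chromosome 10, 103367783 to 103419377 of GRCm38) had 84.3 ± 10.5 CPM in TEB (SD, n = 6) and 9.47 ± 7.74 in duct (SD, n = 6), a log2 difference of duct minus TEB of −3.12 (standard error 0.60, adjusted p = 3.1e-04, edgeR). Its nipple sums held 1 UMI, and its rate in TEB was 171 times that in nipple (95% counting interval 30.5 to 6773.7). *Csn3* (chromosome 5, 87925579 to 87932665) had 911 ± 219 CPM in TEB (SD, n = 6), 99.1 ± 88.2 in duct (SD, n = 6) and 57.6 ± 53.9 in nipple (SD, n = 4), with a log2 difference of TEB against the others of 3.61 (standard error 0.50, adjusted p = 1.3e-04, edgeR), and 213 of its 240 duct UMIs were expected from other wells. *Mycn* (chromosome 12, 12936093 to 12941914) had 25.3 ± 18.2 CPM in TEB (SD, n = 6), 6.45 ± 5.52 in duct (SD, n = 6) and no UMI in nipple, so that it was at least 17.1-fold higher in TEB than in nipple (adjusted p against both others 0.0022, edgeR). Between duct and TEB alone its log2 difference was −1.97 (standard error 0.96, adjusted p = 0.21, edgeR). *Tbx2* had UMIs in 5 of 6 TEB and 4 of 6 duct fragments and none in nipple, at least 10.4-fold fewer than in TEB.

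For duct, *Actg2* (chromosome 6, 83512905 to 83536265) had 1841 ± 387 CPM in duct (SD, n = 6), 194 ± 73.1 in nipple (SD, n = 4) and 215 ± 103 in TEB (SD, n = 6), a log2 difference of duct against the others of 3.17 (standard error 0.22, adjusted p = 7.9e-09, edgeR). *Alpl*, *Ereg* and *Igfbp2* had log2 differences of 3.20, 3.94 and 2.95 (adjusted p = 4.9e-08, 8.1e-05 and 1.8e-05, edgeR). Between nipple and duct alone *Ereg* was not past the threshold (log2 difference −2.07, adjusted p = 0.11, edgeR). *Ttc9* had no UMI in nipple, was at least 31.1-fold higher in duct than there, and differed between duct and TEB by a log2 value of 2.39 (standard error 0.77, adjusted p = 0.042, edgeR). *Cyp1b1* had a log2 difference of 2.53 (standard error 0.68, adjusted p = 0.019, edgeR), which lost the threshold without any 1 of 3 duct fragments (D51, D52 or D61, adjusted p = 0.11, 0.0724 and 0.053, edgeR). In neither pair alone was *Cyp1b1* past the threshold (adjusted p = 0.058 for nipple and duct and 0.084 for duct and TEB, edgeR).

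For nipple, *Slpi* (chromosome 2, 164354070 to 164389095) had 2434 ± 613 CPM in nipple (SD, n = 4), 20.8 ± 27.1 in duct (SD, n = 6) and 4.46 ± 4.63 in TEB (SD, n = 6), a log2 difference of nipple against the others of 7.85 (standard error 0.53, adjusted p = 2.3e-07, edgeR). *Sfrp1* and *Ccdc129* had log2 differences of 4.52 and 3.39 (adjusted p = 3.9e-05 and 8.9e-05, edgeR). Between nipple and duct alone *Ccdc129* was not past the threshold (log2 difference 1.95, adjusted p = 0.088, edgeR). A single fragment stood apart from the others of its location for *Csn3* (D31), *Slc6a15* (N22), *Ereg* (N22 and T34), *Igfbp2* (D61), *Sfrp1* (T31) and *Slpi* (D51).

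**Figure D1:**
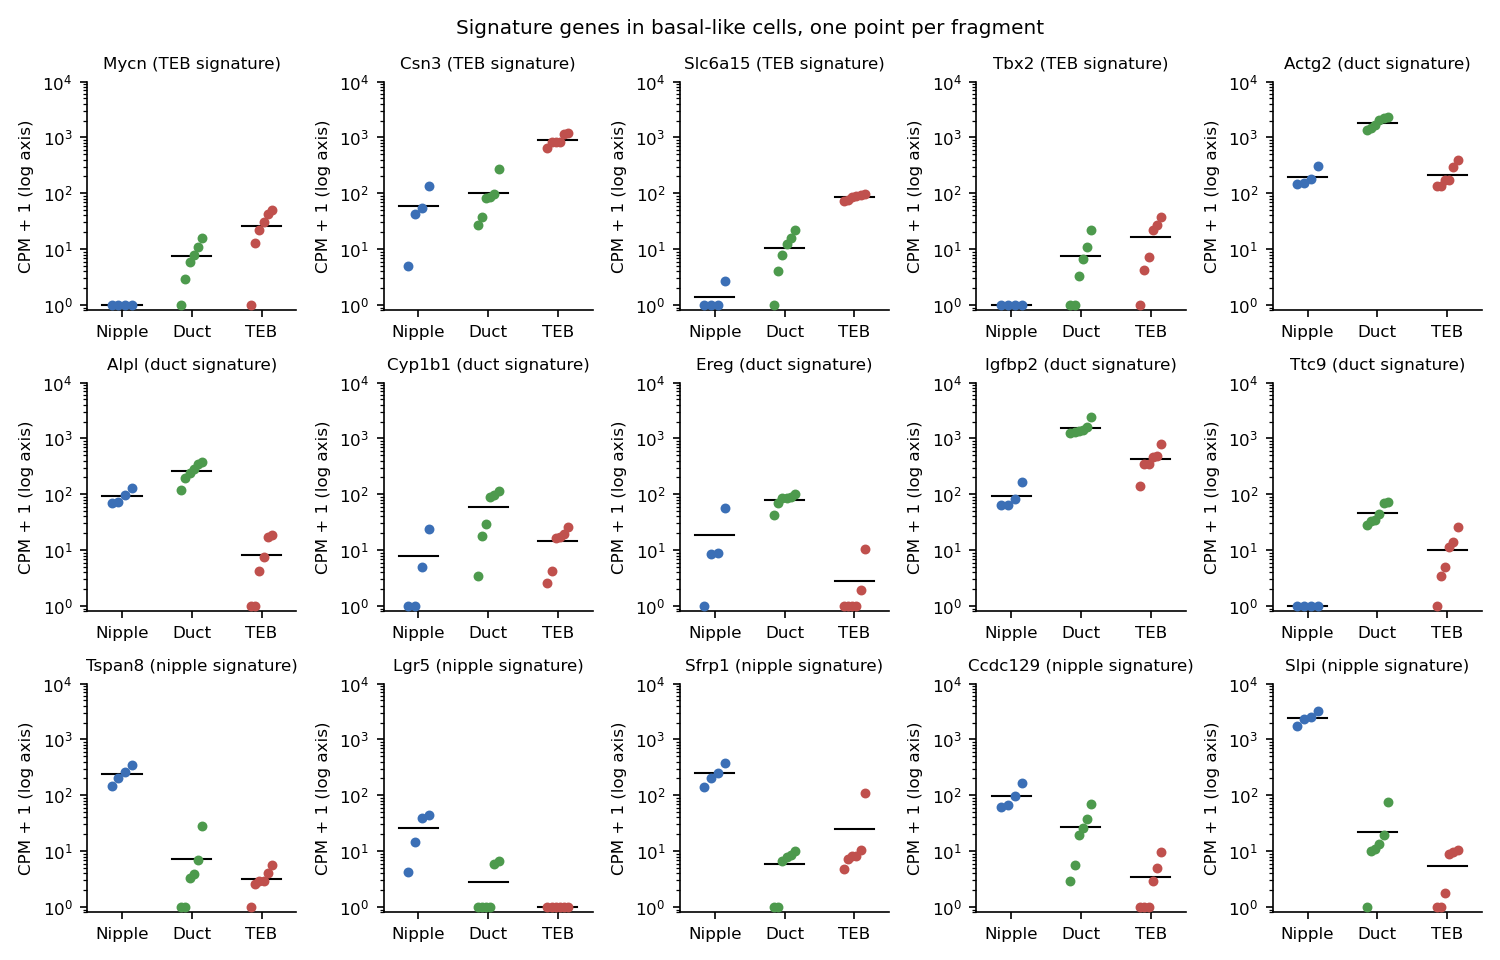
CPM plus 1 (log axis) of the 15 signature genes in basal-like cells by location. Each point is a fragment (4 nipple, 6 duct and 6 TEB) and each line the mean of a location, and the highest mean lies in the stated location for all 15 genes.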

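The epithelial classes hold different numbers of cells and UMIs, which changes how many genes can be called. The test across locations was therefore repeated on the same 14 fragments with the same number of cells drawn per fragment in each class (154 cells in all) and each sum thinned to the same number of UMIs. Over 10 draws, a median of 675.5 genes differed across locations in basal-like cells (579 to 720), 128.5 in ER+ luminal-like cells (104 to 170) and 205.5 in ER- luminal-like cells (182 to 239). With each cell thinned to 5000 UMIs first, these medians fell to 307, 83.5 and 118.

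Mixing of locations was measured as the share of a cell's 10 nearest cells from other fragments that came from its own location, averaged over fragments. In basal-like cells it was 79.5% where cell numbers alone give 28.9% (p = 1e-05, one-sided permutation of fragments, the smallest that 100000 resamples can give). It was 74.1% against 32.3% in ER+ luminal-like cells (p = 1e-05, same permutation test) and 58.7% against 30.4% in ER- luminal-like cells (p = 3e-05). The excess over cell numbers was 50.5, 41.8 and 28.2 percentage points, and a count of 20 neighbours gave 45.9, 37.8 and 22.6, while leaving out 1 fragment lowered it to no less than 47.0, 36.9 and 21.9. Whether location effects differ between classes was tested directly by a class by location term, a test chosen after these results were seen. It passed the threshold for 620 of 9375 genes between basal-like and ER+ luminal-like cells, and 470 of the 577 of these that were tested in both classes had the larger range across locations in basal-like cells. Between basal-like and ER- luminal-like cells it passed for 222 of 7944 genes, with the larger range in basal-like cells for 141 of 201. From the mixing of luminal cells and the separation of basal cells on its t-SNE plot, the paper proposes that the spatial heterogeneity lies mainly in basal cells.

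**Figure D2:**
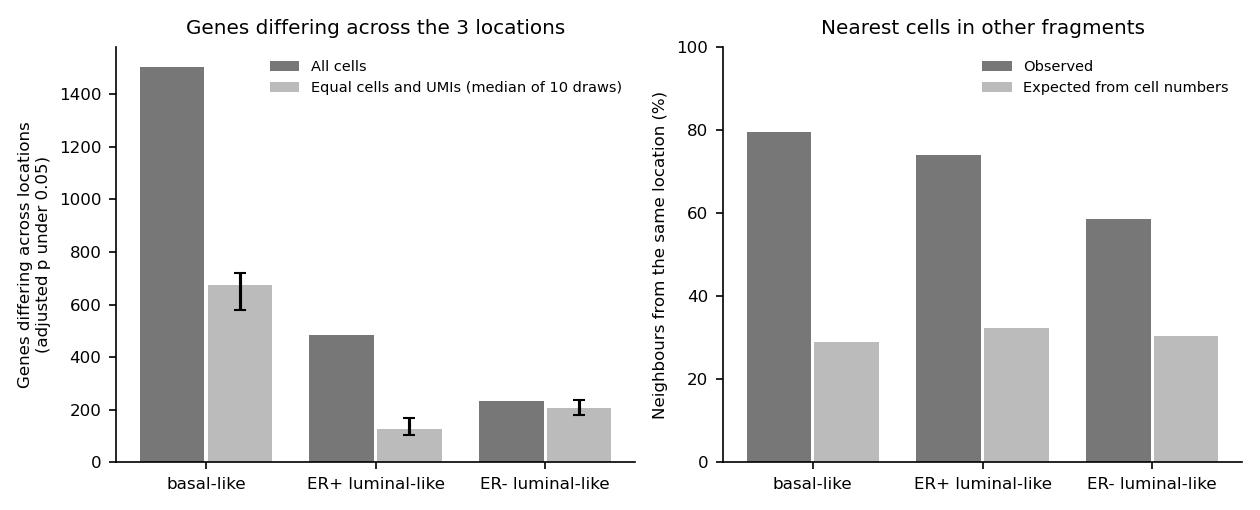
Left, number of genes that differed across locations in each epithelial class, with all cells and with equal cells and UMIs (median of 10 draws, bars from the lowest to the highest draw). Right, percentage of the 10 nearest cells from other fragments that came from the same location, observed and as cell numbers alone give it, where the observed bar is the higher in all 3 classes.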

**Fig. 1:**
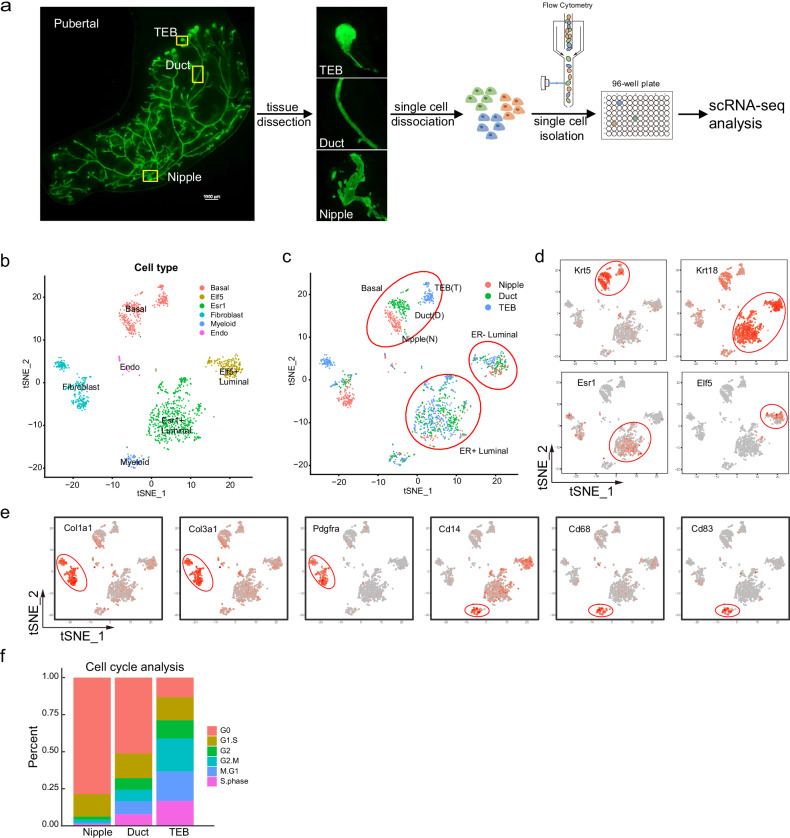
scRNA-seq analysis reveals the spatial heterogeneity of pubertal mammary gland. **a** Schematic workflow for scRNA-Seq in **b**−**f**. Various mammary tissue structures, including TEBs, ducts and nipples, from mammary glands of 5-week-old *K14-Cre/R26-mTmG* mice, were processed into single-cell suspensions and subjected to 3’ UTR single-cell SMART-seq. Scale bar, 1000 μm. **b**, **c** t-SNE plots show the clustering of mammary cells from various locations. Distinct mammary populations are displayed in different colors in **b**. The anatomical locations of cells are shown in different colors in **c**, indicating that mammary epithelial cells from different locations cluster well into basal, ER^−^ luminal, and ER^+^ luminal populations (in red circles), while still exhibiting heterogeneity within basal and stromal cells based on spatial distribution. **d** Signature gene expression in mammary epithelial cells. *Krt5* for basal cells, *Krt18* for luminal cells, *Esr1* for ER^+^ luminal cells, and *Elf5* for ER^−^ luminal cells. **e** Signature gene expression in fibroblasts (*Col1a1*, *Col3a1* and *Pdgfra*) and myeloid cells (*Cd14*, *Cd68* and *Cd83*). **f** Proportion of cells in different cell cycle phases for basal cells in TEB, duct and nipple.

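Fibroblast-like cells were the only stromal class with enough cells per location to be compared, and this comparison was added after the data were seen. In 13 fragments (4 nipple, 4 duct and 5 TEB, 242 cells), 144 of 8489 genes differed across locations. Between nipple and TEB 131 genes differed, between duct and TEB 23 and between nipple and duct 17. Of the 10 nearest cells from other fragments, 63.5% came from the same location, where cell numbers alone give 28.7% (p = 9e-05, one-sided permutation of fragments).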

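The genes of these panels were among the markers used to name the classes, so that their levels describe the classes and are no independent test of the names. Over all cells of a class, *Krt5* (chromosome 15, 101707070 to 101712898 of GRCm38) had 1099 CPM in basal-like, 17.5 in ER+ and 11.3 in ER- luminal-like cells. By location, *Krt5* in basal-like cells had 1516 ± 112 CPM in nipple (SD, n = 4), 1870 ± 198 in duct (SD, n = 6) and 500 ± 276 in TEB (SD, n = 6). *Krt14* had 6338 ± 561, 4683 ± 458 and 570 ± 207 CPM there (SD, n = 4, 6 and 6), against 498 CPM over all ER- luminal-like cells. *Krt18* had 5159 CPM in ER+ luminal-like, 5651 in ER- luminal-like and 687 in basal-like cells. *Esr1* had 43.4 CPM in ER+ luminal-like cells, 4.21 in ER- luminal-like, 1.36 in basal-like and 32.1 in fibroblast-like cells. *Elf5* had 43.5 CPM in ER- luminal-like, 1.85 in ER+ luminal-like and 0.114 in basal-like cells. In fibroblast-like cells *Col1a1* had 6717 CPM, *Col3a1* 7215 and *Pdgfra* 356, against 101 and 141 CPM of both collagens in basal-like cells. In myeloid-like cells *Cd14* had 1900 CPM, *Cd68* 1009 and *Cd83* 838, and *Cd14* also had 310 CPM in ER- and 131 in ER+ luminal-like cells.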

To further dissect the molecular identity of the three basal populations, we performed pathway enrichment analysis. 

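KEGG gene sets were not used here, and lists of the genes of each pathway were instead written by hand before the data were examined and tested on the basal-like sums of nipple against TEB with camera (preset correlation 0.01, 12 lists adjusted together). Focal adhesion was higher in nipple (79 genes, mean log2 difference 0.62, median 0.50, adjusted p = 5.2e-06, camera). So were ECM-receptor interaction (48 genes, mean 0.08, median 0.50, adjusted p = 0.0054), regulation of actin cytoskeleton (67 genes, mean 0.27, median 0.22, adjusted p = 0.020) and Rap1 signaling (62 genes, mean 0.25, median 0.20, adjusted p = 0.032). PI3K-Akt signaling was not past the threshold (85 genes, mean 0.15, median 0.21, adjusted p = 0.061). In all, 8 of 12 lists were past it, and with each cell thinned to 5000 UMIs before summing, 1 was, which is none of these 5. Under fry all 5 of these lists were past the threshold, and with an estimated correlation ECM-receptor interaction (adjusted p = 0.064), actin cytoskeleton (0.13) and PI3K-Akt (0.10) were not. Over the alternatives, apart from leaving out fragments, the adjusted p ranged from 2.4e-04 to 0.20 for ECM-receptor interaction, from 2.1e-07 to 0.060 for focal adhesion, from 1.7e-04 to 0.20 for Rap1, from 0.0015 to 0.31 for actin cytoskeleton and from 0.0016 to 0.23 for PI3K-Akt. With genes that had over 20% of their counts expected from other wells left out, an alternative chosen after the data were seen, the mean of ECM-receptor interaction was −0.268 (adjusted p = 0.16).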

Nipple basal cells showed higher activity in survival-associated pathways such as PI3K-Akt, and cytoskeleton associated pathways such as focal adhesion, regulation of actin cytoskeleton, ECM-receptor interaction, and Rap1 signaling pathway (Supplementary Fig. S1d). In contrast, TEB basal cells clearly showed activity-associated pathways including lipid metabolism, cell cycle and DNA replication (Supplementary Fig. S1d). 

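DNA replication was higher in TEB basal-like cells than in nipple ones (29 genes, mean log2 difference of nipple minus TEB −1.87, median −1.40, adjusted p = 2.3e-06, camera over the same 12 hand-written lists). The cell cycle list was higher in TEB as well (84 genes, mean −1.07, median −0.38, adjusted p = 8.0e-04), as was fatty acid and sterol synthesis (40 genes, mean −1.23, median −0.67, adjusted p = 0.0030). All 3 held under fry and under an estimated correlation. None of the 3 was past the threshold with each cell thinned to 5000 UMIs, where the means were −0.46, −0.37 and −0.09 and the adjusted p, each the largest over the alternatives, 0.64, 0.20 and 0.64.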

We also assessed the expression of several stem cell signature genes (Supplementary Fig. S2a–c). Among them, *Dll1* and *Trp63* exhibited broad distribution across all basal populations, whereas *Tspan8*, *Lgr5* and *Procr* showed a more restricted distribution. Specifically, *Tspan8*, a previously reported spatially restricted stem cell marker^11^, was highly enriched in nipple basal cell population (Supplementary Fig. S2a–c). 

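In the 294 basal-like cells (median depth 25194 UMIs), *Dll1* was detected in 144 cells (49.0%), against 17 of 426 ER+ luminal-like cells (3.99%, median depth 36352), and *Trp63* in 85 cells (28.9%), against 22 of 426 (5.16%). *Dll1* (chromosome 17, 15367354 to 15376872 of GRCm38) was detected in 45 of 97 nipple, 59 of 115 duct and 40 of 82 TEB basal-like cells, and had 132 ± 37.0 CPM in nipple (SD, n = 4), 103 ± 62.4 in duct (SD, n = 6) and 52.2 ± 30.2 in TEB (SD, n = 6). It was lower in TEB than the mean of the other locations (log2 difference −1.20, standard error 0.36, adjusted p = 0.016, edgeR), but not past the threshold between duct and TEB alone (adjusted p = 0.095, edgeR). Between nipple and TEB alone the log2 difference was 1.38 (standard error 0.42, adjusted p = 0.018, edgeR). Nipple against the mean of the others was not past the threshold (0.87, adjusted p = 0.11, edgeR). *Trp63* (chromosome 16, 25683763 to 25892102) was higher in TEB, at 70.0 ± 34.4 CPM (SD, n = 6), than in nipple, at 22.8 ± 14.7 (SD, n = 4), and duct, at 18.9 ± 16.2 (SD, n = 6), with a log2 difference of TEB against the mean of both of 1.77 (standard error 0.51, adjusted p = 0.012, edgeR), but nipple and TEB alone did not differ past the threshold (adjusted p = 0.088, edgeR).

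*Lgr5* (chromosome 10, 115450311 to 115587780) was detected in 13 of 97 nipple basal-like cells (13.4%, median depth 21458), 5 of 115 duct cells (4.35%, median depth 23039) and 0 of 82 TEB cells (median depth 43900), which allows a share of up to 3.66% of cells with a UMI at this depth, not of cells that express it, against 3 of 426 ER+ luminal-like cells (0.704%). After each cell was thinned to 5000 UMIs, 5 nipple, 0 duct and 0 TEB cells had a UMI. Its mean of 24.5 ± 19.3 CPM in nipple (SD, n = 4) was at least 31.7-fold higher than in TEB against a floor of 3 UMIs over the TEB fragments. *Procr* was detected in 18 of 97, 16 of 115 and 11 of 82 basal-like cells, a share of 15.3% over all 3 locations, against 20.2% of ER+ luminal-like cells. After thinning to 5000 UMIs the shares were 6.46% and 3.52%. Its 36, 35 and 15 UMIs in nipple, duct and TEB basal-like cells compare with 32.9, 25.0 and 20.8 expected from other wells, and 178 of 252 fibroblast-like cells had a UMI.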

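*Tspan8* (chromosome 10, 115816832 to 115849893 of GRCm38) had 239 ± 88.2 CPM in nipple basal-like cells (SD, n = 4), 6.36 ± 10.3 in duct (SD, n = 6) and 2.21 ± 1.57 in TEB (SD, n = 6). Its log2 difference of nipple against the mean of the others was 6.05 (standard error 0.49, adjusted p = 5.0e-11, edgeR), and every nipple fragment lay above every other fragment. The 13 duct and 8 TEB UMIs compare with 13.6 and 16.3 expected from other wells, and 8 of the duct UMIs came from fragment D31, where 1.98 were expected. A UMI was found in 41 of 97 nipple cells (42.3%), 8 of 115 duct cells (6.96%) and 8 of 82 TEB cells (9.76%), with median depths of 21458, 23039 and 43900 UMIs, and in 22 of 252 fibroblast-like cells (8.73%, median depth 36416). After thinning to 5000 UMIs the numbers were 35, 4 and 0. *Tspan8* was not confined to basal cells, since 125 of 178 ER- luminal-like cells (70.2%) had a UMI.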

Bcl11b, reported in our previous work^16^, is an important regulator for mammary epithelial stem cell quiescence. Although its RNA expression was barely detectable in this scRNA-seq analysis (data not shown), probably due to the low expression of transcription factors or insufficient sequencing depth, its activity manifested by its targets^34^ was enriched in the nipple population (Supplementary Fig. S3c). 

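*Bcl11b*, which lies on chromosome 12 of GRCm38 from 107910403 to 108003602, had 46 UMIs in 12 of the 294 basal-like cells (4.08%, 95% Clopper-Pearson interval 2.13% to 7.02%). By location these were 2 of 97 nipple cells (3 UMIs), 3 of 115 duct cells (10 UMIs) and 7 of 82 TEB cells (33 UMIs), with median depths of 21458, 23039 and 43900 UMIs. The rate in TEB was 5.75 times that in nipple (95% counting interval 1.80 to 29.3), and the gene had too few counts for the test across fragments. Its UMIs came from 2 of 4 nipple, 2 of 6 duct and 4 of 6 TEB fragments. The means were 1.33 ± 1.62, 2.92 ± 4.85 and 7.25 ± 8.52 CPM (SD, n = 4, 6 and 6), a spread between fragments that the interval leaves out. After each cell was thinned to 5000 UMIs, 2 cells had a UMI, 1 from duct and 1 from TEB. It was found in 0 of 426 ER+ luminal-like cells (median depth 36352), which allows a share of up to 0.704% of cells with a UMI at this depth and sets no limit on the share that express it, and in 2 of 252 fibroblast-like cells (0.794%, median depth 36416). The lists of its targets and its regulon were not used here.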

The activity of Bcl11b regulon based on single cell analysis suggested the same trend (Supplementary Fig. S3d). Further qPCR quantification and immunofluorescence staining analysis confirmed Bcl11b’s expression gradient (Supplementary Fig. S3e–g). 

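Cycling was measured as the summed CPM of 97 genes of the S and G2M lists of Seurat per fragment. In basal-like cells this was 1956 ± 184 CPM in nipple (SD, n = 4), 3264 ± 368 in duct (SD, n = 6) and 6334 ± 1982 in TEB (SD, n = 6). The log2 difference was −1.64 for nipple minus TEB and −0.74 for nipple minus duct (p = 0.0048 for both, two-sided exact permutation test, the smallest that 4 fragments against 6 allow). For duct minus TEB it was −0.90 (p = 0.0022, two-sided exact permutation test, the smallest that 6 against 6 allow), so that no fragment of a location overlapped with those of another. Assigning each cell to a class by marker lists instead of clusters moved the nipple and TEB difference most, to −1.32. *Mki67* (chromosome 7, 135689784 to 135716361 of GRCm38) had 5.66 ± 4.27 CPM in nipple (SD, n = 4), 22.8 ± 11.2 in duct (SD, n = 6) and 63.3 ± 43.4 in TEB (SD, n = 6). Its log2 difference of TEB against the others was 2.43 (standard error 0.54, adjusted p = 0.0012, edgeR), and 1.16 with classes from marker lists (adjusted p = 0.25, with a range of 9.5e-05 to 0.25 over the alternatives). By pairs, *Mki67* was past the threshold between nipple and TEB (adjusted p = 0.0018, edgeR). It was not between nipple and duct (0.15) or between duct and TEB (0.12, edgeR).

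Phases were also called per cell after thinning to 5000 UMIs, which left out 0 cells. Seurat called 31.9 ± 5.72% of nipple (SD, n = 4), 39.2 ± 5.40% of duct (SD, n = 6) and 49.1 ± 12.9% of TEB basal-like cells (SD, n = 6) S or G2M. The differences were not past the threshold (p = 0.057 for nipple and TEB, 0.086 for nipple and duct and 0.12 for duct and TEB, two-sided exact permutation tests). Without thinning the shares were 21.3%, 34.1% and 44.1%, and nipple and TEB differed by −22.8 percentage points (p = 0.029, two-sided exact permutation test). At least 1 UMI of *Mki67* or *Top2a* was found after thinning in 1.09%, 8.23% and 23.3% of cells (p = 0.014 for nipple and TEB, two-sided exact permutation test). Such calls also read RNA from other wells, whose share differed between locations, they rank cells against the set scored, and they do not tell G0 from G1.

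**Figure D3:**
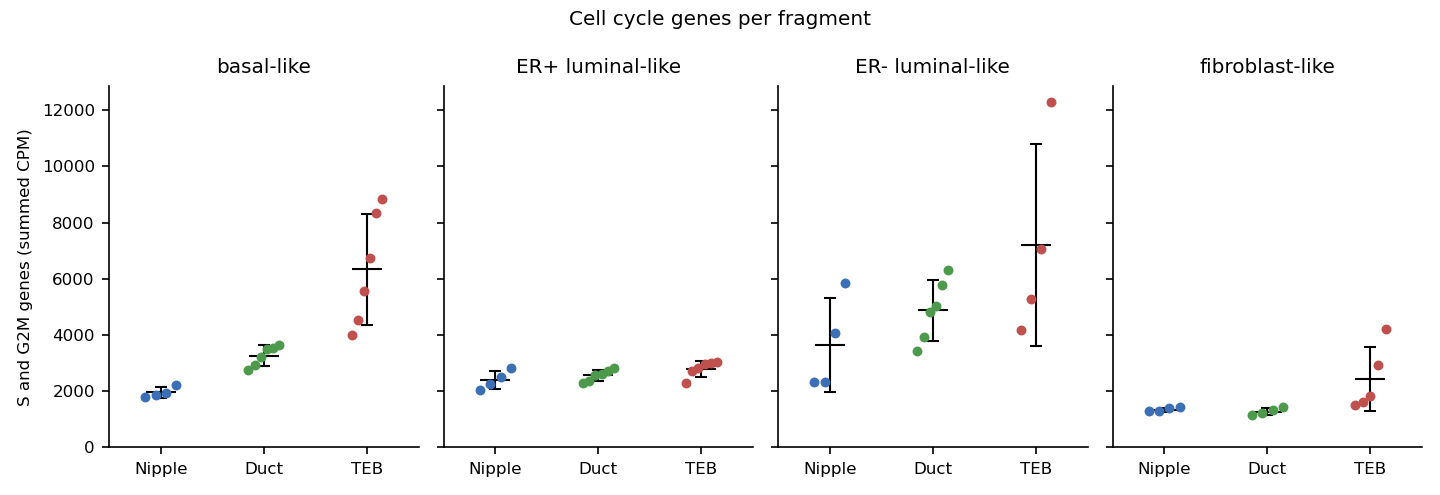
Summed CPM of the S and G2M genes per fragment in 4 cell classes by location. Each point is a fragment, the line is the mean and the bars are the SD, and in basal-like cells the fragments of the 3 locations do not overlap.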

Consistent with these features, cell cycle analysis of different basal populations showed that nipple basal cells were predominantly composed of G0 quiescent cells^11^ while most of TEB cells were in the cell cycle (Fig. 1f).

To further analyze the cell fates associated with location, we extracted the basal cells and performed trajectory analysis using the SCORPIUS R package11 (Supplementary Fig. S3h, i). The result showed that cells from the nipple region were enriched at earlier stage on the pseudotime, followed by duct cells, and then the TEB. 

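The basal-like cells were ordered along a principal curve through 3 dimensions of the Spearman distance between cells, which rebuilds the approach of SCORPIUS, and the orientation was set so that nipple came before TEB. On a scale from 0 to 1, the fragment means were 0.0892 ± 0.0108 in nipple (SD, n = 4), 0.487 ± 0.0121 in duct (SD, n = 6) and 0.805 ± 0.0670 in TEB (SD, n = 6). Duct lay 0.398 after nipple (p = 0.0048, two-sided exact permutation test of fragment means, the smallest possible) and TEB lay 0.318 after duct (p = 0.0022, same permutation test, the smallest possible). The curve's order is also that of the median depth of the cells (21458, 23039 and 43900 UMIs in nipple, duct and TEB). These values thus do not separate depth from location. The cell cycle sums have this order too, but with the S and G2M genes left out duct still lay 0.402 after nipple. The place of the duct differed between orderings. These did not share the same input, so that a change of method is not separated from a change of input. On the first principal component the means were 0.373, 0.270 and 0.567, so that duct lay before nipple (difference −0.103, p = 0.0048, two-sided exact permutation test). In diffusion pseudotime they were 0.234, 0.461 and 0.264, so that TEB lay before duct (difference −0.198, p = 0.0022, two-sided exact permutation test).

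**Figure D4:**
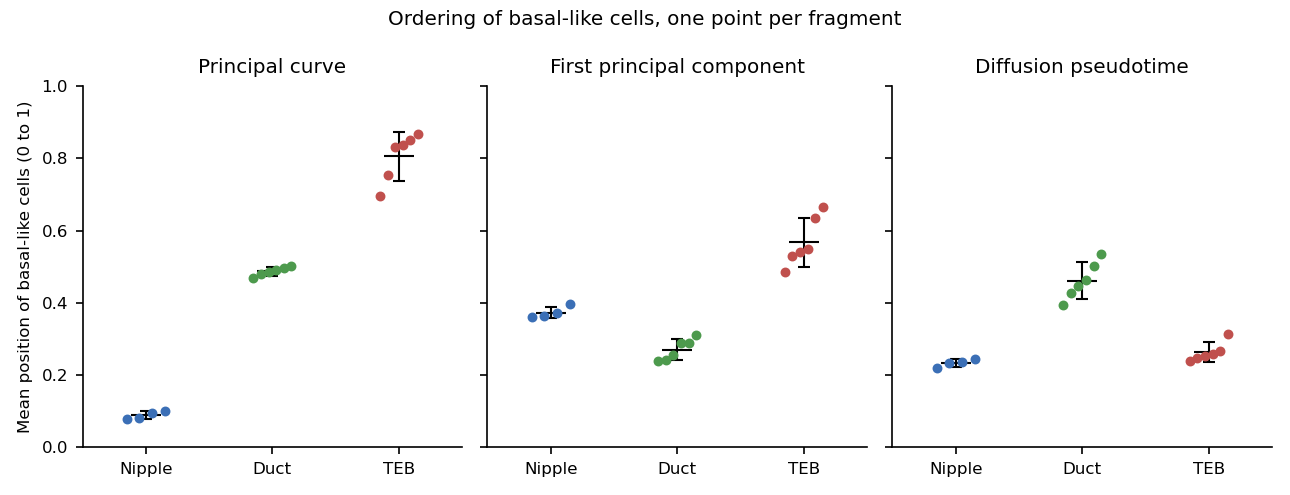
Position of basal-like cells on a scale from 0 to 1 in 3 orderings by location. Each point is the mean of a fragment, and the line and bars are the mean and SD, with duct between nipple and TEB on the principal curve alone.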

We also conducted differential gene expression analysis along the pseudotime trajectory and defined three gene sets corresponding to the nipple, duct, and TEB (Supplementary Fig. S3i). Canonical stem cell marker genes such as *Sox9*, *Snai2*, and *Id4* exhibited higher activity in the nipple and the lowest activity in the TEB (Supplementary Fig. S3i). 

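*Sox9* (chromosome 11, 112782224 to 112787760 of GRCm38) had 315 ± 141 CPM in nipple basal-like cells (SD, n = 4), 229 ± 59.3 in duct (SD, n = 6) and 104 ± 49.2 in TEB (SD, n = 6), a log2 difference of nipple minus TEB of 1.63 (standard error 0.31, adjusted p = 2.0e-04, edgeR). *Snai2* (chromosome 16, 14705852 to 14709385) had 145 ± 44.7 CPM in nipple (SD, n = 4), 121 ± 42.1 in duct (SD, n = 6) and 233 ± 55.3 in TEB (SD, n = 6). Its log2 difference of nipple minus TEB was −0.67 (standard error 0.29, adjusted p = 0.11, edgeR), and TEB lay above the mean of the others by 0.81 (standard error 0.23, adjusted p = 0.011, edgeR), while nipple fragment N22 stood above the other nipple fragments. *Id4* (chromosome 13, 48261228 to 48266026) had 46.4 ± 27.2, 29.3 ± 21.5 and 36.3 ± 21.8 CPM in nipple, duct and TEB (SD, n = 4, 6 and 6), and its difference of 0.37 between nipple and TEB was smaller than the spread between fragments (standard error 0.62, adjusted p = 0.74, edgeR). *Sox9* kept its call and *Snai2* and *Id4* stayed short of the threshold under every alternative in which they were tested, which for *Id4* leaves out thinning to 5000 UMIs.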

Genes regulated by *Bcl11b* also showed the highest activity in the nipple (Supplementary Fig. S3i). Additionally, we used two other trajectory inference methods: TSCAN (version 1.34.0, 2022) and Slingshot ot12. 

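TSCAN and Slingshot were not run here, and the principal curve, the first principal component and diffusion pseudotime were compared instead. Since the cells of each location group together, correlations were taken within each location. They are across cells, which are not independent replicates, and carry no p. Between the principal curve and the first principal component, Spearman's rho was 0.782 in the 97 nipple cells, −0.831 in the 115 duct cells and −0.240 in the 82 TEB cells (Pearson's r 0.738, −0.824 and −0.427). Between the principal curve and diffusion pseudotime it was −0.626, 0.769 and −0.339 (r −0.684, 0.748 and −0.279). Between the first principal component and diffusion pseudotime it was −0.636, −0.941 and 0.496 (r −0.768, −0.926 and 0.398).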

The pseudotime inferred by these three methods was significantly correlated (Supplementary Fig. S3j–l), suggesting a robust cell fate dynamics associated with locations.

Taken together, these findings suggest that basal cells are spatially heterogeneous with molecular features (Supplementary Figs. S2a, b, 3a–g, i) associated with distinct cell states/fates. This spatial feature provides valuable insights into the molecular identity and function of the postulated inactive stem cells and proliferative basal progenitor cells.

### Mammary basal cells contain functionally distinct populations

Next, we sought to isolate different basal cell populations for further functional characterization. We recognized that the surface molecule CD34, a previously identified marker for multipotent hematopoietic stem cells^35^, specifically expressed in the TEB basal cells at both transcription level and protein level (Supplementary Fig. S4a, b). 

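*Cd34* (chromosome 1, 194938819 to 194961279 of GRCm38) had 47.0 ± 26.9 CPM in TEB basal-like cells (SD, n = 6), 25.2 ± 13.8 in duct (SD, n = 6) and 10.1 ± 3.34 in nipple (SD, n = 4). The log2 difference of TEB against the mean of the others was 1.56 (standard error 0.52, adjusted p = 0.030, edgeR), and between duct and TEB alone it was −0.92 (standard error 0.58, adjusted p = 0.37, edgeR). Classes from marker lists moved it most, to 1.80, and without any 1 of 6 fragments (N21, N22, T32, T34, T42 or T43) its adjusted p was 0.052 to 0.085. A UMI was found in 38 of 82 TEB cells (46.3%, median depth 43900), 23 of 115 duct cells (20.0%, median depth 23039) and 16 of 97 nipple cells (16.5%, median depth 21458), against 83 of 426 ER+ luminal-like cells (19.5%, median depth 36352). After thinning to 5000 UMIs, 12 of the TEB cells (14.6%), 9 of the duct cells (7.83%) and 5 of the nipple cells (5.15%) had a UMI, against 8 of the ER+ luminal-like cells (1.88%). Of the UMIs, 46.6 of 193 in TEB, 19.2 of 60 in duct and 47.8 where 20 were counted in nipple were expected from other wells, since 235 of 252 fibroblast-like cells had *Cd34*.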

CD34 staining on the FACS plot showed heterogeneous cells in the basal population (Supplementary Fig. S4c). To better sub-fractionate the mammary basal cells, we then introduced another cell surface marker CD200, which was reported to be expressed on the stem cells of various tissues^36–38^. In mammary epithelial cells, we found that CD200 was specifically expressed in ductal/nipple basal cells rather than TEB basal cells (Supplementary Fig. S4d, e). In addition, some of the luminal cells were also CD200^+^ (Supplementary Fig. S4d, e). The mammary stem cells were enriched in CD200^+^ basal population determined by colony-forming assay and transplantation assay (Supplementary Fig. S4f–i). When CD34 staining was combined with CD200, three populations of basal cells can be distinguished on the FACS plot as CD200^−^CD34^+^, CD200^+^CD34^low^, CD200^+^CD34^−^ (Fig. 2a). CD200^−^CD34^+^ cells constituted the majority of TEB basal cells, CD200^+^CD34^−^ cells constituted the majority of nipple basal cells, and duct basal cells were mainly composed of CD200^+^CD34^low^ and CD200^+^CD34^−^ cells (Fig. 2b, c). The three basal populations defined by CD200 and CD34 also express the TEB, duct and nipple signature genes accordingly (Supplementary Fig. 4j, k).

**Fig. 2:**
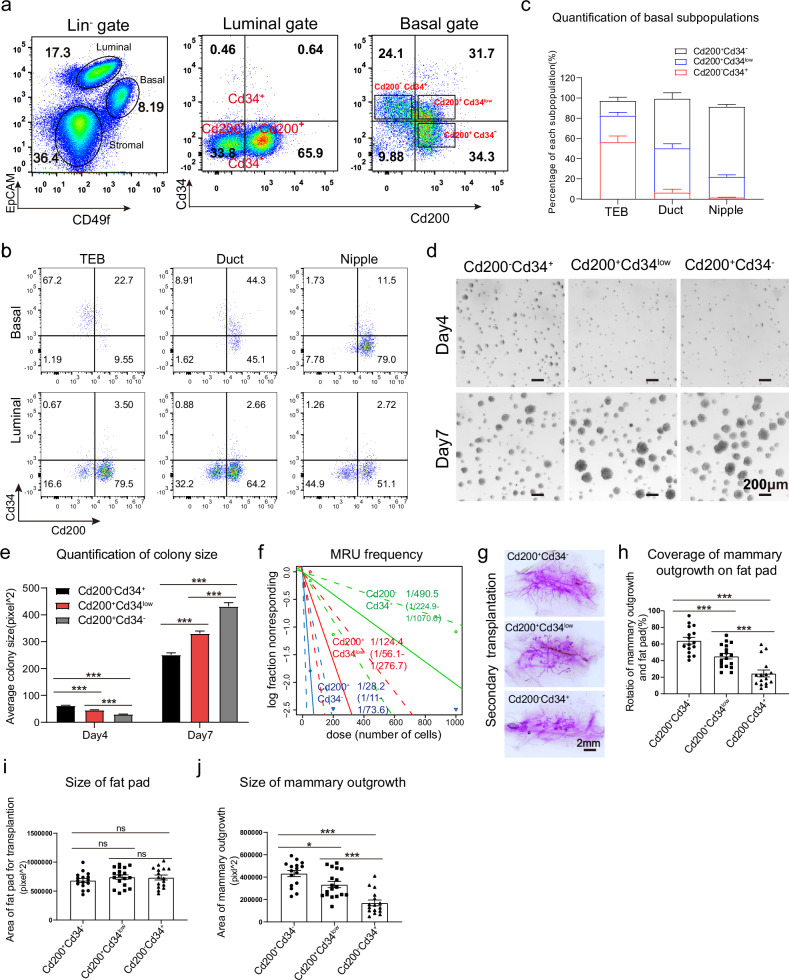
CD200 and CD34 identify three distinct basal subpopulations. **a** FACS plots showing three distinct basal subpopulations characterized by surface markers CD200 and CD34 (data were collected from BD FACSAria Fusion. The negative gate of CD34 and CD200 was set according to the luminal cells). **b** Representative FACS plots showing the expression of CD200 and CD34 in basal or luminal cells of TEB, duct and nipple (data collected from CytoFLEX). **c** Statistical analysis of percentages of different basal subpopulations categorized by CD200 and CD34 FACS staining in TEB, duct, or nipple as shown in **b**. Statistical analysis was performed using two-tailed unpaired *t*-test. Data were presented as means ± SEM, *n* = 3. **d** Colony formation assay for CD200^−^CD34^+^, CD200^+^CD34^low^, CD200^+^CD34^−^ basal subpopulations. Representative outgrowth images of 3 repeated wells on day 4 and day 7 for each subpopulation are shown. Scale bars, 200 μm. **e** Colony sizes in **d** were measured and plotted in the bar graph. Statistical analysis was performed using two-tailed unpaired *t*-test. Data were presented as means ± SEM, *n* = 3, ***P < 0.001. **f** Extreme limiting dilution analysis (ELDA) plot of the repopulating ability of FACS-sorted CD200^−^CD34^+^, CD200^+^CD34^low^ or CD200^+^CD34^−^ basal subpopulations under transplantation. *n* = 16−18. **g** Representative images of reconstituted mammary gland derived from the secondary transplants of CD200^−^CD34^+^, CD200^+^CD34^low^ or CD200^+^CD34^−^ basal subpopulations. Scale bar, 2 mm, *n* = 16−18. **h**–**j** Statistical analysis of the secondary transplant in **g**. The relative ratio of area covered by reconstituted mammary gland in the de-epithelialized fat pads are shown in **h**, and the absolute size of recipient fat pads and mammary outgrowths are shown respectively in **i**, **j**. Statistical analysis was performed using two-tailed unpaired *t*-test. Da*t*a were presented as means ± SEM, *n* = 16−18, *P < 0.05, ***P < 0.001, ns not significant.

In vitro colony formation assay^16^ was then performed to characterize the proliferation capacity of different basal populations. On day 4, CD200^−^CD34^+^ basal cells quickly established visible colonies on the matrigel, earlier than the other two populations (Fig. 2d, e). However, on day 7, CD200^+^CD34^low^ and CD200^+^CD34^−^ basal cells quickly caught up and formed larger colonies (Fig. 2d, e). This suggests that CD200^−^CD34^+^ basal cells might be fast proliferating cells in the cycle, reminiscent of the TEB basal cell phase shown in Fig. 1f, while CD200^+^CD34^low^ and CD200^+^CD34^−^ basal cells dwelling in duct and nipple basal populations (Fig. 2b, c) and mostly resting in G0 phase (Fig. 1f), were activated later but possessed higher potential in proliferation. This phenotype holds true for the basal cells isolated from nipple, duct and TEB region (Supplementary Fig. S5a, b). In the limiting dilution transplantation assay, the CD200^+^CD34^−^ basal cells exhibited the highest repopulating ability with a stem cell frequency of 1 out of 28.2 (confidence interval 1/11−1/73.6), while CD200^−^CD34^+^ basal cells have the lowest stem cell frequency of 1 out 490 (confidence interval 1/225−1/1071) (Fig. 2f). Secondary transplantation assay confirmed the highest long-term self-renewal ability of the CD200^+^CD34^−^ basal cells (Fig. 2g–j). These data collectively suggests that CD200^+^CD34^−^ basal cells in the nipple region, were enriched for mammary repopulating units. Since ~80% of the basal cells in the nipple region are CD200^+^CD34^−^ as quantified by FACS analysis (Fig. 2b, c), and our transplantation data (Fig. 2f, j) indicate that this population is enriched for mammary stem cells, it suggests that the nipple region has a higher frequency of stem cells than other regions. In contrast, the features of CD200^−^CD34^+^ basal cells enriched in TEB fit better with the concept of progenitor cells with fast proliferation but lower reconstitution capacity.

### *Bcl11b* labels bipotent mammary stem cells in embryonic and postnatal mammary gland

To assess the physiological contribution of the various basal cells to mammary homeostasis, we sought to perform the lineage tracing analysis for these cells. We found that Bcl11b expression is enriched in CD200^+^CD34^−^ basal cells at the transcription level (Supplementary Fig. S6a) and in the nipple basal cells at protein level (Supplementary Fig. S3f, g). We previously reported that Bcl11b^high^ basal cells in mouse mammary gland are quiescent mammary stem cells in the basal population, and they have long-term self-renewal ability in the transplantation assay^16^. However, it remains unclear how Bcl11b^high^ basal cells behave under the physiological condition. We therefore generated the *Bcl11b* tracing mouse by employing genetic engineering techniques to insert an ‘IRES-rtTA’ cassette at the end of *Bcl11b* coding region (Fig. 3a) without disturbing the expression level of Bcl11b and relative mammary epithelial signature genes (Supplementary Fig. S6b–d). After crossing with *TetO-Cre* mouse and tdTomato reporter mouse, we were able to label and trace Bcl11b-positive cells by doxycycline induction (Fig. 3; Supplementary Fig. S9a–d). After a brief pulse labeling in the pubertal mammary gland, Bcl11b-positive mammary cells can be clearly identified in the basal population (an average of 93.7% ± 2.0% labeled epithelia were basal, *n* = 5) in the FACS analysis (Fig. 3b, c, m) and in the immunofluorescence staining analysis (Fig. 3d). The pulse labeled cells were confirmed to highly express Bcl11b at the transcription level (Supplementary Fig. S6e, f). Moreover, the Bcl11b-traced cells were preferentially accumulated in nipple-derived basal cells, with gradually decreasing percentages in ducts and TEBs (Fig. 3e–f). However, we noticed that these Bcl11b^+^ quiescent cells were difficult to be efficiently labeled, because the labeled cell frequency was significantly lower than expected from immunofluorescence staining in nipple structure even at very high doxycycline dose with various pulsing strategies (Fig. 3d; Supplementary Fig. S6g, h). This is possibly due to the quiescence nature of Bcl11b^+^ cells (Supplementary Fig. S6i).

**Fig. 3:**
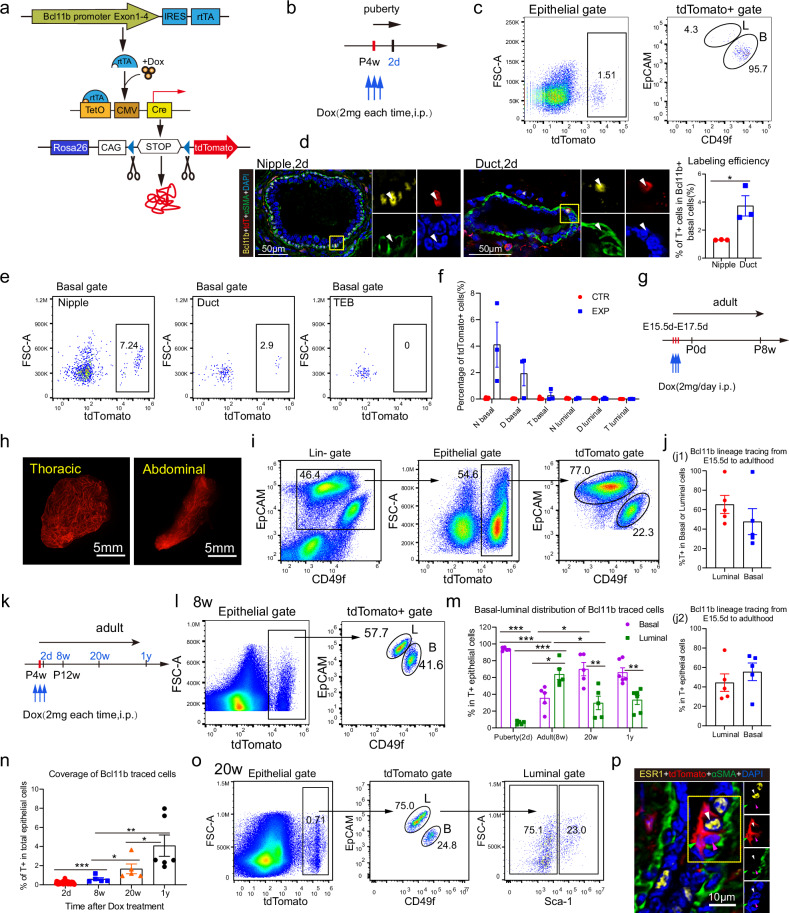
*Bcl11b* labels a group of bipotent mammary stem cells. **a** Schematic diagram of doxycycline-inducible *Bcl11b-rtTA/TetO-Cre/R26-tdTomato* model. *Bcl11b-rtTA* mice were crossed with *TetO-Cre* mice and *R26-tdTomato* reporter mice to generate doxycycline inducible reporter mouse model for Bcl11b^+^ cell lineage tracing. **b** Schematic strategy for lineage tracing Bcl11b^+^ cells from puberty stage. *Bcl11b-rtTA/TetO-Cre/tdTomato* mice were administered with 2 mg/mouse doxycycline (100 µL, 20 mg/mL in PBS) intraperitoneally for three consecutive days at 4 weeks of age. The mammary glands were harvested for tdTomato labeling analysis 2 days after pulsing. **c** Representative FACS plots showing the percentage of tdTomato-positive cells in epithelial population (left panel) and the proportion of basal or luminal subpopulation in tdTomato^+^ epithelial cells (right panel), 2 days after doxycycline induction at puberty. **d** Representative immunofluorescence images showing the co-staining of Bcl11b, tdTomato and basal cell marker αSMA in nipple and duct in mammary glands 2 days after doxycycline induction at puberty (left panel). Yellow, Bcl11b; red, tdTomato; green, αSMA; blue, DAPI. Scale bars, 50 μm. And bar chart showing the labeling efficiency of Bcl11b^+^ cells by tdTomato in nipple and duct of mouse mammary glands (right panel). Statistical analysis was performed using two-tailed unpaired *t* test. Data were presented as means ± SEM, *n* = 3. *P < 0.05. **e** Representative FACS plots showing the tdTomato-labeling percentage in basal cells (Lin^−^Epcam^low^ CD49f^+^) of TEB, duct or nipple 2 days after doxycycline induction from puberty stage. *n* = 3. **f** Bar graph showing the statistical analysis of the percentage of tdTomato^+^ cells in basal or luminal compartments from TEB, duct and nipple 2 days after doxycycline induction from 4-week-old mice by FACS as in **e**. *Bcl11b-rtTA/TetO-Cre/ tdTomato* mice with PBS treatment were control group (CTR), while that with doxycycline treatment were experimented group (EXP). Statistical analysis was performed using two-tailed unpaired *t*-test. Da*t*a were presented as means ± SEM, *n* = 3−5. **g** Schematic diagram showing the lineage tracing strategy of Bcl11b^+^ cells from embryonic day 15.5 in **h**−**j**. **h** Representative whole-mount images of tdTomato-labeled mammary glands in 8-week-old mice traced from embryonic stage. Scale bars, 5 mm. **i** Representative FACS plots display the percentage of tdTomato-positive cells in epithelial population (middle panel), and the proportion of basal or luminal subpopulation in tdToamto^+^ epithelial cells (right panel), from 8-week-old mice traced from embryonic stage. **j** Bcl11b-lineage tracing from the embryonic stage (E15.5 d) to adulthood (P8w). Bcl11b^+^ epithelial cells were traced from embryonic day 15.5 (E15.5 d). When these offspring reached 8 weeks of age (P8w), their mammary glands were harvested for tdTomato-labeling analysis. **j1**, **j2** Bar graphs showing the percentage of tdTomato-labeled cells in luminal or basal population (**j1**) and the percentage of luminal or basal cells among the total tdTomato-labeled epithelial cells (**j2**). Statistical analysis was performed using two-tailed unpaired *t*-test. Da*t*a were presented as means ± SEM, *n* = 5. **k** Schematic diagram showing the lineage-tracing strategy of Bcl11b^+^ cells for induction in pubertal mice at 4 weeks of age, with various chase periods as indicated (2 days, 8 weeks, 20 weeks, 1 year) in **l**−**p**. **l** Representative FACS plots depict the distribution of tdTomato-traced cells in epithelial gate, 8 weeks after induction at puberty. **m,** **n** Bar charts showing the composition of tdTomato-labeled epithelial cells (**m**), the percentage of tdTomato-labeled epithelial cells in total epithelial cells (**n**) in Bcl11b-lineage tracing at designated tracing times after pulsing at puberty. Statistical analysis was performed using two-tailed unpaired *t*-test. Da*t*a were presented as means ± SEM, *n* = 14 (2-day chase), *n* = 5 (8-week chase), *n* = 5 (20-week chase) and *n* = 6 (1-year chase). *P < 0.05, **P < 0.01 and ***P < 0.001. **o** FACS plots showing the contribution of Bcl11b-traced cells to various mammary populations 20 weeks after pulsing at puberty. Sca-1 was used as a marker of the ESR1^+^ luminal cells. **p** Representative immunofluorescence image showing tdTomato-labeled clone containing basal cell (magenta arrowhead), ESR1^+^ luminal cell (white arrowhead) and ESR1^−^ luminal cell (green arrowhead) 20 weeks after pulsing at puberty. Scale bar, 10μm.

To ask what progenies Bcl11b-positive cells give rise to during mammary development and homeostasis, we employed various tracing strategies. When Bcl11b-positive cells were labeled in embryonic mammary gland at day E15.5–E17.5 and were analyzed at adult stage (Fig. 3g, h; Supplementary Fig. S6k), a significant amount of mammary cells including basal and luminal cells were traced (Fig. 3i, j), suggesting that embryonic Bcl11b-positive cells are bipotent mammary stem cells. When we pulse labeled Bcl11b^+^ mammary cells during puberty at week 4 and analyzed after 8 weeks at adult stage (Fig. 3k), we found that the Bcl11b-positive basal cells also gave rise to both luminal and basal cells (Fig. 3l), suggesting that the pubertal Bcl11b-positive basal cells are also bipotent. The progeny of Bcl11b-positive cells formed discrete small clones in the mammary gland, which were composed of basal cells, ER^+^ luminal cells and ER^−^ luminal cells (Fig. 3p). In addition, extended tracing period up to one year showed that the bipotency of Bcl11b^+^ cells was well maintained with the ability to contribute to basal cells, Sca1^+^ (ER^+^) and Sca1^−^ (ER^−^) luminal cells^39,40^ in the FACS analysis (Fig. 3m–o). The percentage of Bcl11b progeny cells in the mammary epithelia kept increasing during the extended tracing period (Fig. 3m, n). These Bcl11b bipotent mammary stem cells persisted in the adult stage, as the pulse labeling at 6 months with one year tracing resulted in prominent bi-lineage contribution to the progeny (Supplementary Fig. S6l, m), which was not due to the leakiness of the mouse model (Supplementary Fig. S6n–s). These data collectively demonstrate that Bcl11b-positive cells are rare mammary stem cells that are difficult to label but have rigorous multipotency even in the postnatal mammary gland.

### *Sema3a* labels a group of unipotent basal progenitor cells

Previous studies reported that Krt14^+^ cells in the postnatal mammary gland are predominantly unipotent in the lineage tracing assay^8,10,14,18,28^. However, the molecular identity of the unipotent stem cells is still not clear. We therefore tried to lineage trace the CD200^−^CD34^+^ basal cells, a potential mammary progenitor population enriched in the terminal end buds and characterized their physiological behavior in mammary homeostasis. We noticed that *Sema3a*, a cell marker that was used to trace Purkinje fibers in heart^41^, was specifically highly expressed in CD200^−^ basal cells in our initial screening of the gene targets (Supplementary Fig. S5c). Further validation indicated that Sema3a was also highly expressed in TEBs (Fig. 4a; Supplementary Fig. S5d) and part of CD200^−^CD34^+^ basal cells (Supplementary Fig. S4j). Thus, we used the *Sema3a-CreERT2/R26R-tdTomato* mice and treated them with tamoxifen at postnatal day 35 and then followed up the fate of the tdTomato-labeled cells in mammary glands (Fig. 4b, c; Supplementary Fig. S7a–c). Pulse labeling of Sema3a-positive cells confirmed their RNA expression in tdTomato-positive cells (Fig. 4d) and showed clear basal cell identity (Krt14^+^Trp63^+^Krt8^−^) and TEB specificity in the mammary epithelia (Fig. 4e, f). We also identified tdTomato^+^ cells in the duct and nipple region, but these cells were mainly stromal rather than the epithelial cells (Fig. 4f). After chasing for 3 weeks, 8 weeks and 20 weeks, the progenies of Sema3a-positive cells formed clones in the mammary tree, which were exclusively restricted in the basal layer (Fig. 4g). FACS analysis of the Sema3a-traced cells confirmed this basal restricted distribution (Fig. 4h, i). To further confirm the long-term contribution of Sema3a^+^ cells to mammary gland, we performed serial transplantation of tdTomato^+^ clones and observed long lasting contribution of Sema3a^+^ cells to basal population (Supplementary Fig. S7d–g). These data suggest that Sema3a^+^ basal cells in the pubertal mammary gland are a specific basal population distinct from bipotent mammary stem cells and are predominantly unipotent which contribute to the basal lineage for long term.

**Fig. 4:**
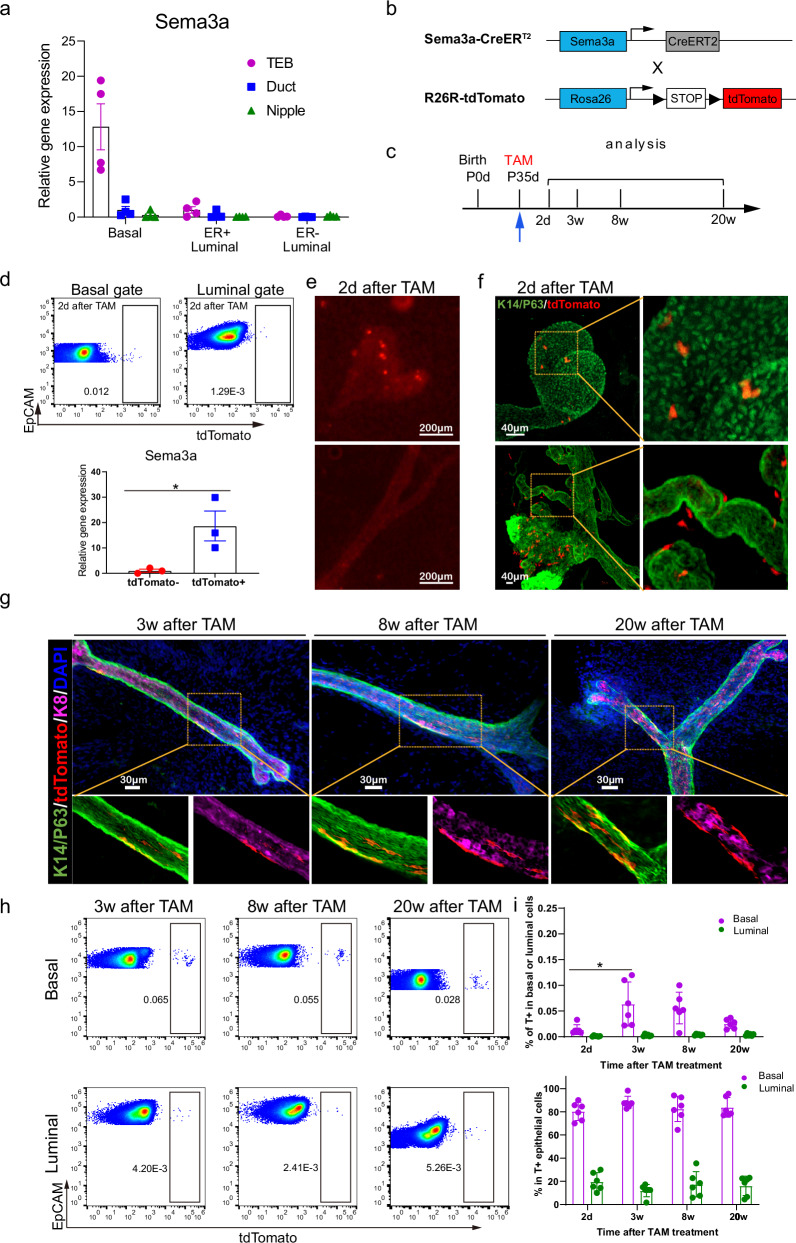
*Sema3a* labels a group of unipotent mammary basal progenitor cells. **a** Real-time PCR analysis showing mRNA level of *Sema3a* in basal, ESR1^+^ luminal, or ESR1^−^ luminal cells from TEB, duct or nipple of puberty mice. Statistical analysis was performed using two-tailed unpaired *t*-test. Data were presented as means ± SEM, *n* = 4. **b** Schematic diagram of tamoxifen-inducible *Sema3a-CreERT*2/*R26R-tdTomato* mouse model. *Sema3a-CreERT2* mice were crossed to *Rosa26-tdTomato* mice to generate tamoxifen inducible reporter mice for Sema3a^+^ cell lineage-tracing. **c** Schematic diagram illustrating the lineage-tracing strategy for Sema3a^+^ cells from puberty for experiments in **d**−**i**. *Sema3a-CreERT2*/*R26-tdTomato* mice were treated with 5 mg tamoxifen (TAM) intraperitoneally for only once at 5-week-old. Mammary glands of various chase periods (2 days, 3 weeks, 8 weeks, 20 weeks) were harvested for tdTomato labeling analysis. **d** Representative FACS plots showing percentage of tdTomato-labeled basal or luminal cells 2 days after pulsing on postnatal day 35 (upper panel). Real-time PCR analysis showing mRNA level of *Sema3a* in tdTomato-labeled and unlabeled basal cells (lower panel). Statistical analysis was performed using two-tailed unpaired *t*-test. Data were presented as means ± SEM, *n* = 3. *P < 0.05. **e** Representative images taken by fluorescence stereomicroscope display tdTomato expression in TEB (upper panel) and duct (lower panel) 2 days after tamoxifen induction at puberty. Scale bars, 200 μm. **f** Representative tissue clearing images showing immunofluorescence staining of tdTomato^+^ cells with basal markers Krt14 and Trp63 in TEB (upper panel) or duct/nipple (lower panel) 2 days after tamoxifen induction. The selected regions by the yellow boxes were magnified in the right panel. Green, Krt14/Trp63; red, tdTomato; blue, DAPI. Scale bars, 40 μm. **g** Representative images showing 3D immunofluorescence staining of tdTomato, basal markers Krt14 and Trp63, and luminal marker Krt8 in tissue cleared mammary gland at different time points after tamoxifen induction at puberty. Green, Krt14/Trp63; red, tdTomato; magenta, Krt18; blue, DAPI. Scale bars, 30 μm. **h** Representative FACS plots showing percentage of tdTomato-labeled basal or luminal cells at the indicated time points after pulsing at puberty. **i** The upper bar graphs showing the percentage of tdTomato-positive cells in basal or luminal compartment at different time points after pulsing at puberty, meanwhile the lower panel showing the relative basal and luminal percentage in tdTomato-positive mammary epithelial cells. Statistical analysis was performed using two-tailed unpaired *t*-test. Da*t*a were presented as means ± SEM, *n* = 6. *P < 0.05.

### Bcl11b^+^ bipotent and Sema3a^+^ unipotent mammary stem cells contribute to mammary reproductive cycles with different kinetics

Our data have shown that the bipotent and unipotent mammary stem cells are distinct populations that co-exist in the postnatal mammary gland. Next, we asked why mammary gland needs various types of stem cells to maintain the mammary structure and function. One possibility is that during reproduction cycles when massive mammary cell expansion is required, diverse mammary stem cells might be imperative to assure not only the efficient mammary reorganization, but also a sustainable stem cell/progenitor pool. We therefore pulse labeled Bcl11b-positive cells during puberty and analyzed the progenies at pregnancy day 17.5 (Preg 17.5 d) (Fig. 5a). Small clones at limited foci were identified at the first pregnancy (Fig. 5b), and these clones were spatially accumulated in the middle region of the gland (Supplementary Fig. S8a, b). This might result from the fact that Bcl11b-positive cells were predominantly quiescent in the nipple region while the Bcl11b-positive cells in the middle region were relatively active and able to expand into discrete clones. Further analysis showed that 55% of the individual clones (1^st^ pregnancy,11 of 20) were bi-lineage (Fig. 5c, d) and Bcl11b-positive cells preferentially gave rise to luminal cells during pregnancy (Fig. 5e, f; Supplementary Fig. S9a, c, d), possibly due to the faster proliferation rate for luminal cells. In addition, the Bcl11b^+^ cell-derived alveolar structures were able to lactate and functionally contribute to the mammary gland (Fig. 5g). Most intriguingly, when we performed multiple rounds of pregnancy, tdTomato-positive cells exhibited significant increase of the clone number, the percentage of bi-lineage clones (79% (30 of 38) for the 2^nd^ pregnancy and 80.1% (63 of 78) for the 3^rd^ pregnancy), as well as the mammary epithelial coverage (Fig. 5b–i). The clonal cell composition analysis by immunofluorescence staining in various tracing schemes reinforces the conclusion of the bipotency and clonal expansion of Bcl11b^+^ cells (Supplementary Figs. S8d-j, 9d). These data suggest that Bcl11b-positive stem cells are long-term survivors with accumulating contributions to mammary maintenance.

**Fig. 5:**
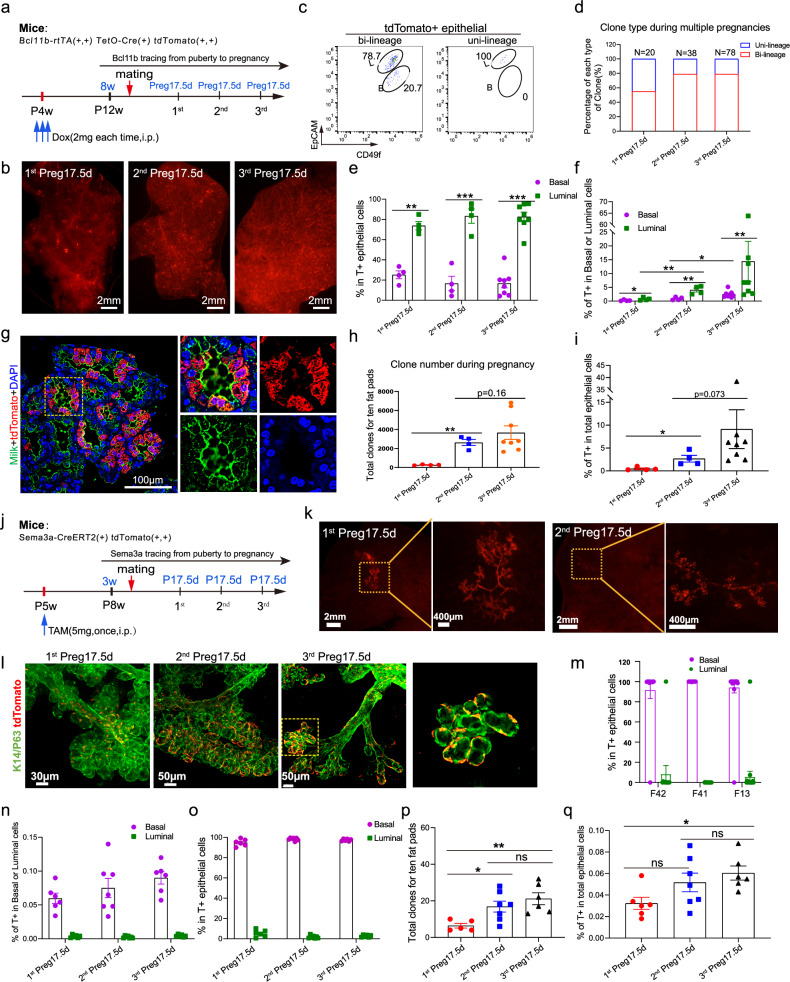
Bcl11b^+^ bipotent and Sema3a^+^ unipotent mammary stem cells contribute to mammary reproductive cycles with different kinetics. **a** Schematic diagram showing the lineage-tracing strategy of Bcl11b^+^ cells from puberty for experiments in **b**−**i**. *Bcl11b-rtTA (+, +) TetO-Cre (+) tdTomato (+, +)* female mice were administered with 2 mg doxycycline intraperitoneally for three consecutive days at 4-week-old, and then mated during adult stage for multi-pregnancy. Mammary glands at various time points as indicated during multiple pregnancies (1^st^ Preg17.5 d, 2^nd^ Preg17.5 d, 3^rd^ Preg17.5 d) were harvested for tdTomato labeling analysis. **b** Representative fluorescence images showing tdTomato-positive clones in mammary glands of *Bcl11b-rtTA/TetO-Cre/tdTomato* mice at the indicated time points during multiple pregnancies after pulsing at puberty. **c** Representative FACS plot showing the composition of tdTomato-positive cells in two types of individual clones (bi-lineage in the left panel and uni-lineage in the right panel) in Bcl11b-lineage tracing during multiple pregnancies (1^st^ to 3^rd^ pregnancy) after pulsing at puberty. The individual bright tdTomato^+^ Bcl11b clones in the mammary fat pads during multiple pregnancies were dissected under the fluorescence stereomicroscope, and then were digested into single cells and performed FACS analysis of the composition of basal and luminal lineages. **d** Bar chart showing percentage of bi-lineage and uni-lineage clones at day 17.5 of multiple pregnancies (1^st^ to 3^rd^ Preg17.5 d) in *Bcl11b-rtTA/TetO-Cre/tdTomato* mice after pulsing at puberty. As for counted clones, *n* = 20 for 1^st^ Preg17.5 d, *n* = 38 for 2^nd^ Preg17.5 d, *n* = 78 for 3^rd^ Preg17.5 d, and the clones of each group were collected from at least 3 mice. **e**, **f** Bar charts showing the composition of tdTomato-labeled epithelial cells (**e**), and percentage of tdTomato-labeled cells in basal or luminal populations (**f**) at the indicated time points during multiple pregnancies in Bcl11b-lineage tracing after pulsing at puberty. Data were presented as means ± SEM, *n* = 4−8. **P < 0.01, ***P < 0.001. **g** Representative images showing milk production by Bcl11b^+^ cells derived epithelial cells at lactation day 7 in Bcl11b-lineage tracing after pulsing in puberty. The selected region by the yellow frame was enlarged in the right panel. Green, milk; red, tdTomato; blue, DAPI. Scale bars, 100 μm. **h** Bar chart showing the number of tdTomato-labeled clones as shown in **b** in all ten fat pads of each mouse at the indicated time points during multiple pregnancies in Bcl11b-lineage tracing after pulsing at puberty. Data were presented as means ± SEM, *n* = 4 − 8. **P < 0.01. **i** Bar chart showing percentage of tdTomato-labeled cells in all epithelial cells at the indicated times during multiple pregnancies in Bcl11b-lineage tracing after pulsing at puberty. Data were presented as means ± SEM, *n* = 4−8. *P < 0.05. **j** Schematic diagram showing the lineage-tracing strategy of Sema3a^+^ cells from puberty for experiments in **k**−**q**. *Sema3a-CreERT2 (+) tdTomato (+, +)* female mice were treated with single time 5 mg tamoxifen intraperitoneally at 4-week-old, and then mated during adult stage for multi-pregnancy. Mammary glands at various time points as indicated during multiple pregnancies (1^st^ Preg17.5 d, 2^nd^ Preg17.5 d, 3^rd^ Preg17.5 d) were harvested for tdTomatoto labeling analysis. **k** Representative fluorescence images of tdTomato-positive clones in mammary gland at pregnancy day 17.5 during the 1^st^ or 2^nd^ pregnancies in Sema3a-lineage tracing after pulsing at puberty. The selected regions by the yellow frames were enlarged in the right panel. Scale bars, 400 μm or 2 mm. **l** Representative 3D immunofluorescence image of tissue cleared mammary gland showing the co-staining of tdTomato with basal cell markers Krt14 and Trp63 in mammary glands of *Sema3a-CreERT2*/*tdTomato* mice during multiple pregnancies after pulsing at puberty. The selected region by the yellow box was magnified in the right panel. Green, Krt14/Trp63; red, tdTomato. Scale bars, 30 μm or 50 μm. **m** Bar graph showing the composition of tdTomato-labeled epithelial cells of individual clones at day 17.5 of the 1^st^ pregnancy from each mouse with Sema3a-lineage tracing at puberty. Each dot represents one clone from a mouse whose ear tag number was labeled below the corresponding bars. Data were presented as means ± SEM, *n* = 6 − 7. **n**, **o** Bar charts showing percentage of tdTomato-labeled cells in basal or luminal populations (**n**), and basal or luminal proportion in all tdTomato-labeled epithelial cells (**o**) at the indicated time points during multiple pregnancies in Sema3a-lineage tracing from puberty. Data were presented as means ± SEM, *n* = 6–7. **p** Bar chart showing the number of tdTomato-labeled clones in all ten fat pads of each mouse at the indicated time points during multiple pregnancies in Sema3a-lineage tracing after pulsing at puberty. Data were presented as means ± SEM, *n* = 5−7. *P < 0.05, **P < 0.01, ns, not sig*n*ificant. **q** Bar chart showing the percentage of tdTomato-labeled cells in all epithelial cells at the indicated time points during multiple pregnancies in Sema3a-lineage tracing after pulsing at puberty. Data were presented as means ± SEM, *n* = 6−7. *P < 0.05, ns, not significant. All above statistical analysis was performed using two-tailed unpaired *t*-test.

In contrast, Sema3a-labeled unipotent stem cells exhibit different kinetics in lineage contribution during pregnancy. When we pulse labeled Sema3a-positive cells during puberty and analyzed at Preg17.5 d (Fig. 5j), large clones were identified with preferential distribution at the distal part of the mammary fat pad (Fig. 5k; Supplementary Fig. S8a, c). The traced clones were predominantly basal cells as revealed by 3D cleared tissue imaging analysis (Fig. 5l; Supplementary Fig. S8k–m) and by the FACS analysis for individual clones (Fig. 5m) and for the whole mammary gland (Fig. 5n, o). However, different from bipotent mammary stem cells, the unipotent mammary stem cell clone number and epithelial coverage remained relatively stable after multiple rounds of pregnancy (Fig. 5p, q). These data suggest that there are different mammary stem cell populations involved in the development of pregnant mammary gland. And the relative contributions of various mammary stem cells to the gland are dynamically changing during multiple pregnancies.

Since we have observed a clear increase of the clone number (Fig. 5b, h) and the coverage of Bcl11b progenies in multiple rounds of pregnancies (Fig. 5f, i), in contrast to other lineage tracing report^18^, we next asked why clone number expanded significantly for bipotent mammary stem cells between pregnancies. We also wanted to clarify when the increase of the coverage of Bcl11b progeny occurs and what is the trigger. Then we analyzed the involuted mammary gland in the lineage tracing experiment. We found that the increase of the epithelial coverage mainly occurred specifically after each round of involution for Bcl11b^+^ bipotent mammary stem cells in Bcl11b tracing (Fig. 6a–c), suggesting that the progeny of bipotent stem cells persisted better than the rest mammary cells during mammary regression. Moreover, apoptosis analysis of involuted mammary gland showed that the Bcl11b-traced tdTomato^+^ cells were less apoptotic compared with tdTomato^−^ cells (Fig. 6d, e). In contrast, Sema3a-traced progeny of unipotent mammary stem cells did not show this trend (Fig. 6f). These data suggest that the increase of the coverage is due to the higher survival rate of Bcl11b progenies against apoptosis during involution.

**Fig. 6:**
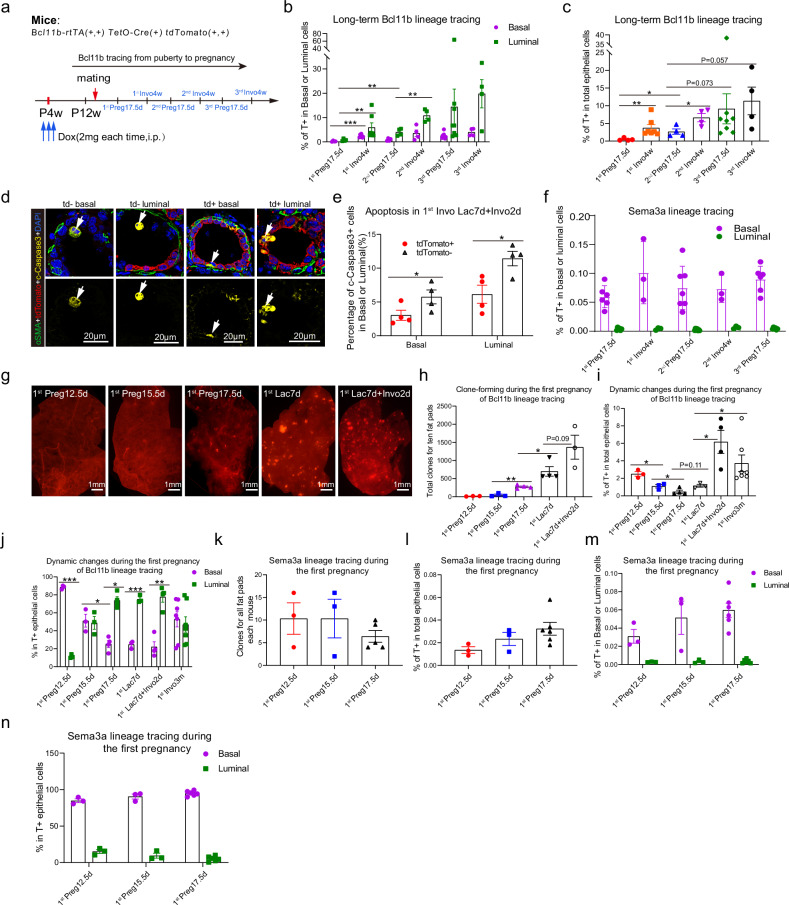
Distinct contributions of Bcl11b^+^ bipotent and Sem3a^+^ unipotent stem cells to the mammary reorganization during pregnancy. **a** Schematic diagram showing the tracing strategy of Bcl11b^+^ cells during multiple pregnancies and involutions. **b**, **c** Bar chart showing the percentage of tdTomato-labeled cells in basal or luminal populations (**b**), or percentage of tdTomato-labeled cells in the whole mammary epithelial population (**c**) at the indicated time points during multiple pregnancies and involutions in Bcl11b-lineage tracing after pulsing at puberty. Data were presented as means ± SEM, *n* = 4−8. **P < 0.01, ***P < 0.001. **d** Representative immunofluorescence images showing the apoptotic cells indicated by cleaved caspase3 staining during involutions for Bcl11b-traced (tdTomato^+^) and -untraced (tdTomato-) cells during mammary involution. Scale bars, 20 μm. **e** Bar chart showing the quantification of apoptotic cells in Bcl11b-traced (tdTomato^+^) and -untraced (tdTomato-) cells during mammary involution. Data were presented as means ± SEM, *n* = 4. *P < 0.05. **f** Bar chart showing percentage of tdTomato-labeled cells in basal or luminal populations at the indicated time points during multiple pregnancies and involutions in Sema3a-lineage tracing after pulsing at puberty. Data were presented as means ± SEM, *n* = 3–7. **g** Representative images of tdTomato-positive clones in mammary glands at day 12.5, 15.5 or 17.5 of the 1^st^ pregnancy (1^st^ Preg12.5 d, 15.5 d, 17.5 d), day 7 of the 1^st^ lactation (Lac7d) and involution day 2 (Invo2d) in Bcl11b-lineage tracing after pulsing at puberty. Scale bars, 1 mm. **h** Bar chart showing the number of tdTomato-positive clones as shown in **g** in all ten fat pads of each mouse at the indicated time points of the 1^st^ reproductive cycle in Bcl11b-lineage tracing after pulsing at puberty. Data were presented as means ± SEM, *n* = 3−4. *P < 0.05, **P < 0.01. **i**, **j** Bar charts showing percentage of tdTomato-labeled cells in total epithelial population (**i**) and basal and luminal proportion in all tdTomato-labeled epithelial cells (**j**) at the indicated time points during the 1^st^ reproductive cycle in Bcl11b-lineage tracing after pulsing at puberty. ‘Invo 3 m’ is designated as 90 days after involution. Data were presented as means ± SEM, *n* = 3−7. *P < 0.05, **P < 0.01, ***P < 0.001. **k** Bar chart showing the tdTomato-labeled clone number in all ten fat pads of each mouse at the indicated time points during the 1^st^ pregnancy in Sema3a-lineage tracing after pulsing at puberty. Data were presented as means ± SEM, *n* = 3−5. **l**–**n** Bar charts showing percentage of tdTomato-labeled cells in the whole mammary epithelial population (**l**), percentage of tdTomato-labeled cells in basal or luminal subpopulations (**m**), and basal or luminal proportion in all tdTomato-labeled epithelial cells (**n**) at the indicated time points during the 1^st^ pregnancy in Sema3a-lineage tracing after pulsing at puberty. Data were presented as means ± SEM, *n* = 3−6. All above statistical analysis was performed using two-tailed unpaired *t* test.

To ask how Bcl11b^+^ and Sema3a^+^ cells behave differently during pregnancy at an improved time resolution, we analyzed tdTomato-labeled cells at pregnancy days 12.5, 15.5 and 17.5 (Supplementary Fig. S9a). We found that the clone number derived from Bcl11b^+^ bipotent mammary stem cells increased from pregnancy day 12.5 to day 17.5 (Fig. 6g, h); however, the coverage of Bcl11b^+^ bipotent mammary stem cell progeny showed a decrease during pregnancy day 12.5 to day 17.5, followed by an increase during early lactation (Fig. 6g–j). This suggests that although Bcl11b-traced cells are expanding their population, they were not as proliferative and competitive as the rest of mammary cells. Indeed, for Sema3a unipotent mammary stem cell traced cells, even though the clone number kept stable, the coverage in epithelial cells showed an increasing trend during the same period (Fig. 6k–n). These data collectively indicate that different mammary stem cells respond to the pregnancy cues in different modes.

We showed that Bcl11b^+^ cells were enriched in the nipple region with lower proliferation index, and Sema3a^+^ cells were enriched in TEBs with higher proliferation index (Fig. 6i, l; Supplementary Figs. S1d, 2c, 3f, 3i, 4k, 5c, 6i). These data suggest that Bcl11b^+^ cells normally stay in less active state and need signaling molecules to activate their proliferation. Therefore, in the lineage tracing assay during pregnancy, it takes longer time for Bcl11b^+^ cells to exit from its quiescent state and enter an active state, compared with Sema3a^+^ cells. From this perspective, Bcl11b^+^ cells can be regarded as slow responders. However, after Bcl11b^+^ cells activation, they start to proliferate and differentiate into luminal cells. Within Bcl11b progenies, as luminal cells proliferate faster than basal cells, the luminal basal ratio cannot be maintained as 1:1, luminal cells outcompete basal cells and gradually form a predominant population (Fig. 6b, f, j, n). Thus, Bcl11b^+^ mammary stem cells are more like a slow responder but persist for longer time and gradually replenish the mammary gland, while the Sema3a^+^ mammary stem cells respond more rapidly to pregnancy but have restricted contributions to the gland in long term.

### Bcl11b is indispensable for long term maintenance of bipotent mammary stem cells

Our data clearly showed different types of clones formed by bipotent and unipotent mammary stem cells, and we therefore were curious about the biological significance of these two types of morphogenesis. Previous studies by Krt14 tracing revealed variable lineage contributions with controversial multipotency in the postnatal mammary development^18,28^. Here we found that the contribution of the rare Bcl11b^+^ cells to both basal and luminal lineages became more obvious after 1 year tracing or multi-reproductive cycles (Fig. 7a–f). We speculate that Krt14^+^ cells should also contain bipotent mammary stem cells^28^ with similar behavior of Bcl11b^+^ cells. The dosage of the inducer, as proposed previously^5^, could make a difference in tracing experiment. We therefore started to reevaluate the lineage tracing of Krt14 cells for long term (Fig. 7a; Supplementary Fig. S10a) with high (2 mg) and low (0.1 mg) dose doxycycline treatment. A single high dose of doxycycline resulted in more than 70% of basal cells labeled in contrast to 3% for low dose induction group (Fig. 7b). After one year’s tracing, the bi-lineage clones can be clearly identified in high dose group but rarely in low dose group (Fig. 7c; Supplementary Fig. S10l). At similar labeling rate in the one-year tracing assay, Bcl11b^+^ cells showed clear bipotency while Krt14^+^ cells (low dose induction) were mainly unipotent (Fig. 7d, e). It suggests that it is the labeled cell type rather than the labeling rate that determines the tracing outcome. The bipotency of Krt14 (high dose) labeled cells were more prominent in multi-pregnancy tracing (Fig. 7f) and formed discrete small clone foci similar to Bcl11b tracing (Fig. 7g). These small clones were not well characterized in previous studies possibly due to their low labeling efficiency and slow response rate. We speculate that these bipotent small clones in Krt14 tracing might originate from the Bcl11b^+^ bipotent stem cells.

**Fig. 7:**
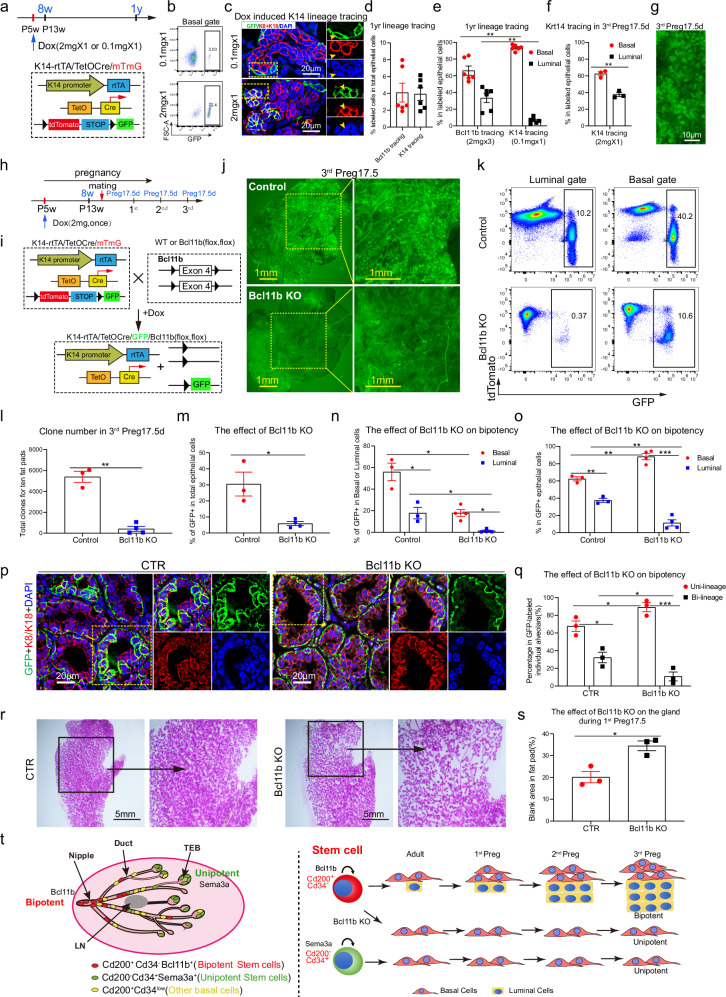
Bcl11b is indispensable for mammary stem cell bipotency. **a** The upper panel shows schematic diagram of doxycycline-inducible *Krt14-rtTA/TetO-Cre/R26-mTmG* model. *Krt14-rtTA* mice were crossed with *TetO-Cre* mice and *R26R-tdTomato* reporter mice to generate doxycycline inducible reporter mouse model for lineage tracing Krt14^+^ cell. The lower panel shows schematic strategy for lineage tracing studies of Krt14^+^ cells from puberty stage for experiments in **b**−**d**. *Krt14-rtTA/TetO-Cre/R26-mTmG* mice were administered with 0.1 mg or 2 mg doxycycline intraperitoneally only once at postnatal 5-week-old (P5w). The mammary glands were harvested for GFP labeling analysis 1 year after pulsing. **b** Representative FACS plots showing the labeling efficiency of mammary basal cells after doxycycline treatment at a low (0.1 mg) or high (2 mg) dose for 2 days. **c** Representative images showing immunofluorescence co-staining of GFP and luminal marker Krt8/18 in mammary glands of Krt14 tracing 1 year after pubertal pulsing with a single low dose of 0.1 mg (upper panel) or a high dose of 2 mg (lower panel). The selected regions by the yellow boxes were magnified in the right panel. Yellow arrowheads indicate the GFP-traced cells not co-localized or co-localized with Krt8/18 labeling respectively with low or high doxycycline induction. Green, GFP; red, K8/K18; blue, DAPI. Scale bars, 20 μm. **d** Bar chart showing the similar percentage of tracing-reporter labeled cells in the whole mammary epithelial population 1 year after doxycycline pulsing at puberty, tdTomato reporter for Bcl11b-lineage tracing (2 mg doxycycline) and GFP reporter for Krt14-lineage tracing (0.1 mg doxycycline). Pulsing methods are annotated below, and data were presented as means ± SEM, *n* = 6, ns, not significant. **e** Bar chart showing the composition of the Bcl11b-traced and Krt14-traced epithelia 1 year after pubertal pulsing in Bcl11b- and Krt14-lineage tracing. Pulsing methods are annotated below, and data were presented as means ± SEM, *n* = 6. **P < 0.01. **f** Bar chart showing the composition of Krt14 traced epithelial cells at day 17.5 of the 3^rd^ pregnancy after pubertal pulsing at a high dose of doxycycline 2 mg per mouse. Data were presented as means ± SEM, *n* = 3. **P < 0.01. **g** Fluorescence image showing the Krt14-traced positive clones in the mammary gland at day 17.5 of the 3^rd^ pregnancy after pubertal pulsing at a high dose of doxycycline 2 mg per mouse. Scale bar, 10 μm. **h**, **i** Schematic diagram showing the lineage tracing strategy for Krt14-positive cells from puberty in the presence of WT or KO of *Bcl11b* for experiments in **j**−**s**. Specifically, *Krt14-rtTA/TetO-Cre/mTmG*/*Bcl11b*^*wt/wt*^ or *Krt14-rtTA/TetO-Cre/mTmG*/*Bcl11b*^*flox/flox*^ mice at 5 weeks of age were pulsed by a high dose of doxycycline (2 mg) and then mated during adult stage for multi-pregnancy. Mammary glands chased for various periods of time indicated during multiple pregnancies (1^st^ Preg17.5 d, 2^nd^ Preg17.5 d, 3^rd^ Preg17.5 d) were harvested for analysis of GFP-labeled cells. **j** Representative fluorescence images of GFP-positive clones in mammary glands at day 17.5 of the 3^rd^ pregnancy in control or *Bcl11b* KO group after pulsing at puberty. The selected regions by the yellow boxes were magnified in the right panel. Scale bars, 1 mm. **k** Representative FACS plots showing percentage of GFP-labeled cells in basal or luminal compartments in control or *Bcl11b* KO group at day 17.5 of the 3^rd^ pregnancy after pulsing at puberty. **l** Bar chart showing the number of GFP-positive clones in all ten fat pads of each mouse in control or *Bcl11b* KO group at day 17.5 of the 3^rd^ pregnancy after pulsing at puberty. Data were presented as means ± SEM, *n* = 3−4. **P < 0.01. **m**–**o** Bar charts showing percentage of GFP-labeled cells in the whole epithelial population (**m**), percentage of GFP-labeled cells in basal or luminal subpopulations (**n**), and basal or luminal proportion in all GFP-labeled epithelial cells (**o**) in control or *Bcl11b*-KO group at day 17.5 of the 3^rd^ pregnancy after pulsing at puberty. Data are presented as means ± SEM, *n* = 3−4. *P < 0.05, **P < 0.01, ***P < 0.001. **p** Representative images of GFP-positive clones with immunofluorescence staining of GFP and luminal marker Krt8/18 in mammary glands of control or *Bcl11b*-KO group based on Krt14-lineage tracing at day 17.5 of the 3^rd^ pregnancy after pulsing at puberty. The selected regions by the yellow boxes were split for different channels. Green, GFP; red, Krt8/Krt18; blue, DAPI. Scale bars, 20 μm. **q** Quantification of the uni-lineage or bi-lineage GFP clones judged by immunostaining as shown in **p** from control or *Bcl11b*-KO group at day 17.5 of the 3^rd^ pregnancy after pulsing at puberty. Data were presented as means ± SEM, for mice in each group, *n* = 3; for the counted clones of each mouse, *n* = 600. *P < 0.05, ***P < 0.001. **r** Representative whole-mount carmine staining images of the thoracic mammary glands from control *(Krt14-rtTA/TetO-Cre/mTmG*/*Bcl11b*^*wt/wt*^*)* and *Bcl11b*-KO *(Krt14-rtTA/TetO-Cre/mTmG*/*Bcl11b*^*flox/flox*^*)* group at day 17.5 of the 1^st^ pregnancy after a high dose of doxycycline (2 mg) induction at puberty. The selected regions by the black frames were enlarged in the right panel. Scale bars, 5 mm. **s** Quantification of the blank area without epithelial cells stained by carmine in the thoracic fat pads of control and *Bcl11b*-KO group displayed in **r**. Data were presented as means ± SEM, *n* = 3. *P < 0.05. **t** Schematic diagram showing the existence of both bipotent and unipotent basal stem cells in pubertal mammary glands. The Bcl11b^+^ bipotent stem cells are enriched in a CD200^+^CD34^−^ basal subpopulation and locate densely in nipple while sparsely in duct and TEB. And the Sema3a^+^ unipotent basal stem cells are enriched in a CD200^−^CD34^+^ basal subpopulation and locate specifically in TEB. All above statistical analysis was performed using two-tailed unpaired *t* test.

To ask whether Bcl11b is functionally significant for the production of the bipotent mammary clones, we induced the depletion of Bcl11b in Krt14-positive basal cells (Supplementary Fig. S10e) by doxycycline and traced the cells for one year or multiple rounds of pregnancy (Fig. 7h, i). The basal cells were initially labeled by ~70% after initial pulse labeling (Supplementary Fig. S10b–d). After one year tracing, Krt14^+^ control cells gave rise to more luminal cells than *Bcl11b*-knockout (KO) cells (Supplementary Fig. S10f–k). This phenomenon was more prominent in multi-pregnancy tracing assay. After three rounds of pregnancy, GFP^+^ foci were observed in control mammary glands of Krt14-lineage tracing, while a striking clone reduction (12.9-fold) in *Bcl11b*-KO mammary glands (Fig. 7j, l). The mammary epithelial coverage of *Bcl11b*-KO cells was also significantly reduced accordingly (Fig. 7k–m). Most intriguingly, the basal vs luminal ratio of the traced clones shifted from 1.5:1 in control mice to 9:1 in *Bcl11b*-KO mice (Fig. 7n, o; Supplementary Fig. S10m–o). This suggests that loss of Bcl11b in basal cells impairs the bipotency of mammary stem cells and the mutant mammary stem cells tend to be more unipotent. Indeed, when we immune-stained the control and *Bcl11b*-KO mammary gland, bi-lineage clones were identified in control samples but rarely in *Bcl11b*-KO samples (Fig. 7p, q).

To assess the physiological significance of Bcl11b^+^ cells in mammary homeostasis, we analyzed the morphology of mammary gland during pregnancy after *Bcl11b*-KO. Loss of Bcl11b resulted in a sparser mammary tree with increased blank area on the fat pad compared with the control (Fig. 7r, s). Overall, these data demonstrate that mammary glands in adult and reproduction cycles are maintained by both bipotent and unipotent mammary stem cells, which contribute to the integrity of mammary tissue in distinct modes.

## Discussion

Mammary gland lineage hierarchy has been extensively studied in recent years. While stem cells have been widely accepted as a long-lived cell population that sustain mammary architecture and function, their molecular identity, cellular heterogeneity and differentiation trajectory remain obscure. Depending on the experimental strategies, various stem cell^8–11,14,17,18,28^ and progenitor^18,26,27,42^ markers have been identified with unresolved connections. The discoveries of unipotent mammary stem cells for different mammary lineages under physiological condition further confounded the framework of mammary hierarchy^18,26,27,42^. Variable results have been generated in different labs with different mouse models, labeling efficiency, tracing schemes and analytical tools etc^18,28^. A central question is how different mammary populations in a unified condition fit into the same conceptual framework, and whether the identity of various functional populations can be pinpointed. In this study, we have systemically analyzed the spatial heterogeneity of mammary epithelial cells at the single-cell level. We isolated various mammary basal cell populations in the same mammary gland and characterized their distinct properties in colony formation, transplantation and lineage tracing assays. We demonstrated that both bipotent and unipotent mammary stem cells were present in the adult mammary gland but showed distinct kinetics in contributing to mammary homeostasis (Fig. 7t). This information helps to resolve the long-standing question that whether bipotent mammary stem cell exist in adult mammary gland, who they are and what they are doing. It will contribute to building the postnatal mammary hierarchy in the field.

Our discovery on the long-term contribution of bipotent mammary stem cells is crucial for us to understand the mammary physiology. First, these quiescent bipotent mammary stem cells are not easy to be efficiently labeled, and therefore could be easily missed in our biological and clinical studies. Second, since postnatal mammary gland is maintained by both bipotent and unipotent mammary stem cells, they could play different weights in various disease circumstances, especially for those chronic mammary complications. Third, bipotent mammary stem cells can still give rise to luminal cells at adult stage, thus it will be plausible that some luminal type of breast cancers, which is the majority of breast cancer in women, originating from bipotent basal cells. Consistent with this idea, activation of PIK3CA in basal cells indeed led to luminal type cancer in mouse^43^. Our genetic tracing tools will facilitate the future cancer of origin research for various types of breast cancers.

Our data supported a model that adult mammary gland is sustained by various stem cell populations including Bcl11b^+^ bipotent stem cells and Sema3a^+^ unipotent stem cells. However, these two stem cell populations may not be the only stem cells in the stem cell pool. In our tracing experiment, both Bcl11b^+^ and Sema3a^+^ cells are long-term survived stem cells; there should be at least short-term stem/progenitor cells or differentiated cells in the basal population that gradually diminish during the long-term tracing, because we clearly observed a significant decrease of basal coverage in Krt14 tracing experiment during the first pregnancy. The fate of these putative cell populations remains unclear and needs further investigated to find their markers. As to whether basal cell specification depends on Sema3a^+^ stem cells, we do not have data to support this idea. But from our data, we speculate that Sema3a^+^ cells are not the only unipotent mammary stem cells. The unipotent mammary stem cells might be a very heterogeneous population with distinct roles. In our current story, we are not able to conclude that. We hope in the future, we can comprehensively characterize the unipotent mammary stem cells population to reveal more mechanistic insights on mammary homeostasis.

Our study also has limitations. Our study was mainly conducted with mouse models, and it is still not clear whether it holds true in human breast tissues. The quiescent bipotent stem cells that we traced with *Bcl11b* mouse model were not complete for all the Bcl11b^+^ cells, therefore we might have missed those ‘deep quiescent’ cells in our tracing experiment. In addition, due to the lack of genetic mouse models, we were not able to trace every cell population of interest. 

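In the scRNA-seq of nipple, duct and TEB fragments, *Sema3a* (chromosome 5, 13125414 to 13602565 of GRCm38) had 38 UMIs in 11 of 294 basal-like cells (3.74%, 95% Clopper-Pearson interval 1.88% to 6.60%). These were 1 of 97 nipple (1 UMI, in fragment N21), 4 of 115 duct and 6 of 82 TEB cells, the last from 2 of 6 fragments, and after thinning to 5000 UMIs, 3 cells had a UMI. In cells of other classes it was found in 8 of 426 ER+ luminal-like cells (1.88%) and in 36 of 252 fibroblast-like cells (14.3%). The median depth was 25194 UMIs in basal-like, 36352 in ER+ luminal-like and 36416 in fibroblast-like cells.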

For Bcl11b^+^ and Sema3a^+^ cells, due to the low frequency of these cells and low labeling efficiency, we were not able to efficiently detect their expression in scRNA-seq analysis, and not able to sort them out and directly conduct functional and characteristic analysis including their plasticity dynamics with aging. The mammary stem cell population might be very heterogenous, and there might be other bipotent and unipotent mammary stem cells that we did not have enough resources to cover. In the future, it will be interesting to further dissect the details of the lineage hierarchy, the inherent association between different cell populations and their significance in cancer initiation in both murine and human background.

## Materials and methods

### Ethics statement

All animal procedures reported herein were performed following the institutional guidelines and approved by the Institutional Animal Care and Use Committee at Westlake University (IACUC Protocol #19-001-CS).

### Mice

The *Bcl11b*^*flox/flox*^ mice (C57BL/6 background) were generously provided by Mark Leid’s lab, and were described previously^44^. The *TetO-Cre* (stock number 006234), *K14-rtTA* (stock number 007678), *mTmG* (stock number 007676), *Rosa26-tdTomato* (stock number 007909) mice were purchased from Jackson Laboratory. And the *Bcl11b-IRES-rtTA* (or *Bcl11b-rtTA*) mice were made by Shanghai Model Organisms Center, Inc. The frozen sperms of *Sema3a-CreERT2* mouse (stock number T000-620) were purchased from GemParmatech Co. Ltd., Nanjing, China. For analysis of pubertal mammary gland, 4–6-week-old female mice were used. For each experiment, the ages of the female mice used were indicated in the text. And all the mice used for the Bcl11b-lineage tracing assay had a genotype of *Bcl11b-rtTA (+, +) TetO-Cre (+) tdTomato (+, +)*. For the Sema3a-lineage tracing assay, the mice had a genotype of *Sema3a-CreERT2(+) tdTomato (+, +)*. And for the Krt14-lineage tracing assay, the mice had a genotype of *Krt14-rtTA (+, +) TetO-Cre (+) GFP (+, +)* with or without a homogeneous *Bcl11b (loxp, loxp)* background for *Bcl11b* deletion. All the mice were housed in specific pathogen-free conditions and bred in the laboratory animal resources center of Westlake University. Mice were administered with autoclaved food and water.

### Lineage tracing assay

For Bcl11b-lineage tracing experiments, 2 mg doxycycline (100 µL 20 mg/mL doxycycline in sterile PBS, Sangon Biotech) was injected intraperitoneally into the *TetO-Cre/Bcl11b-rtTA/tdTomato* mice once every day for three consecutive days starting at week 4. For the Krt14-lineage tracing experiments, a single dose of 2 mg doxycycline (20 mg/mL) was injected intraperitoneally into the *TetO-Cre/Krt14-rtTA/mTmG* mice at week 5. For the Sema3a-lineage tracing experiments, a single dose of 5 mg Tamoxifen (500 µL of 10 mg/mL tamoxifen in corn oil, Sigma) was injected intraperitoneally into the *Sema3a-CreERT2/tdTomato* mice at week 5. To evaluate the instantaneous labeling efficiency, the mammary glands were sampled 2 days after the last dose of induction and subjected to flow cytometry analysis. To quantify the tracing progenies during different stages of mammary gland development, the mice were sampled 3 weeks, 8 weeks, 20 weeks and 1 year after doxycycline/tamoxifen induction. To quantify the tracing outcomes during various stages of reproduction cycles, the drug-treated mice were mated in adulthood and then sampled on the 17.5^th^ day during the first, second, and third pregnancy. We also did complete involution between pregnancies, e.g., 1^st^ Involution means the involution between the first and second pregnancy for 30 days. Hereafter, ‘Invo2’ means involution for 2 days, and ‘Invo long’ indicates involution for more than 90 days. The other involutions between pregnancies unless specially stated were all 30 days. And ‘1^st^ Lac7’ indicates lactation for 7 days.

For lineage tracing clonal analysis, we dissected the individual bright tdTomato^+^ Bcl11b clones in the mammary fat pads during multiple pregnancies (1^st^, 2^nd^ and 3^rd^ Preg17.5 d) under the fluorescence stereomicroscope, and then digested them into single cells and performed the clonal analysis of the composition of basal and luminal lineage by FACS.

### Tissue processing and flow cytometry

All the mammary glands (1^st^, 2^nd^, 3^rd^, 4^th^ and 5^th^) from the pubertal (5−6 weeks), adult (>2 months) virgin or pregnant C57BL/6 mice were dissected and processed according to the published protocol^16^. Mammary glands were manually and mechanically minced into 1-mm size and digested with 0.5 mg/mL collagenase type 3 and 50 U/mL hyaluronidase (Stem Cell Technology) for 2 h with gentle pipetting every 30 min. Digested mammary homogenate was spun down at 1500 rpm in Thermo Centrifuge (Thermo Scientific), followed by 5 mL ACK lysing buffer (Beyotime) treatment for 5 min on ice to remove erythrocytes. Then, mammary cells were digested by 5 mL 0.25% Trypsin-EDTA (GIBCO) for 3−5 min, followed by brief DNase I (Worthington) digestion. Dissociated mammary cells were filtered by 40-μm strainer to obtain single cell suspension. For FACS analysis, mammary single cells were stained with CD45 (Biolegend), CD31 (Biolegend), Ter119 (Biolegend), CD49f (Biolegend), EpCAM (Biolegend), CD200 (Biolegend), CD34 (BD Bioscience), with appropriate conjugated fluorophores for 30 min on ice. Then cells were washed and resuspended in HBSS + 2%FBS + 1%P/S + DAPI (1 μg/mL) at a density of 10 million/mL. Stained samples were analyzed and sorted on BD FACSAria^TM^ Fusion (BD Bioscience) with a 100-μm nozzle.

To address the spatial heterogeneity of mammary gland, the nipple, duct and TEB fragments were dissected from the mammary glands of 5–6-week-old *Krt14-cre/mTmG* or wild-type (WT) C57BL/6 mice under the dissection microscope. The tissue fragments were then digested with collagenase type3 (0.5 mL, 3000 U/mL) at 37 ˚C for ~1.5 h until most of the large tissue pieces disappear. Wash tissues with HBSS (containing 1% P/S) at least twice. Add 300 μL TrypLE Express to digest the Nipples, Ducts and TEBs for 10 min. Add 1 mL HBSS (containing 2% FBS + 1% P/S) to neutralize TrypLE. Wash at least once with HBSS (containing 1% P/S). Resuspend cells in HBSS (containing 2% FBS + 1% P/S + DAPI (1 μg/mL)), count cells and adjust into 10 million/mL, and then stain the cells with appropriate combination of antibodies.

### Colony formation assay

To perform the colony formation assay, 30 μL of growth factor reduced Matrigel (BD Bioscience) was added into the 96-well round-bottom plate and then solidified at 37 ˚C for 10 min. 4 K/well CD200^−^CD34^+^, CD200^+^CD34^low^ and CD200^+^CD34^−^ basal cells were resuspended in 200 μL culture media (DMEM/F12 + 2% FBS + 1% P/S + B27 + 10 mM HEPES) supplemented with EGF (10 ng/mL, BD Bioscience), Rspo1 (250 ng/mL, R&D), ROCK inhibitor Y27632 (10 μM, Sigma), and were overlaid on top of the Matrigel. Plate was maintained in 37 ˚C incubator with 5% CO_2_ for 1−2 weeks.

### Transplantation assay

Transplantation assays were performed as previously described^16^. For this study, three subpopulations of pubertal basal cells (CD200^−^CD34^+^, CD200^+^CD34^low^ and CD200^+^CD34^−^) were sorted and resuspended in injection media (DMEM/F12 + 50% Matrigel + 1% P/S) to 50 K/5 μL, and serially diluted to 10 K/5 μL,1 K/5 μL, 200/5 μL 50/5 μL. Cells were injected into the cleared fat pad of 3-week-old recipient mice (C57BL/6) with designated dilutions. Seven weeks after the transplantation, the recipient mice were analyzed by mammary gland whole mount with carmine staining. The MRU frequency and confidence interval were determined by ELDA (http://bioinf.wehi.edu.au/software/elda/). As for the secondary transplantation, mammary outgrowths obtained from the first transplantation were harvested and processed into a single-cell suspension. Single-cell suspensions containing 4000 mammary cells from each mammary outgrowth were passaged to recipient mice for secondary transplantation.

### Real-time PCR

In total, 50–500 primary mammary cells or cultured epithelial cells of various populations were directly sorted into 400 μL Trizol (Life Technologies). RNA was extracted according to the manufacturer’s instruction with addition of ultrapure glycogen (Life Technologies) as carrier. RNA was reverse transcribed to cDNA using SuperScript III First Strand Synthesis Kit (Life Technologies) according to the manufacturer’s instructions. cDNA was preamplified 15–20 cycles according to the cell number using SybrGreen master mix (Applied Biosystems) and target gene primer pool designed by IDT (Integrated DNA Technologies). Preamplified cDNA was then subjected to the real-time PCR for specific gene target according to manufacturer’s instructions using Jena qTOWER384G. Data were analyzed by Graphad 8 and Excel. The data were normalized to the expression of β-actin. Then the value of one reference sample was set to 1 to facilitate inter-sample comparisons. Statistical analysis was performed using two-tailed unpaired *t*-test. Data were presented as means ± SEM, SYBR green primers are listed as below:

*β-Actin*: Forward ACCTTCTACAATGAGCTGCG, Reverse CTGGATGGCTACGTACATGG;

*Bcl11b*: Forward AGGAGAGTATCTGAGCCAGTG, Reverse GTTGTGCAAATGTAGCTGGAAG;

*Tbx2*: Forward CCTTCCGCACCTATGTCTTC, Reverse TGCTTCCTTTTCTCCCGAC;

*Tspan8*: Forward AGTTCCGTTTACCCAAAGACC, Reverse GCACCATAGAAAACACCAAACC;

*Mycn*: Forward GTCTGTTCCAGCTACTGCC, Reverse TCCTCTTCATCTTCCTCCTCG；

*Sema3a*: Forward TCGGCAATGGAGCTTTCTAC, Reverse CCATCCCAGGCACAGTAAG;

*Actg2*: Forward CCTAAACCCCAAAGCAAACAG, Reverse CCCCGAATCCAGAACGATG;

*Sfrp1*: Forward CTCTAAGCCCCAAGGTACAAC, Reverse TCTTGTCACCGTTTTCCTTCT;

*Slc6a15*: Forward CCGACACATGTTCACTCCTAAG, Reverse CACCAAATCCCAAACCCAATG;

*Csn3*: Forward GCAGAGATACAAAACCCAGATTC, Reverse GTACAGGACTCTTTGCTCATCG; *Igfbp2*: Forward GAACATCTCTACTCCCTGCAC, Reverse TCCGTTCAGAGACATCTTGC;

*Alpl*: Forward CTCCAAAAGCTCAACACCAATG, Reverse ATTTGTCCATCTCCAGCCG;

*Ccdc129*: Forward CATCTGCTTCCTGACTCTGAG, Reverse GTATGGTTGATGGTTTGCTGG;

*Slpi*: Forward TGAATCCTGTTCCCATTCGC, Reverse ACATATACCCTCACAGCACTTG;

*Lgr5*: Forward CACCCCAATGCGTTTTCTAC, Reverse GATGGTATCAGGCTCTGTAAGG;

*Cyp1b1*: Forward CCACTATTACGGACATCTTCGG, Reverse CACAACCTGGTCCAACTCAG;

*Ttc9*: Forward TGAAGCCATTGAGATCGACTG, Reverse CCACACCAGACCTGTAAAGAG;

*Ereg*: Forward CTGCCTCTTGGGTCTTGACG, Reverse GCGGTACAGTTATCCTCGGATTC.

**Paraffin sections and immunofluorescence** For paraffin sections, mammary gland was dissected and immediately fixed by 4% PFA for 2 h at 4 ˚C followed by PBS washing. Dehydrated by gradient ethanol (75%, 80%, 95%,100%) solution. Dehydrated tissue was infiltrated by xylene solution and embedded with paraffin. Tissue block was sectioned to 5 μm using Rotary Microtome Leica RM2255 (LEICA). To do the immunofluorescence, paraffin section was de-paraffinized using xylene and rehydrated with gradient (100%, 95%, 80%, 75%, 0%) ethanol solution and subjected to immunofluorescence staining. Antigen was retrieved in citrate buffer (10 mM Sodium Citrate, 0.05% Tween 20, pH 6.0) boiled for 15 min in microwave at low-to-medium power. Then sections were blocked with TBS + 2% BSA + 5% Donkey serum + 0.1%Triton X-100 for 1 h at RT, and then stained with primary antibody including Rat-anti CD34(BD Biosciences), Rat anti-Bcl11b (Abcam), Rabbit anti-Krt14 (Biolegend), Rabbit anti-Mycn (Cell Signaling Technology), monoclonal anti-αSMA (Sigma), Goat anti-RFP (biorbyt) overnight at 4 ˚C, followed by 3× washing by TBST and secondary antibody staining Donkey anti-Rat, Rabbit, Mouse or Goat 1:200 (Jackson ImmunoResearch) at RT for 1 h. After 3× TBST washing and brief DAPI staining (1 μg/mL), sections were mounted with Fluoromount Aqueous Mounting Medium (Sigma). Seal coverslips with nail polish to prevent drying and movement under microscope. Store in dark at −20 °C.

### 3D tissue clearing, imaging and analysis

The mammary glands were dissected and immediately fixed by 4% PFA at 4 ˚C overnight, 360° shaking. Then wash with 0.1%TBST (0.1% Triton X-100 in PBS) 3× 1 h, angle-shaking. Then stain DAPI (1 μg/mL) overnight in 1% TBST, angle-shaking. Then wash with TBST 3× for 1 h, 4 ˚C, angle-shaking. Block with 3% NCS (new born calf serum) in 1% TBST overnight 4 ˚C, angle-shaking. Stained with primary antibody in 1% TBST + 3% NCS + 0.03% NaN3 overnight at 4 ˚C, angle-shaking. Then move to 37 ˚C, horizontally shaking (450 pm) for 5 days. Then wash with 0.1% TBST 3× 1 h, 4 ˚C, angle-shaking. Dehydrated with gradient (25%, 50%, 75%, 100%) methanol solution RT, 360° shaking. Then treat with DCM overnight 4 ˚C, angle shaking, to let tissue descend to the bottom. Stain with DAPI (1 μg/mL) in DBE, angle-shaking overnight if necessary. Then transfer the tissue to fresh DBE, 4 ˚C, angle-shaking. Tissue can be kept in DBE. Then take pictures of the tissue with a confocal microscope (FV3000, Olympus) compatible with DBE. Data were processed and analyzed by Imaris software version 9.6.

### Clonal analysis

We define tdTomato-positive clone as a cluster of cells with bright tdTomato fluorescence with a clear boundary from the peripheral cells. To count the number of clones formed during Bcl11b- and Sema3a-lineage tracing, the mammary gland is regarded as an ellipse, and its longest axis is divided into three equal parts, resulting in three regions. The region closest to the nipple is called the proximal region, the region farthest from the nipple is called the distal region, and the region between them is called the middle region. The areas of the three regions are denoted as S1, S2, and S3, respectively. After initially counting the number of clones in each region, the clone counts are normalized based on the different areas of the three regions.

In terms of the specific methods for clone type analysis, we employed two approaches. The first approach involves directly using ophthalmic microsurgical scissors under a fluorescence stereo microscope to collect larger, visibly tdTomato-positive clones from the mammary glands of pregnant mice or mice at other indicated time points after pubertal pulsing, while minimizing the collection of surrounding tissue. Each clone is then placed in a separate 1.5-mL centrifuge tube and digested into a single-cell suspension using enzymatic digestion. The clone composition of basal and luminal lineage is analyzed using flow cytometry with relevant antibodies. The second method is to analyze the composition of each individual clone regardless of size by performing immunofluorescence staining of basal and luminal markers for mammary sections of pregnant mice or virgin mice at designated time points after pubertal pulsing. Under the microscope, we observe and quantify the composition of basal and luminal cells in different tdTomato-positive clones in mice.

### scRNA-seq

Single cells dissociated from nipples, ducts and TEBs of mouse mammary gland were sorted by FACS (MoFlo Astrios, Beckman Coulter) into individual well of 96-well PCR plates containing preloaded lysis buffer ERCC spike-in and barcode. Libraries were constructed as previously described^45^. To lyse the cells, the 96-well plate was first incubated in 72 ˚C for 3 min and then transferred to ice immediately. 2.85 μL of RT mixture containing 40 U SuperScript II reverse transcriptase (Invitrogen), 5U RNase Inhibitor (Takara), 5× Superscript II first-strand buffer, 25 mM dithiothreitol, 5 M betaine (Sigma-Aldrich), 30 mM MgCl2 (Sigma-Aldrich), and 1.75 μM template switch oligo (TSO) primer was added into the lysate. The reverse transcription was conducted at 25 ˚C for 5 min, 42 ˚C for 60 min, 50 ˚C for 30 min, and then 70 ˚C for 10 min. Next, 7.5 μL of PCR mixture containing 6.25 μL 2× KAPA HiFi HotStart ReadyMix (KK2602), 300 nM ISPCR oligo (AAGCAGTGGTATCAACGCAGAGT) and 1 μM 3’ Anchored oligo (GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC) were added to each reaction. The sample was amplified with initial denaturation at 95 ˚C for 3 min, then 4 cycles of 98 ˚C for 20 s, 65 ˚C for 30 s, and 72 ˚C for 5 min, followed by 10–16 cycles of 98 ˚C for 20 s, 67 ˚C for 15 s, and 72 ˚C for 5 min; and finally 72 ˚C for 5 min. Then the PCR products with different barcodes were pooled together and purified with DNA Clean & Concentrator-5 once (Zymo Research), eluted in 50 μL of H_2_O following 0.8× XP beads (Beckman, A63881 AMPure XP) purification twice, finally eluted in 21 μL H_2_O. Next, the cDNAs were amplified with biotinylated index primer (/Biotin/CAAGCAGAAGACGGCATACGAGATindexGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC) and ISPCR oligo for an additional four to five cycles following purification with 0.8× Ampure XP beads again. The biotinylated cDNAs were sonicated (COVARIS #SIAUH006) into ~300-bp fragments. To enrich the amplified products, Dynabeads MyOne Streptavidin C1 Beads (Thermo Fisher Scientific) were used following manufacturer’s instructions. Libraries were prepared using KAPA Hyper Prep Kits (KK8505) with end repair, A-tailing, and adapter ligation by using NEB U-shaped adapter. After post-ligation cleanup, libraries were amplified 7−8 cycles followed by purification with 0.8x Ampure XP beads twice and eluted in 30 μL of H_2_O. Quality was checked by Fragment Analyzer-12/96 (GENE-QC006). Finally, the libraries were sequenced on a Novaseq platform to generate 150-bp paired-end reads (sequenced by Novogene).

### scRNA-seq data analysis

Adaptors of raw reads were trimmed by TrimGalore. Low-quality reads were removed by FastQC. The information of cell barcode and UMI were recognized and extracted from reads1 by using UMI-tools and added to reads2. Those reads2 were mapped to reference genome, mm10, by STAR with default parameter except for outFilterMultimapNmax = 1. Then we used featureCount to assign mapped reads and used UMI-tools to produce a count matrix. After obtaining the count matrix, we did all downstream analyses with R. We kept the cells whose barcodes exist in the barcode library. We got the final dataset containing 1419 cells with a median of 36,842 UMIs and 3198 genes. We used ERCC as an external RNA control, so we filtered out the cells with ERCC of more than 5%. We also filtered out the poor quality cells with UMI numbers higher than 120,000 or less than 5000, and unique gene counts over 6000 or less than 200. R package Seurat v3.6 was used to normalize and scale data, and downstream including dimensionality reduction, clustering, tSNE plot, and so on. We regressed out the ERCC percentage effect, cell cycle effect, and gene number effect when scaling data. We used the top 2000 high variable features to do dimensionality reduction and used the first 14 principles components to run RunTSNE. We used the Wilcox as testing method. We used R package clusterProfiler to do the pathway enrichment analysis. We enriched the significantly changed pathway with FDR < 0.05. The expression of some marker genes was plotted by Seurat or ggplot2 R package.

### Bcl11b activity analysis

We used Bcl11b targets from our lab’s previous study^46^ to compute its activity. Briefly, we did ChIP-seq assay to find out Bcl11b target genes. Basal on scRNA-seq data of CD49f^high^ EpCAM^low^ Lin^−^ cells from WT-Basal and *Bcl11b*-KO C57BL/6 mice, we got Bcl11b positively regulated genes (genes with *P* value < 0.05 and KO < WT intersecting with Bcl11b targets) and negatively regulated genes (genes with *P* value < 0.05 and KO > WT intersecting with Bcl11b targets). Bcl11b activity was computed as weighted average expression of the negatively regulated genes. As to the regulon, we have tried to perform this analysis using our single-cell data. Unfortunately, the cell number and the expression level of Bcl11b do not support a robust Bcl11b regulon analysis. To overcome this limitation, we utilized an embryonic dataset from Cedric Blanpain’s published paper on NCB^47^, where Bcl11b is highly expressed. Using SCENIC^48^, we successfully identified the Bcl11b regulon regulated by the Bcl11b’s transfac_pro__M05956 motif. By computing the activity of this regulon in our dataset, we observed results consistent with our previous computational methods.

### Data analysis and related softwares

Graphad Prism 9 was used for statistical analysis. Data were compared between two groups of samples using the unpaired, two-tailed Student’s *t-*test. Sample size for each experiment was determined based on a minimum of *n* = 3 independent devices for each experimental group. All data were presented as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Snapgene was used for primer design. Flowjo 10 was used for FACS data analysis. Image J and Photoshop were used for image analysis. And Adobe Illustrator CS6 was used for image layout and editing.

## Supplementary information

Supplementary Figures

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Source data are provided in the manuscript. Singel-cell data were deposited in GEO with the access number GSE251933.

# Supplementary material for: Distinct mammary stem cells orchestrate long-term homeostasis of adult mammary gland
**Source:** Cell Discov. 2025 Apr 15;11:39. doi: 10.1038/s41421-025-00794-0
**Supplement:** Supplementary file 1 — Supplementary Figures

a

**Supplementary Fig. 1 ScRNA-seq clustering and pathway analysis under stringent quality control for cells in different locations of pubertal (5w) mouse mammary, including TEBs, ducts, and nipples. (a)** ScRNA-seq quality control. (a1) Number of Unique Molecular Identifiers (UMIs) detected per cell, a measure of sequencing depth. (a2) Number of genes detected per cell, reflecting the complexity of the transcriptome. (a3) Distribution of the proportion of ERCC (External RNA Controls Consortium) spike-in transcripts for each sample. (a4) Distribution of the proportion of reads mapped to genes in the mitochondrial genome for each sample. **(b)** Number of cells per sample in scRNA-seq analysis. All samples were dissected from 5-week-old *Krt14-Cre/Rosa26-mTmG* mice with C57BL/6 background. N for nipple sample, D for duct sample, T for TEB sample. All samples were dissected from 5-week-old *Krt14-Cre/Rosa26-mTmG* mice with C57BL/6 background. **(c)** t-SNE plots showing the clustering of mammary epithelial cells from various locations. **(d)** KEGG pathway analysis for basal cells in TEB, duct and nipple.

Supplementary Fig. 2

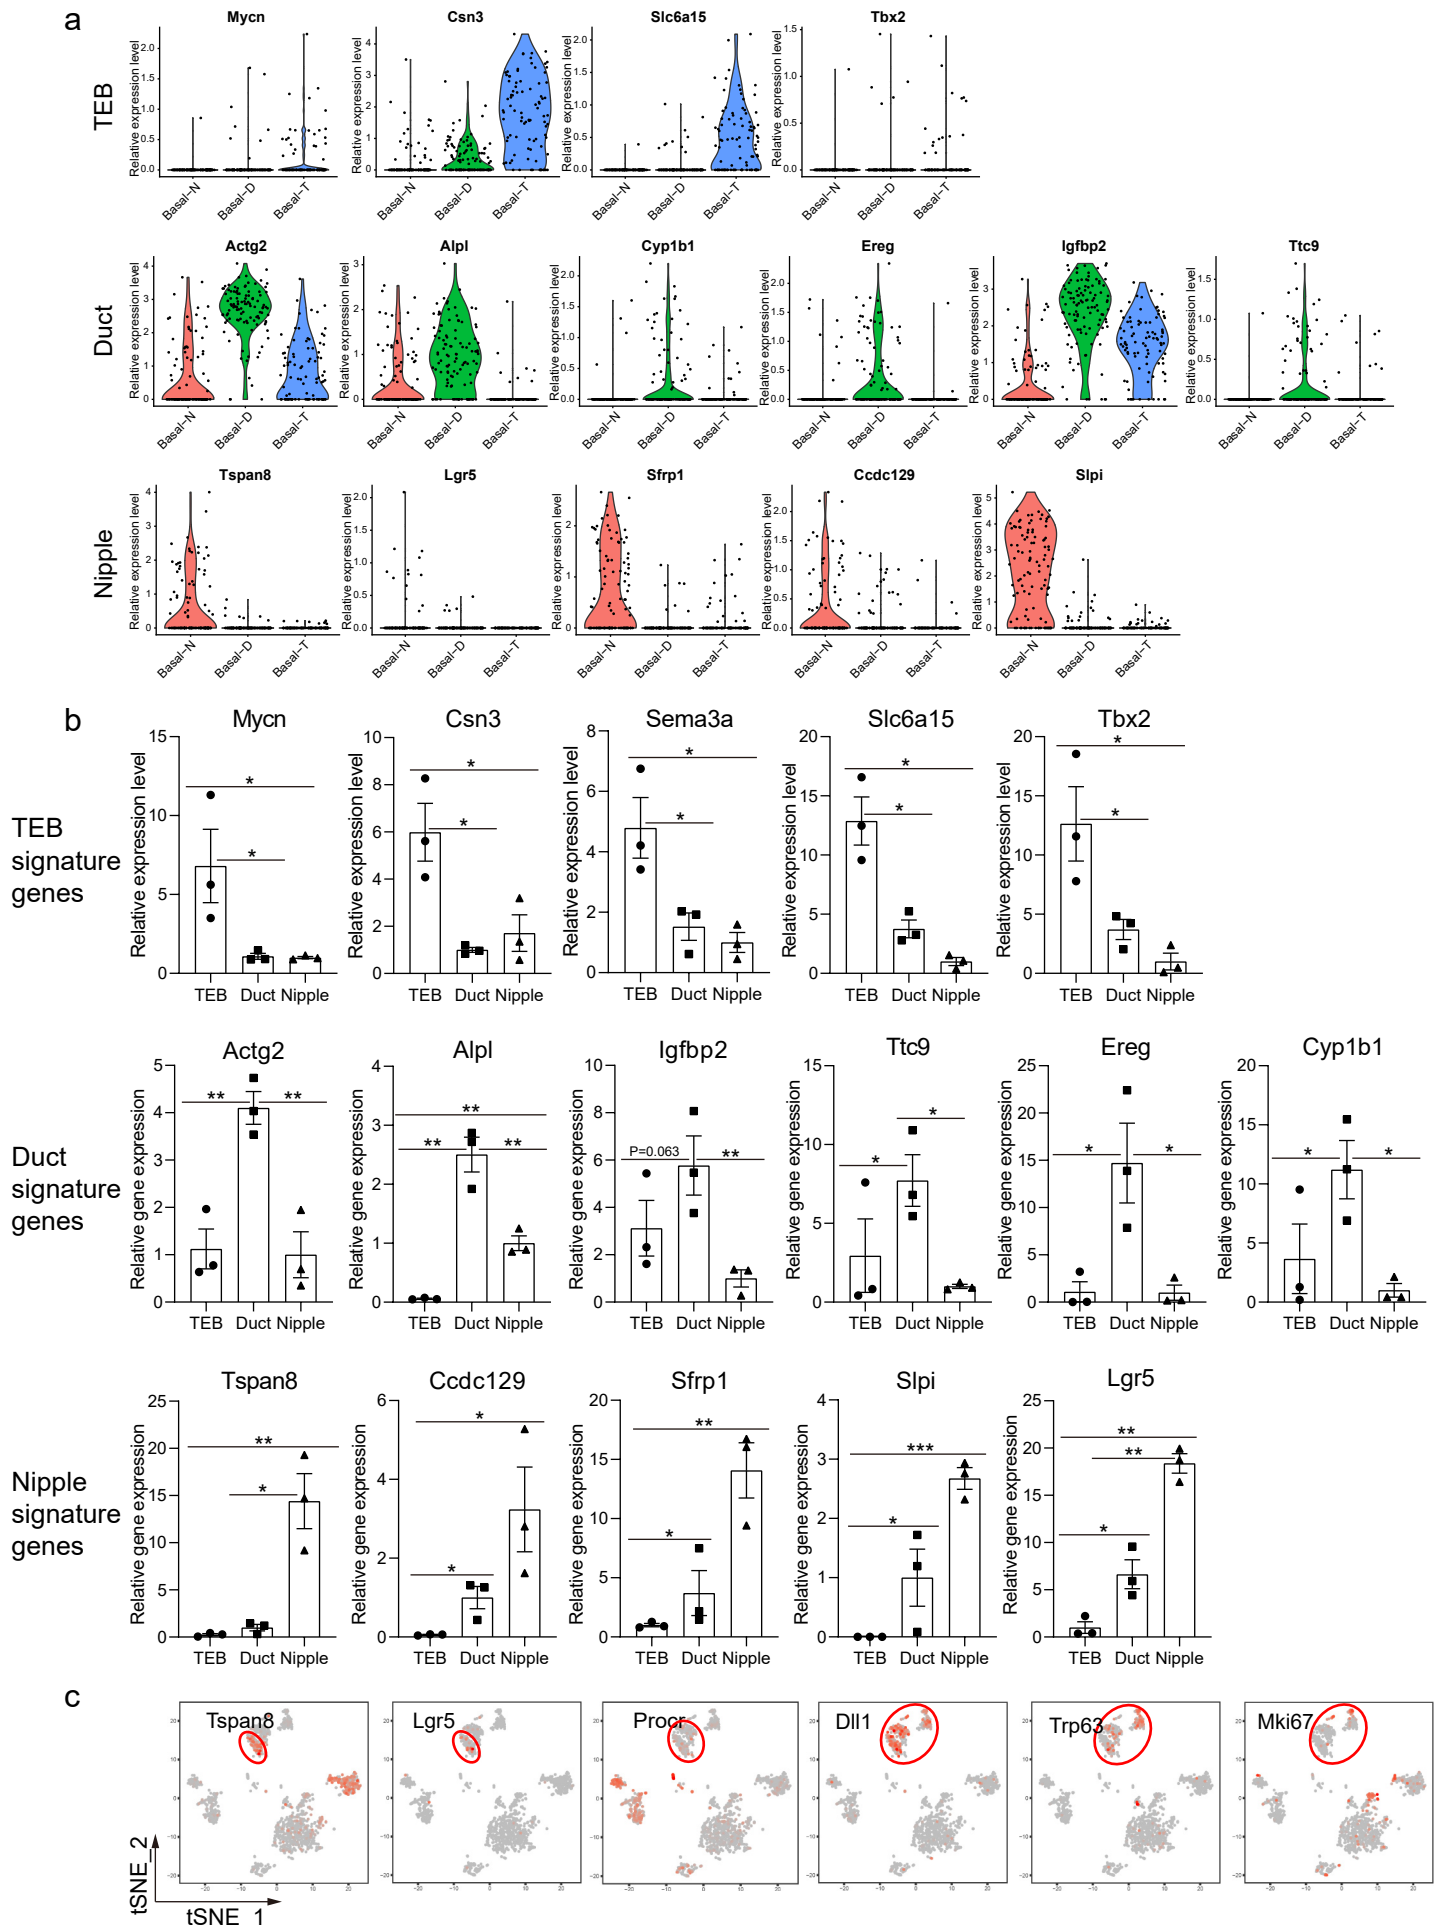

**Supplementary Fig. 2 Heterogeneity for mammary epithelial cells.** (a) Violin plots showing signature genes for basal cells in TEB, duct and nipple in scRNA-seq analysis.

(b) Real-time PCR analysis showing the relative expression level of signature genes in basal cells in TEB, duct and nipple, exhibiting expression patterns consistent with those illustrated in (a). All the data were normalized to the expression of *β-actin*. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean ± SEM, n = 3. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. (c). tSNE plots showing the reported signature genes for mammary stem and progenitor cells in scRNA-seq analysis.

Supplementary Fig. 3

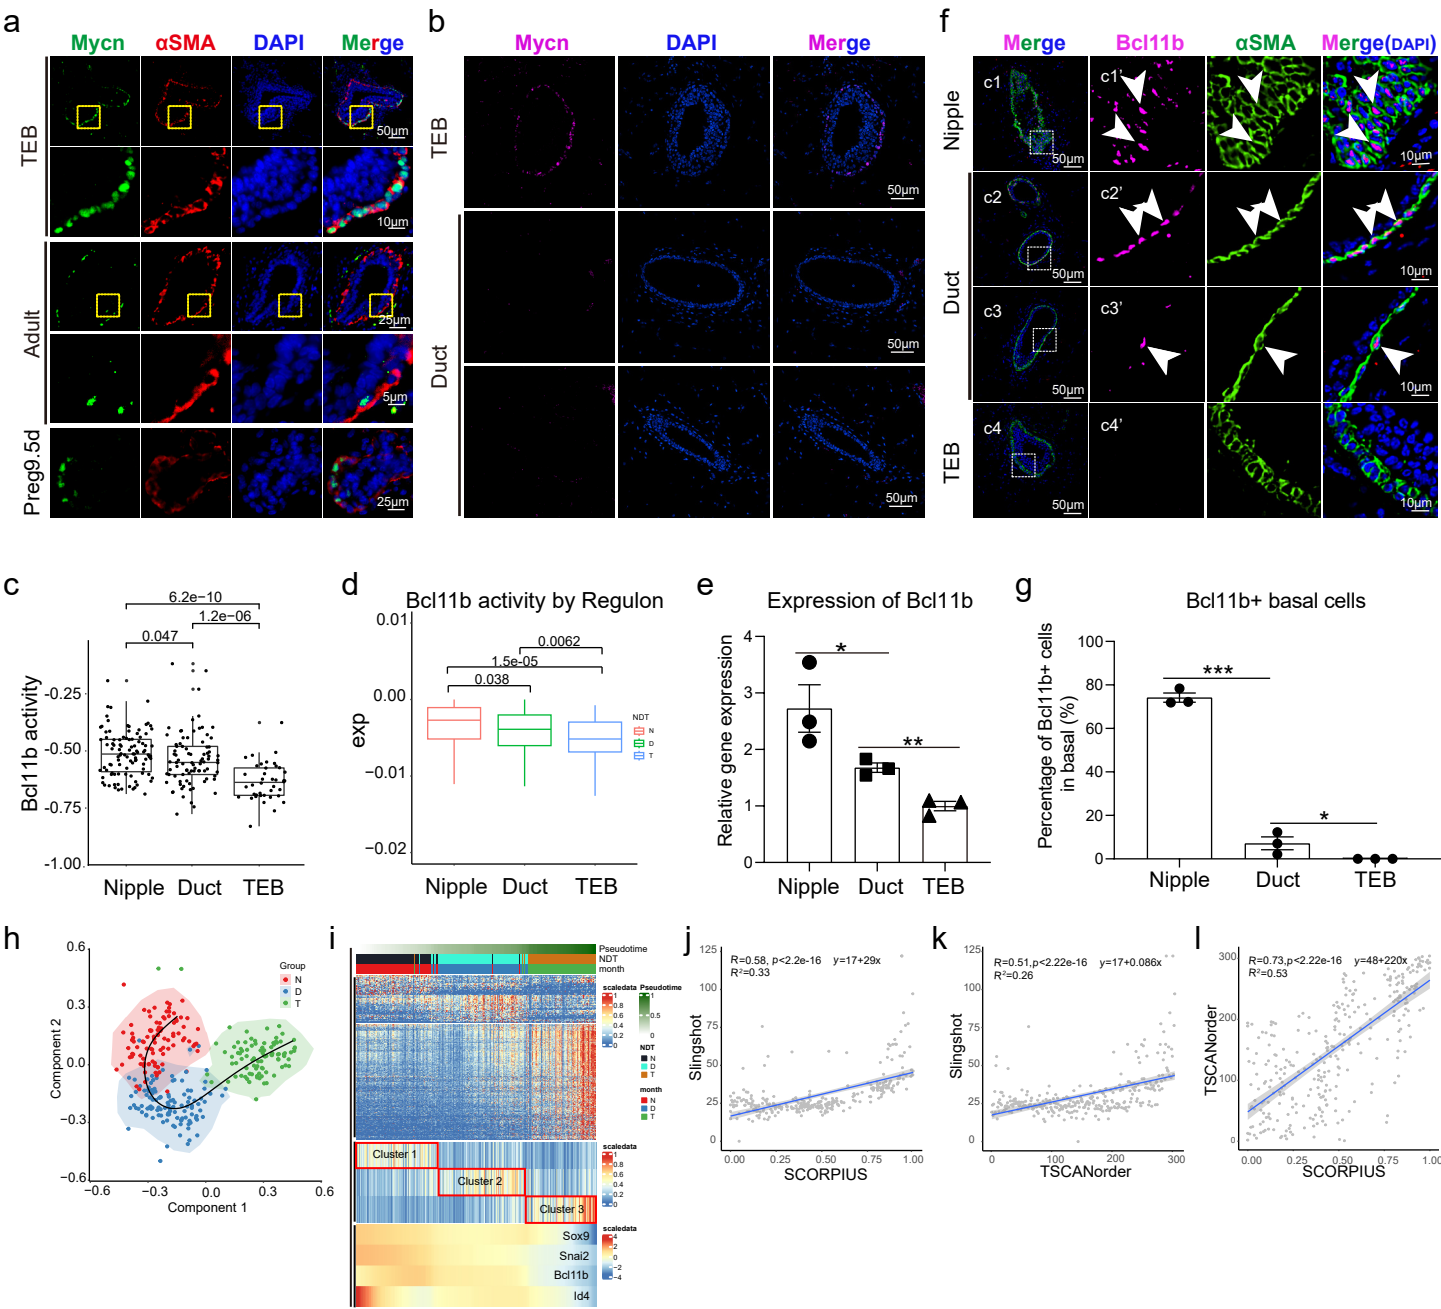

**Supplementary Fig. 3 Signature gene verification and trajectory analysis of basal cells in different locations of nipple, duct and TEB.** (a-b) Representative immunofluorescence imaging of the expression of Mycn in TEB, duct and alveolar basal cells. Magenta/GFP: Mycn; Red:  $\alpha$ SMA; blue: DAPI. Scale bar, 5 $\mu$ m, 10 $\mu$ m, 25 $\mu$ m or 50 $\mu$ m. (c) Bcl11b activity determined by Bcl11b ChIP targets in basal cells from nipple, duct and TEB. (d) Bcl11b activity by regulon analysis. (e) Real-time PCR quantification of *Bcl11b* expression in basal cells from nipple, duct and TEB. The data was normalized to the expression of  *$\beta$ -actin*. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 3. \*p<0.05, \*\*p<0.01. (f) Representative immunofluorescence images of the expression of Bcl11b in nipple, duct and TEB. The areas enclosed by the dashed line in the images were enlarged on the right. The white arrows indicate Bcl11b<sup>+</sup> basal epithelial cells. Magenta, Bcl11b; green,  $\alpha$ SMA; blue, DAPI. Scale bar, 10 $\mu$ m or 50 $\mu$ m. (g) Quantification of the percentage of Bcl11b<sup>+</sup> basal cells in (f). Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 3. \*p<0.05, \*\*\*p<0.001. (h) Trajectory analysis of pubertal basal cells across nipple, duct, and TEB using the SCORPIUS R package. (i) Differential gene expression analysis along pseudotime trajectory defines three gene sets corresponding to nipple, duct, and TEB, with higher activity of canonical stem cell markers in nipple and lowest in TEB. (j-l) Comparison of pseudotime inference using three trajectory inference methods including Slingshot, SCORPIUS and TSCANorder.

Supplementary Fig. 4

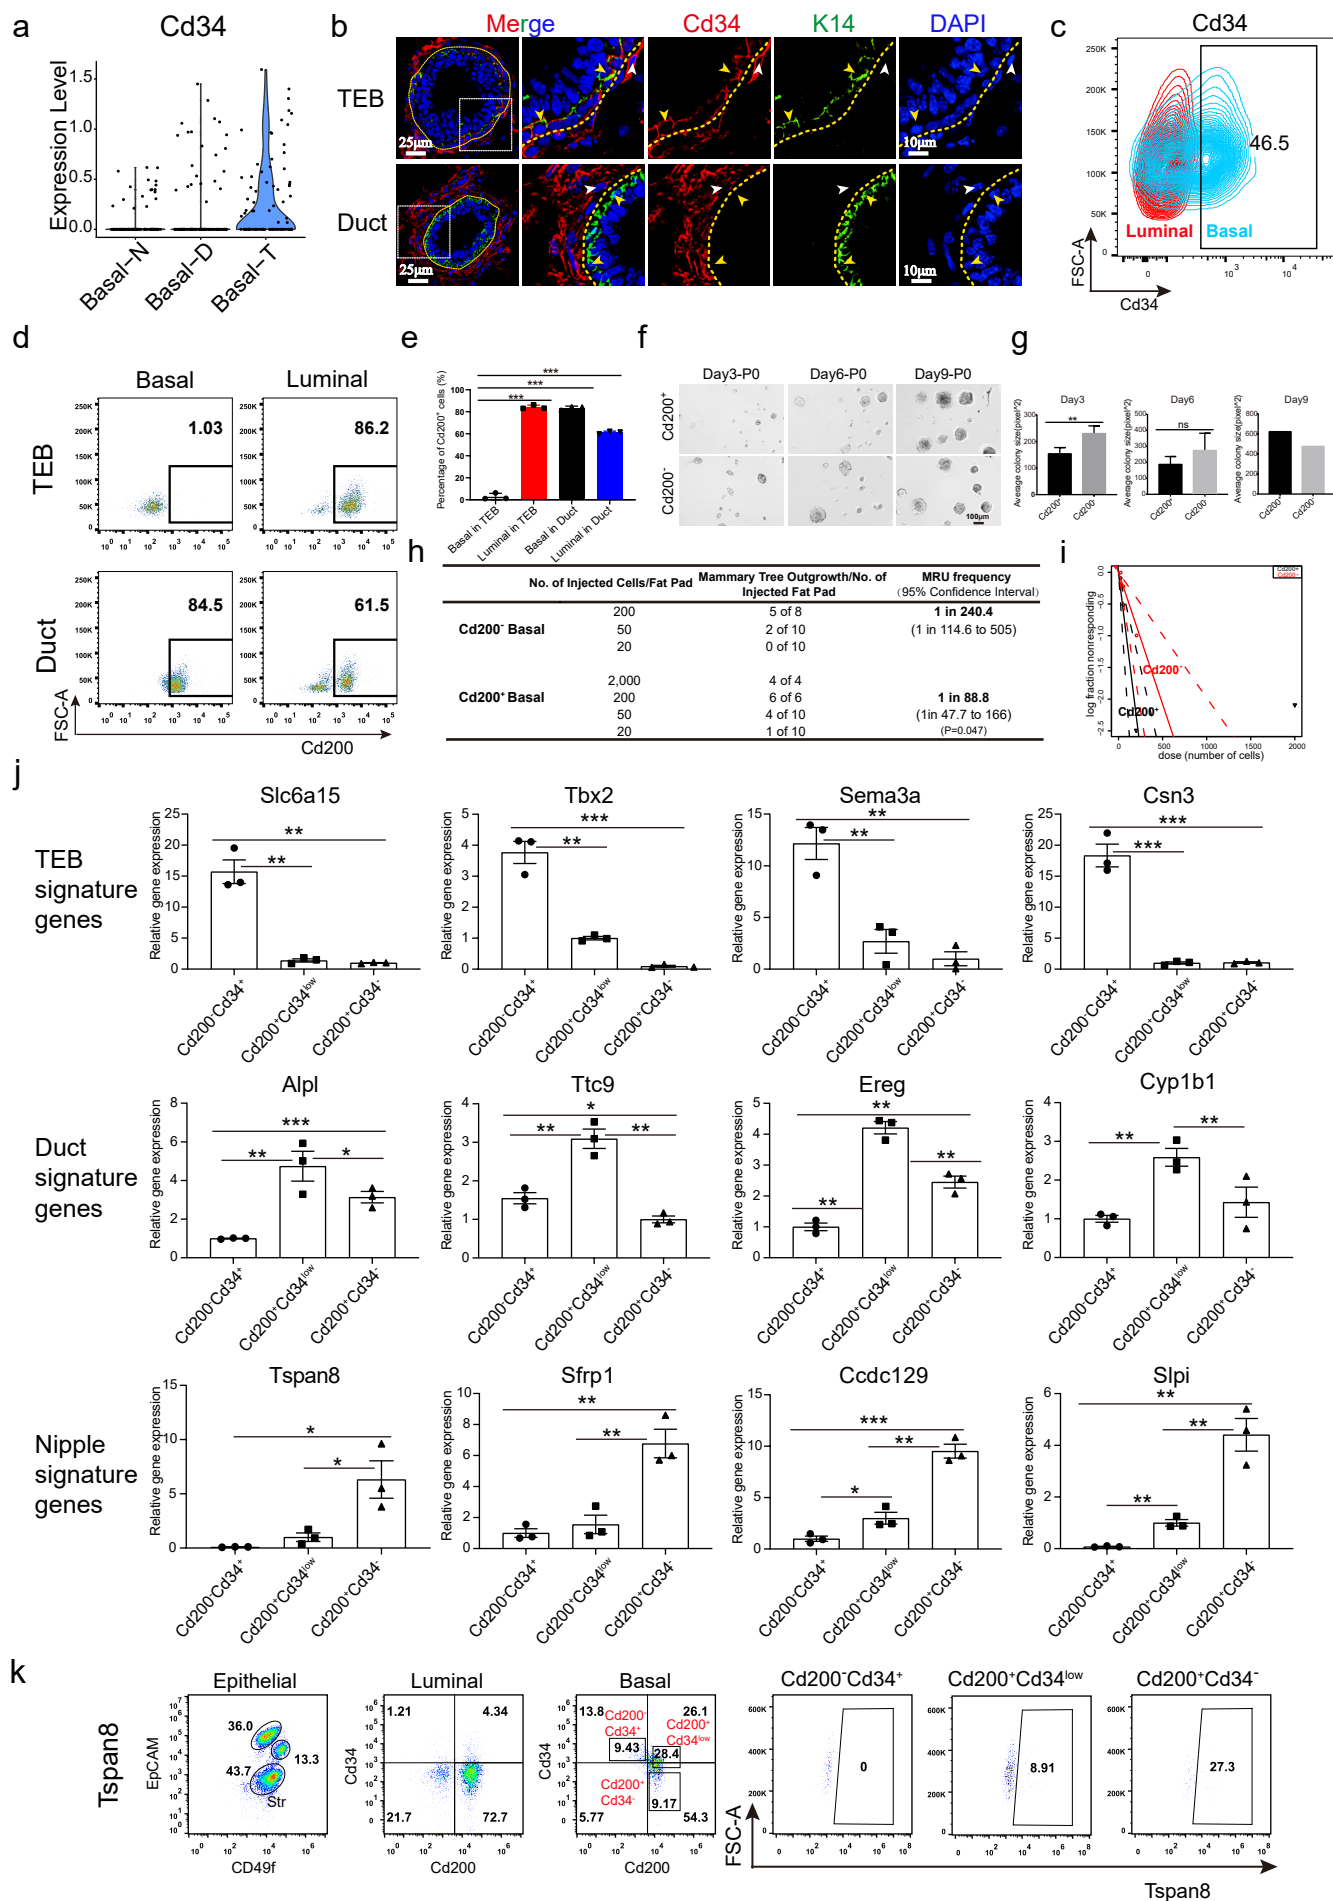

**Supplementary Fig. 4 Cd34 and Cd200 separates basal cells into distinct**

**subpopulations.** (a) Violin plot showing the single cell expression level of Cd34 in basal cells from TEB, duct and nipple. (b) Representative immunofluorescence images showing the expression of Cd34 in TEB and duct from a 6-week-old mouse. The yellow arrows indicate basal cells, and the white arrows indicate stromal cells. Red, Cd34; green, Krt14; blue, DAPI. Scale bar, 10 $\mu$ m or 25 $\mu$ m. (c) Representative FACS plot showing the expression of surface marker Cd34 in basal and luminal cells from mammary glands of a 6-week-old mouse. (d) Representative FACS plots showing the expression of Cd200 in basal and luminal cells from TEB and duct respectively. (e) Bar chart showing the percentage of Cd200<sup>+</sup> cells in basal and luminal cells from TEB and duct respectively. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 3. \*\*\*p<0.001. (f) Colony formation assay for Cd200<sup>+</sup> and Cd200<sup>-</sup> primary basal populations isolated from mammary glands of 6-week-old mice. Four thousand cells per well were seeded for each condition and cultured for 2 weeks. Scale bar, 200 $\mu$ m. (g) Bar chart showing the average colony sizes for the cultured cells on Day3, Day6 and Day9. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 3. \*\*p<0.01, ns, not significant. (h) Data table showing the numbers of total injections, outgrowths, and repopulating frequency of Cd200<sup>+</sup> and Cd200<sup>-</sup> basal populations isolated from mammary glands of 6-week-old pubertal mice in the cleared fat pad transplantation assay. (i) ELDA plot of limiting dilution transplant showing the frequency of repopulating unit in the two different subpopulations of Cd200<sup>+</sup> and Cd200<sup>-</sup> basal cells. (j) Real-time PCR analysis showing the relative expression level

of signature genes in different basal subpopulations divided by Cd200 and Cd34 in pubertal mammary glands of 6-week-old mice. The data were normalized to the expression of  $\beta$ -*actin*. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 3. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. (k) Representative FACS plots showing the distinct expression level of Tspan8 in three different basal subpopulations divided by Cd200 and Cd34.

Supplementary Fig. 5

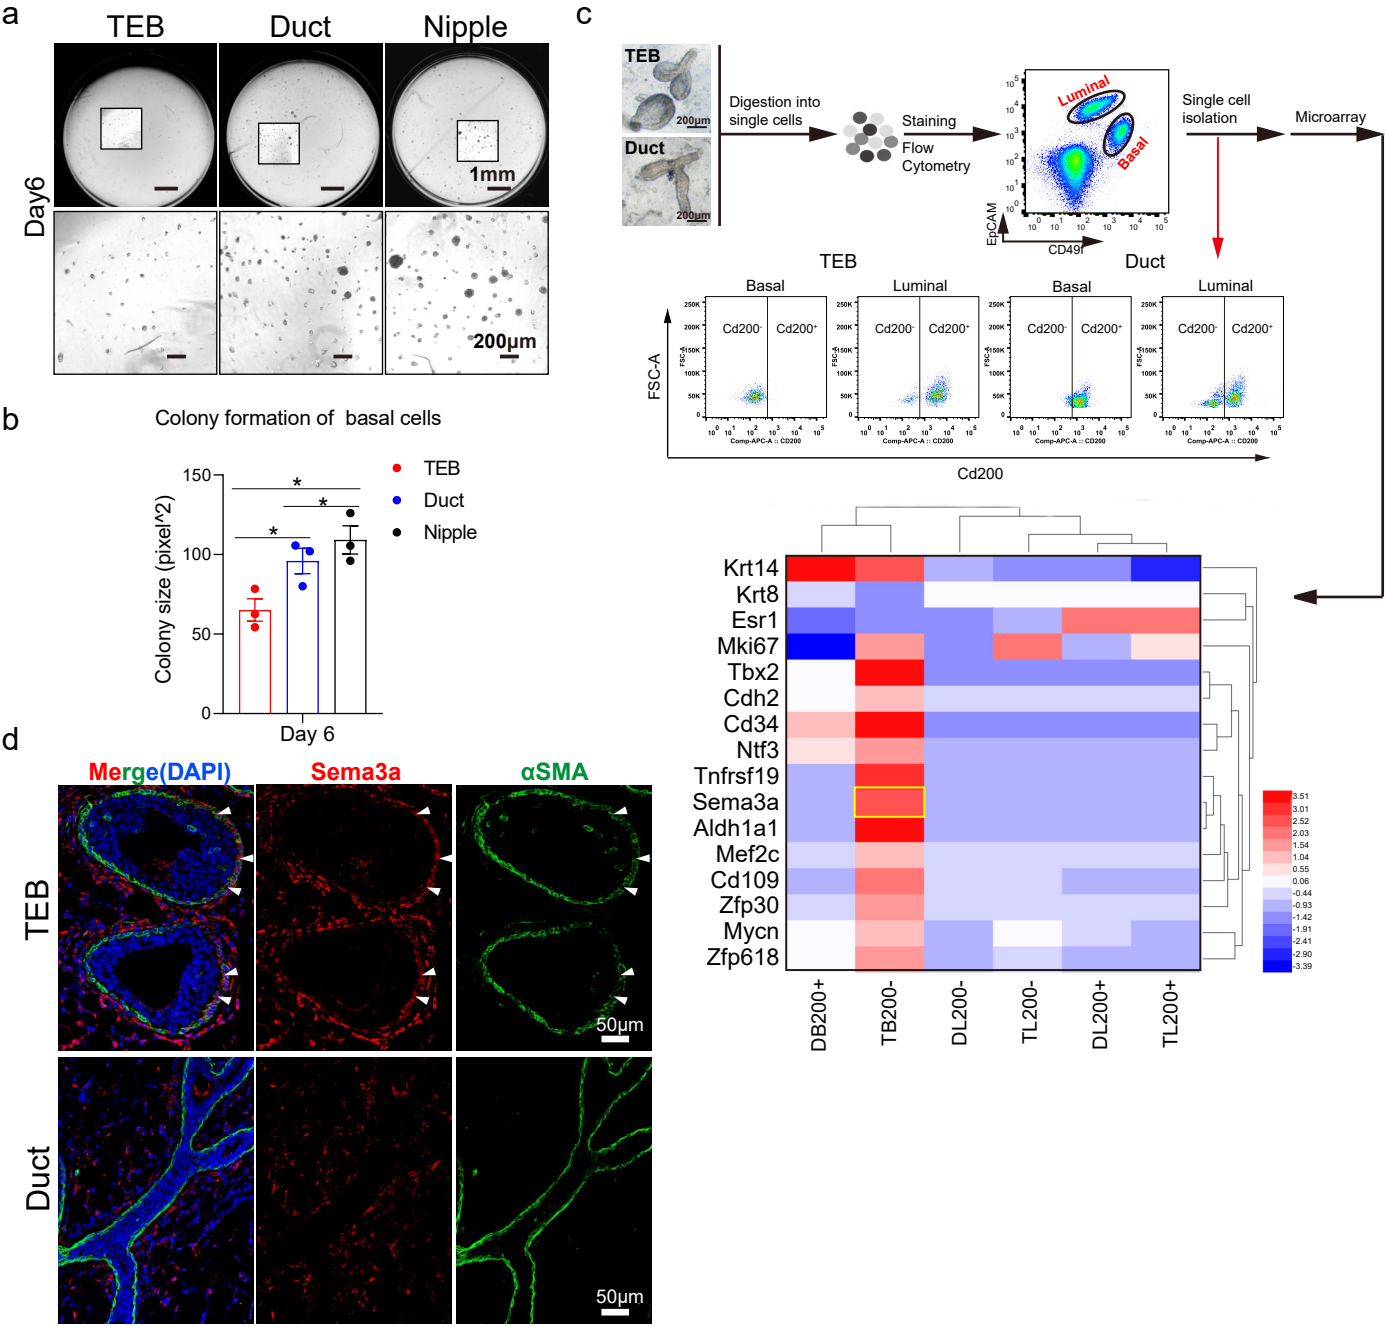

**Supplementary Fig. 5 Distinct clonal formation characteristics and molecular features of basal cells in different locations across TEB, duct and nipple. (a)**

Representative images of colony formation assay of different basal cells in TEB, duct and nipple from 3 replicates on day 6 are shown. Scale bar, 200 $\mu$ m or 1mm. Three thousand basal cells were seeded into each well. The regions selected by the frame in the upper panel were enlarged in the lower panel. Scale bar, 200 $\mu$ m or 1mm. **(b)** Colony sizes were measured and plotted in the bar graph. Statistical analysis was performed using two-tailed unpaired t-test. Data was presented as mean $\pm$ SEM, n=3, \*p<0.05. **(c)** Isolation of Cd200<sup>+</sup> and Cd200<sup>-</sup> basal and luminal populations by FACS and then performing microarray analysis. Mammary tissue structures including TEBs and ducts were dissected from 5- to 6-week-old pubertal C57BL/6 mice and digested into single cells, and flow cytometry (FACS) was used to isolate distinct basal and luminal cell populations based on the surface marker Cd200. Subsequently, these isolated populations underwent microarray analysis. Heatmap displaying the expression profiles of characteristic genes specific to basal and luminal populations by Cd200 in pubertal mouse mammary. DB200+: Cd200<sup>+</sup> basal cells in duct; TB200-: Cd200<sup>-</sup> basal cells in TEB; DL200-: Cd200<sup>-</sup> luminal cells in duct; TL200-: Cd200<sup>-</sup> luminal cells in TEB; DL200+: Cd200<sup>+</sup> luminal cells in duct; TL200+: Cd200<sup>+</sup> luminal cells in TEB. **(d)** Representative IHF co-staining of Sema3a and basal marker  $\alpha$ SMA in TEB (upper) and duct (lower) of 5- week-old mice are shown. Basal cells at the tip of TEB and stromal cells surrounding glands are positive for Sema3a staining (the white arrows indicate Sema3a<sup>+</sup> basal cells). Red: Sema3a; green:  $\alpha$ SMA; blue: DAPI. Scale bar, 50 $\mu$ m.

Supplementary Fig. 6

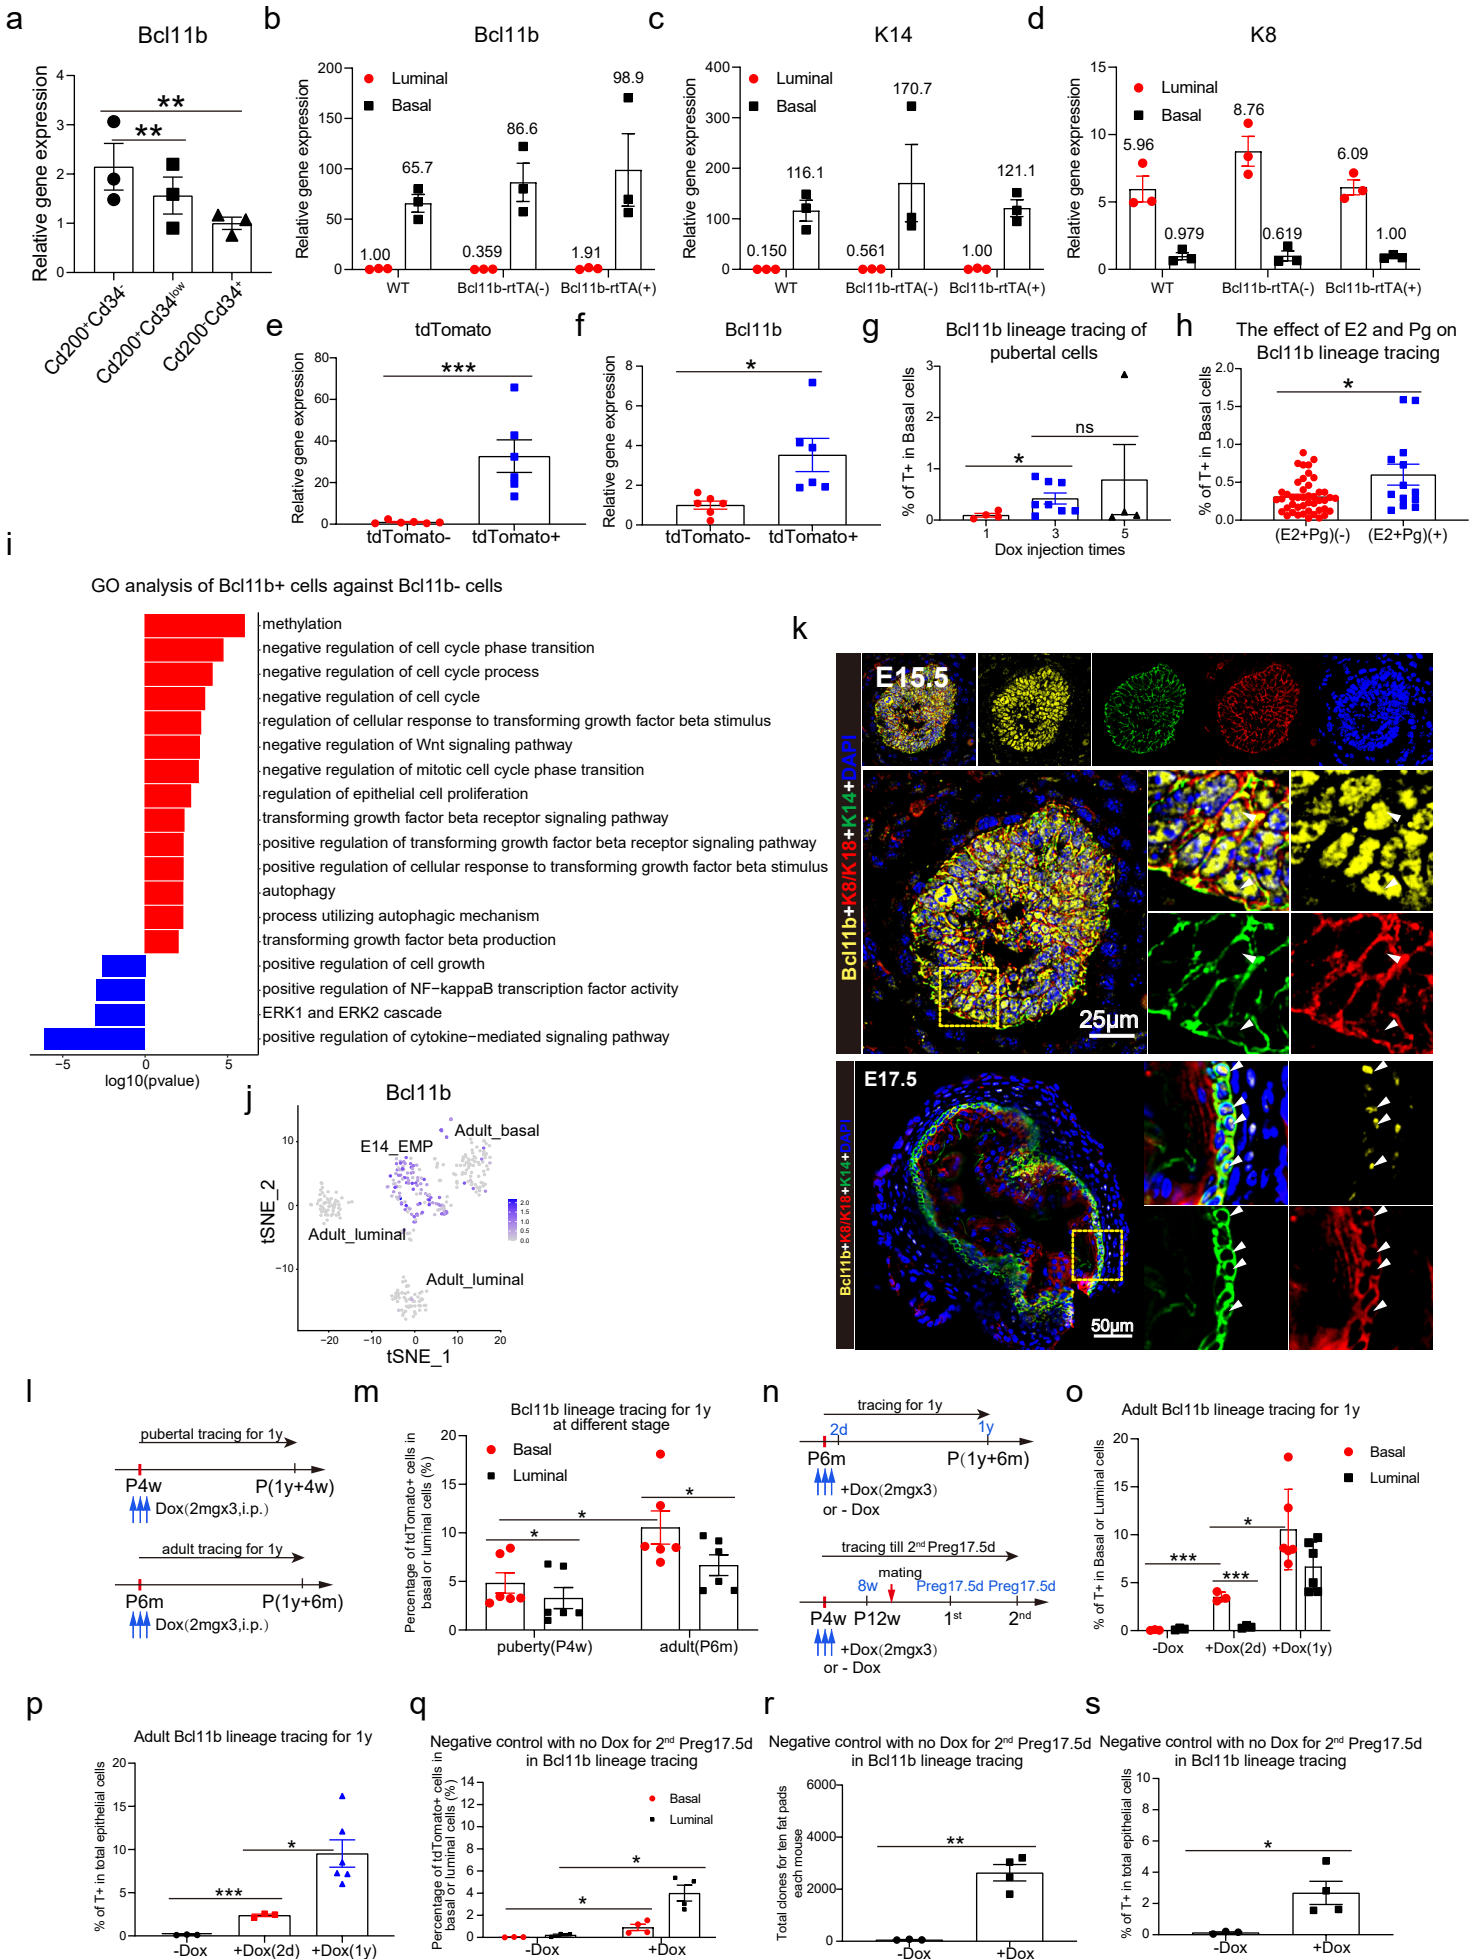

**Supplementary Fig. 6 Low labeling efficiency of Bcl11b<sup>+</sup> cells and adult Bcl11b**

**tracing with negative control.** (a) Real-time PCR analysis showing the relative expression level of *Bcl11b* in different basal subpopulations divided by Cd200 and Cd34.

The data were normalized to the expression of  $\beta$ -actin. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 3. \*\*p<0.01.

(b-d) Stable expression of Bcl11b indicates no effect from insertion of IRES-rtTA cassette.

*Bcl11b-IRES-rtTA/TetOCre/tdTomato* mice at 5 weeks old were treated with or without Dox (3x2mg/mouse), and the mammary glands were harvested 2 days later. The basal and

luminal cells of each group of mice were separated by FACS and then qPCR quantification analysis was performed to detect the expression level of Bcl11b (b), Krt14 (c) and Krt8 (d)

relative to that of  $\beta$ -Actin. Data was presented as Mean $\pm$ SEM, n=3. (e-f) Real-time PCR

analysis showing the relative expression level of *tdTomato* (e) and *Bcl11b* (f) in tdTomato-labeled and unlabeled basal cells 2 days after pubertal Bcl11b tracing. The data were

normalized to the expression of  $\beta$ -actin. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n=6. \*p<0.05, \*\*\*p<0.001.

(g) Bar chart showing the induction efficiencies with different times of Dox (2mg each time per day).

Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 4-8. \*p<0.05, ns, not significant. (h) Bar chart showing the percentage

of tdTomato-labeled basal cells for 1mg 17 $\beta$ -Estradiol (E2) and 10 $\mu$ g progesterone (Pg)-treated mice. Statistical analysis was performed using two-tailed unpaired t-test. Data were

presented as mean  $\pm$  SEM, n = 11-45. \*p<0.05. (i) Gene Ontology (GO) pathway analysis

revealed the upregulated (red) and downregulated (blue) signaling pathways enriched in

Bcl11b<sup>+</sup> basal cells against Bcl11b<sup>-</sup> basal cells. The data of adult mammary epithelial cells for GO analysis originates from the scRNA-Seq data in the Tabula Muris database (<https://tabula-muris.ds.czbiohub.org/>). **(j)** ScRNA-Seq analysis of the data of both embryonic and adult mouse mammary epithelial cells from the paper by Cedric Blanpain in 2018 (<https://doi.org/10.1038/s41556-018-0095-2>). **(k)** Representative immunofluorescence images showing the expression of Bcl11b in specific mammary epithelial cells at E15.5 (the upper panel) and E17.5 (the lower panel). The selected regions by the yellow boxes were split for different channels on the right. The white arrows indicate the Bcl11b<sup>+</sup> epithelial (basal) cells. Yellow, Bcl11b; red, Krt8/Krt18; green, Krt14; blue, DAPI. Scale bar, 25µm or 50µm. **(l)** Schematic diagram showing the tracing strategy of Bcl11b<sup>+</sup> cells during puberty and adult stage. **(m)** Bar chart showing the percentage of tdTomato-labeled cells in basal or luminal populations at the indicated times during puberty (4-week-old) and adult (6-month-old) in Bcl11b-lineage tracing. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean ± SEM, n = 6. \*p<0.05. **(n)** Schematic diagram showing the tracing strategy of Bcl11b<sup>+</sup> cells during puberty (4-week-old) and adult (6-month-old) stage with or without Dox treatment. **(o-p)** Bar charts showing the percentage of tdTomato-labeled cells in basal or luminal populations **(o)**, or the percentage of tdTomato-labeled epithelial cells **(p)** after adult tracing at 6 months for 1 year. **(q-s)** Bar charts showing the percentage of tdTomato-labeled cells in basal or luminal populations **(q)**, the number of total clones for each mouse **(r)**, or the percentage of tdTomato-labeled epithelial cells **(s)** at the 2<sup>nd</sup> Preg17.5 after pubertal tracing at 4 weeks with or without Dox treatment. All above statistical analysis was performed using two-tailed

unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 3-4. \*p<0.05, \*\*p<0.01.

Supplementary Fig. 7

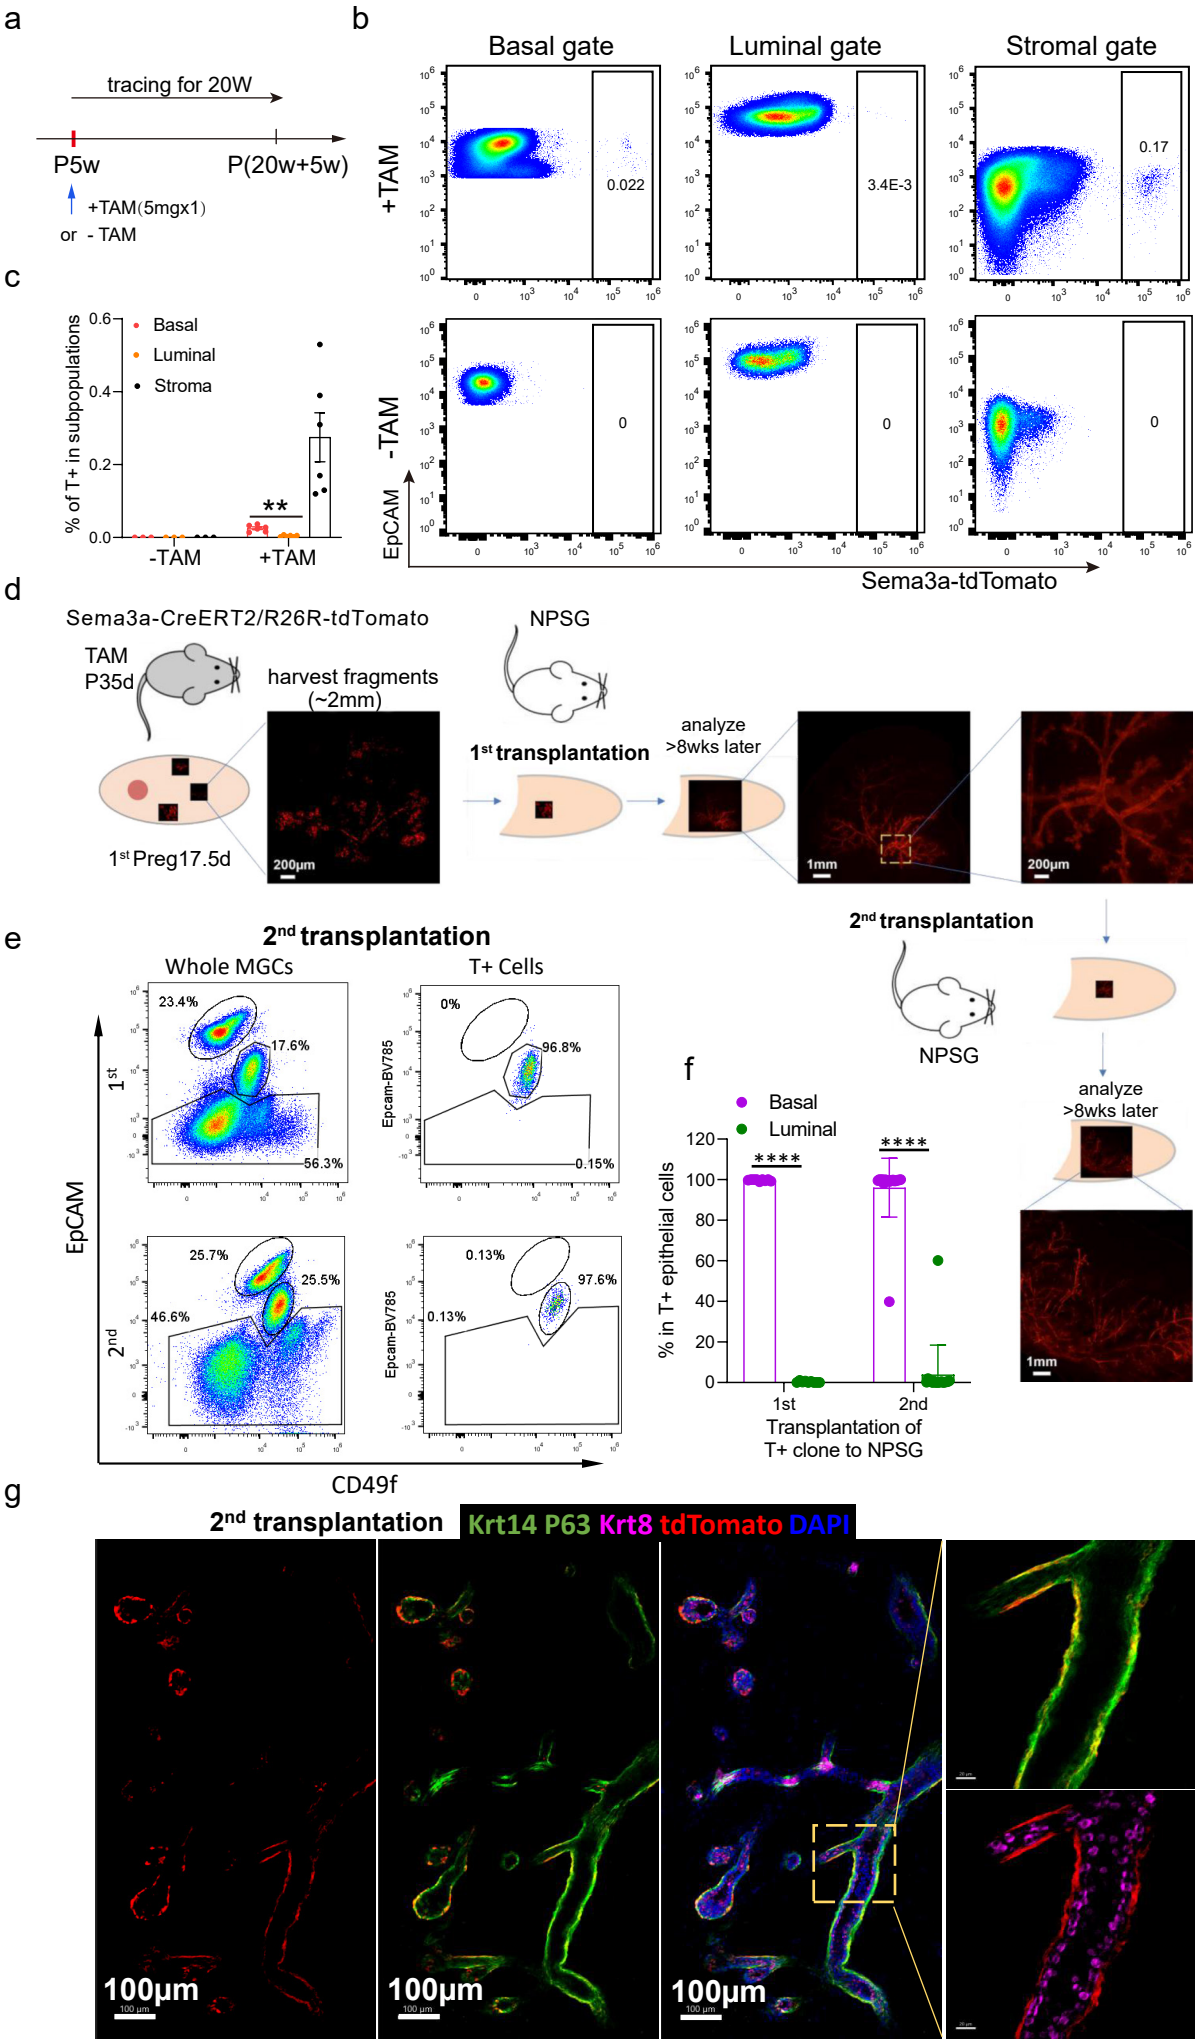

**Supplementary Fig. 7 TdTomato-labeled cells in Sema3a-lineage tracing repopulated prosperously as basal population in serial transplantations.** (a) Schematic diagram showing the tracing strategy of Sema3a<sup>+</sup> basal cells from puberty (5-week-old) stage with or without TAM (tamoxifen) treatment for 20 weeks. (b) Representative FACS plots showing percentage of tdTomato-labeled cells in basal, luminal, or stromal populations 20 weeks after pubertal tracing. (c) Bar chart showing the percentage of tdTomato-labeled cells in different subpopulations. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 3-6. \*\*p<0.01. (d) Schematic diagram showing the strategy of serial transplantation of tdTomato-labeled Sema3a<sup>+</sup> basal progeny cells. Scale bar, 200 $\mu$ m or 1mm. (e-f) Representative FACS plots showing the distribution of tdTomato<sup>+</sup> cell in basal and luminal compartments of serial reconstituted mammary glands analyzed by FACS (e) and bar chart showing the statistical result of the proportion of basal and luminal cells in tdTomato-labeled epithelial population (f). Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 9-17. \*\*\*\*p<0.0001. (g) Representative images showing tdTomato co-staining with basal markers P63/Krt14, and luminal marker Krt8 in secondary reconstituted mammary glands. Red, tdTomato; green, Krt14/P63; magenta, Krt8; blue, DAPI. Scale bar, 100 $\mu$ m.

**Supplementary Fig. 8 Distribution and clone analysis of progeny clones of Bcl11b or Sema3a-traced cells at the indicated time points under virgin or multi-pregnancy state after pubertal pulsing.** (a) Diagram of the strategy for partitioning mammary glands for clone statistical analysis. The mammary gland is considered as an ellipse with its longest axis divided into three equal parts, thus resulting in three regions. The region closest to the nipple is called the proximal region, the region farthest from the nipple is called the distal region, and the region between them is called the middle region. The areas of the three regions are denoted as S1, S2, and S3, respectively. After initially counting the number of clones in each region, the clone counts are normalized based on the different areas of the three regions. (b) Bar chart showing clone distribution at different parts with proximal, middle, distal distances from the nipple at 1<sup>st</sup> Preg17.5 in Bcl11b-lineage tracing from puberty. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 4. \*p<0.05, \*\*\*p<0.001. (c) Bar chart showing clone distribution for Sema3a-lineage tracing in 1<sup>st</sup> Preg17.5 after pubertal pulsing. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 5. (d-e) Schematic diagram showing the lineage-tracing strategy of Bcl11b<sup>+</sup> basal cells for induction in pubertal mice at 4 weeks of age, with various chase periods as indicated in virgin mice (2 days, 8 weeks, 1 year) (d) or in pregnant mice (1<sup>st</sup> Preg17.5 days, 2<sup>nd</sup> Preg17.5 days) (e). (f-j) Clone analysis (of the composition of each individual clone including the number of basal and luminal cells) by co-immunostaining  $\alpha$ SMA /Krt14 with Krt8 and tdTomato of tissue sections for chasing of 2 days (f), 8 weeks (g), or 1 year (h) after pubertal pulsing in virgin mice. And clone analysis for chasing in pregnant mice (i,

1<sup>st</sup> Preg17.5 days; **j**, 2<sup>nd</sup> Preg17.5 days) after pubertal pulsing in mice. For each group, clones from at least three mice are counted. Specifically, five mice for the 2-day chase in puberty, four mice for the 8-week chase in adulthood, three mice for the 1-year chase in adulthood, three mice for the 1<sup>st</sup> pregnancy (17.5 days), and three mice for the 2<sup>nd</sup> pregnancy (17.5 days). **(k)** Schematic diagram showing the lineage-tracing strategy of *Sema3a*<sup>+</sup> basal cells for induction in pubertal mice at 5 weeks of age, followed by continuous chasing until the 1<sup>st</sup> Preg17.5d. **(l)** Clone analysis by co-immunostaining  $\alpha$ SMA /Krt14 with Krt8 and tdTomato of tissue sections shows the clonal expansion of tdTomato<sup>+</sup> cells and confirms their predominant distribution in basal cells. Three mice were used for clone analysis. **(m)** FACS analysis indicates that tdTomato<sup>+</sup> cells are primarily located in the basal layers. TdTomato<sup>+</sup> clones from mammary glands of the 1<sup>st</sup> Preg17.5d mice were dissected, and then basal and luminal cell numbers in all tdTomato<sup>+</sup> population of every clone were counted by FACS staining with Lin (CD31/CD45/Ter119), EpCAM and CD49f. And the data comes from clones isolated from three different *Sema3a*-lineage tracing mice in 1<sup>st</sup> Preg17.5d after pubertal pulsing.

Supplementary Fig. 9

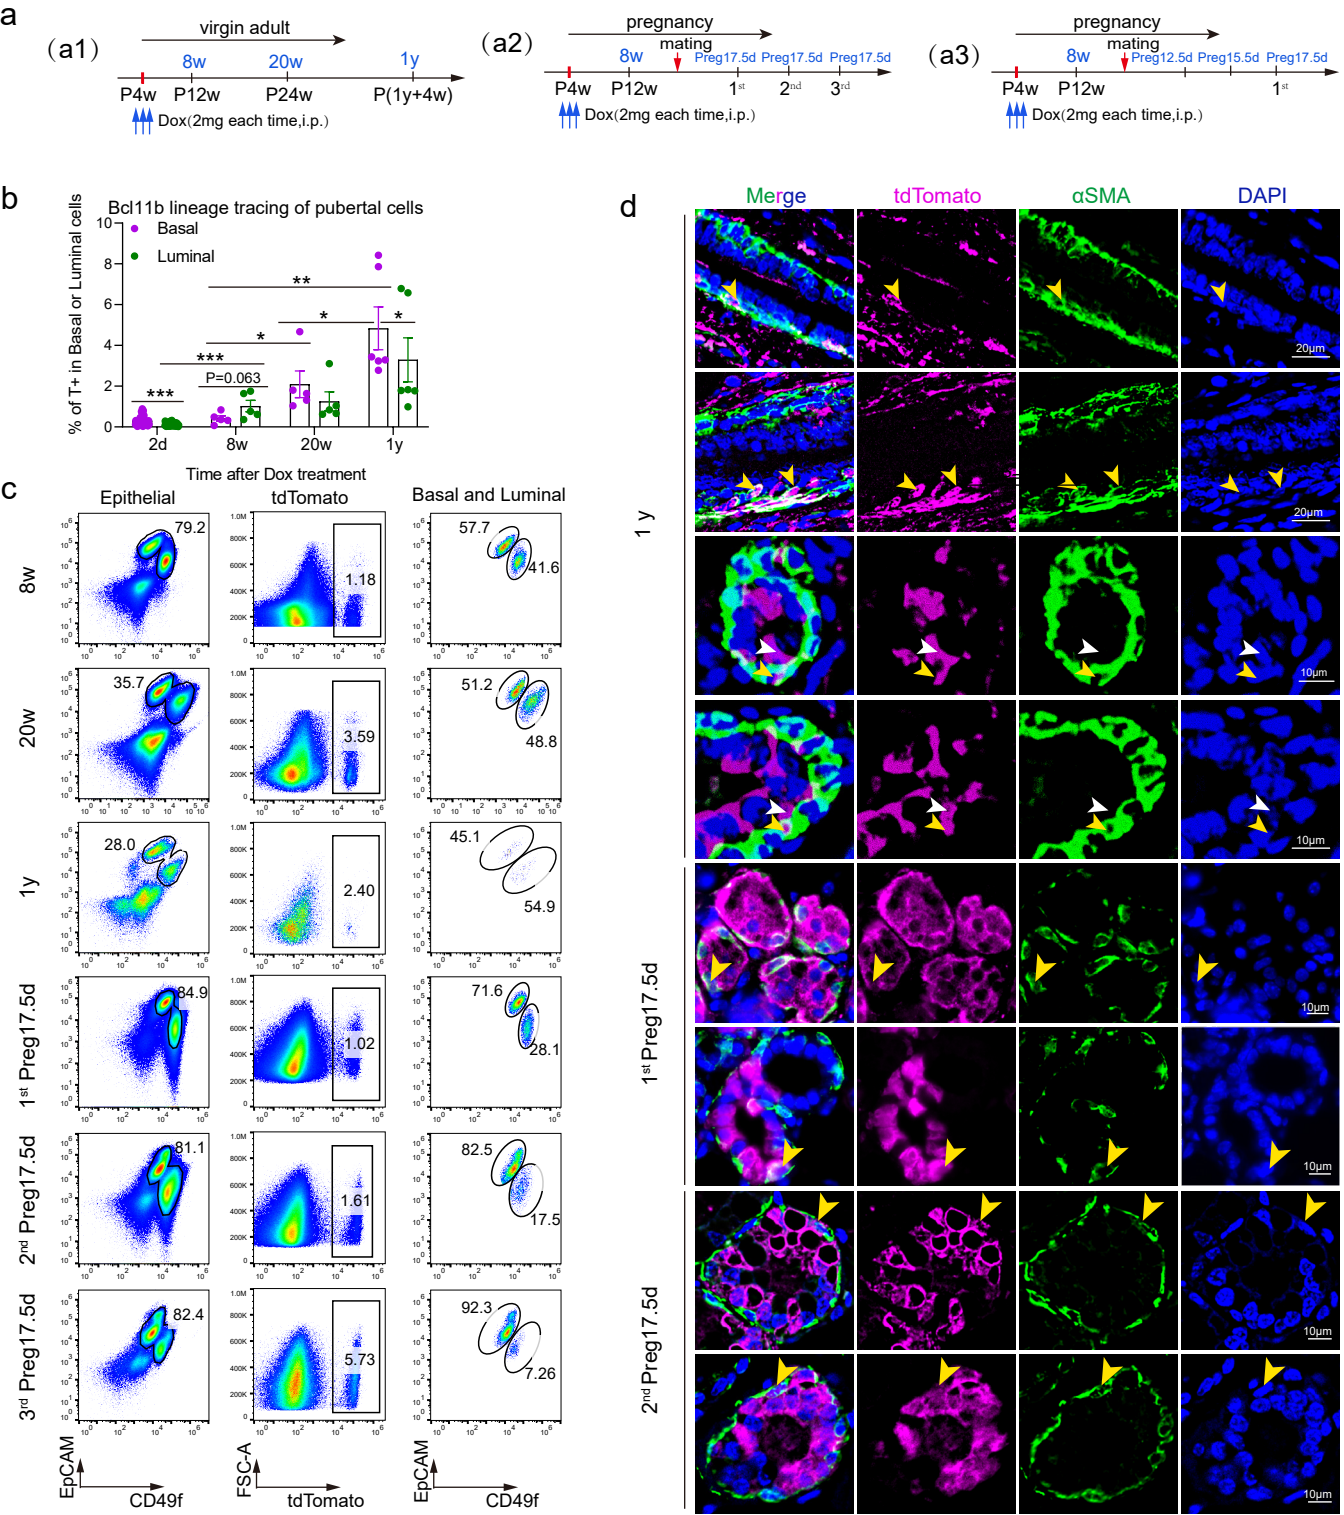

**Supplementary Fig. 9 Short and long term Bcl11b-lineage tracing.** (a) Schematic diagram showing the Bcl11b-lineage tracing strategy for virgin adult chase (a1) and multiple pregnancies chase (a2 and a3) at different time points after pulsing induction at puberty. (b) Bar chart showing the percentage of tdTomato-labeled cells in basal or luminal cells at the indicated times after pulsing at puberty. Statistical analysis was performed using two-tailed unpaired t-test. Data were presented as mean  $\pm$  SEM, n = 5-45. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. (c) Representative FACS plots showing the composition of Bcl11b traced cells at indicated times after pulsing at puberty. (d) Representative images showing clone formation at the indicated times after pulsing at puberty. The yellow and white arrows indicated the tdTomato-labeled basal cells and luminal cells respectively in clones. Green,  $\alpha$ SMA; red, tdTomato; blue, DAPI. Scale bar, 10 $\mu$ m or 20 $\mu$ m.

Supplementary Fig.10

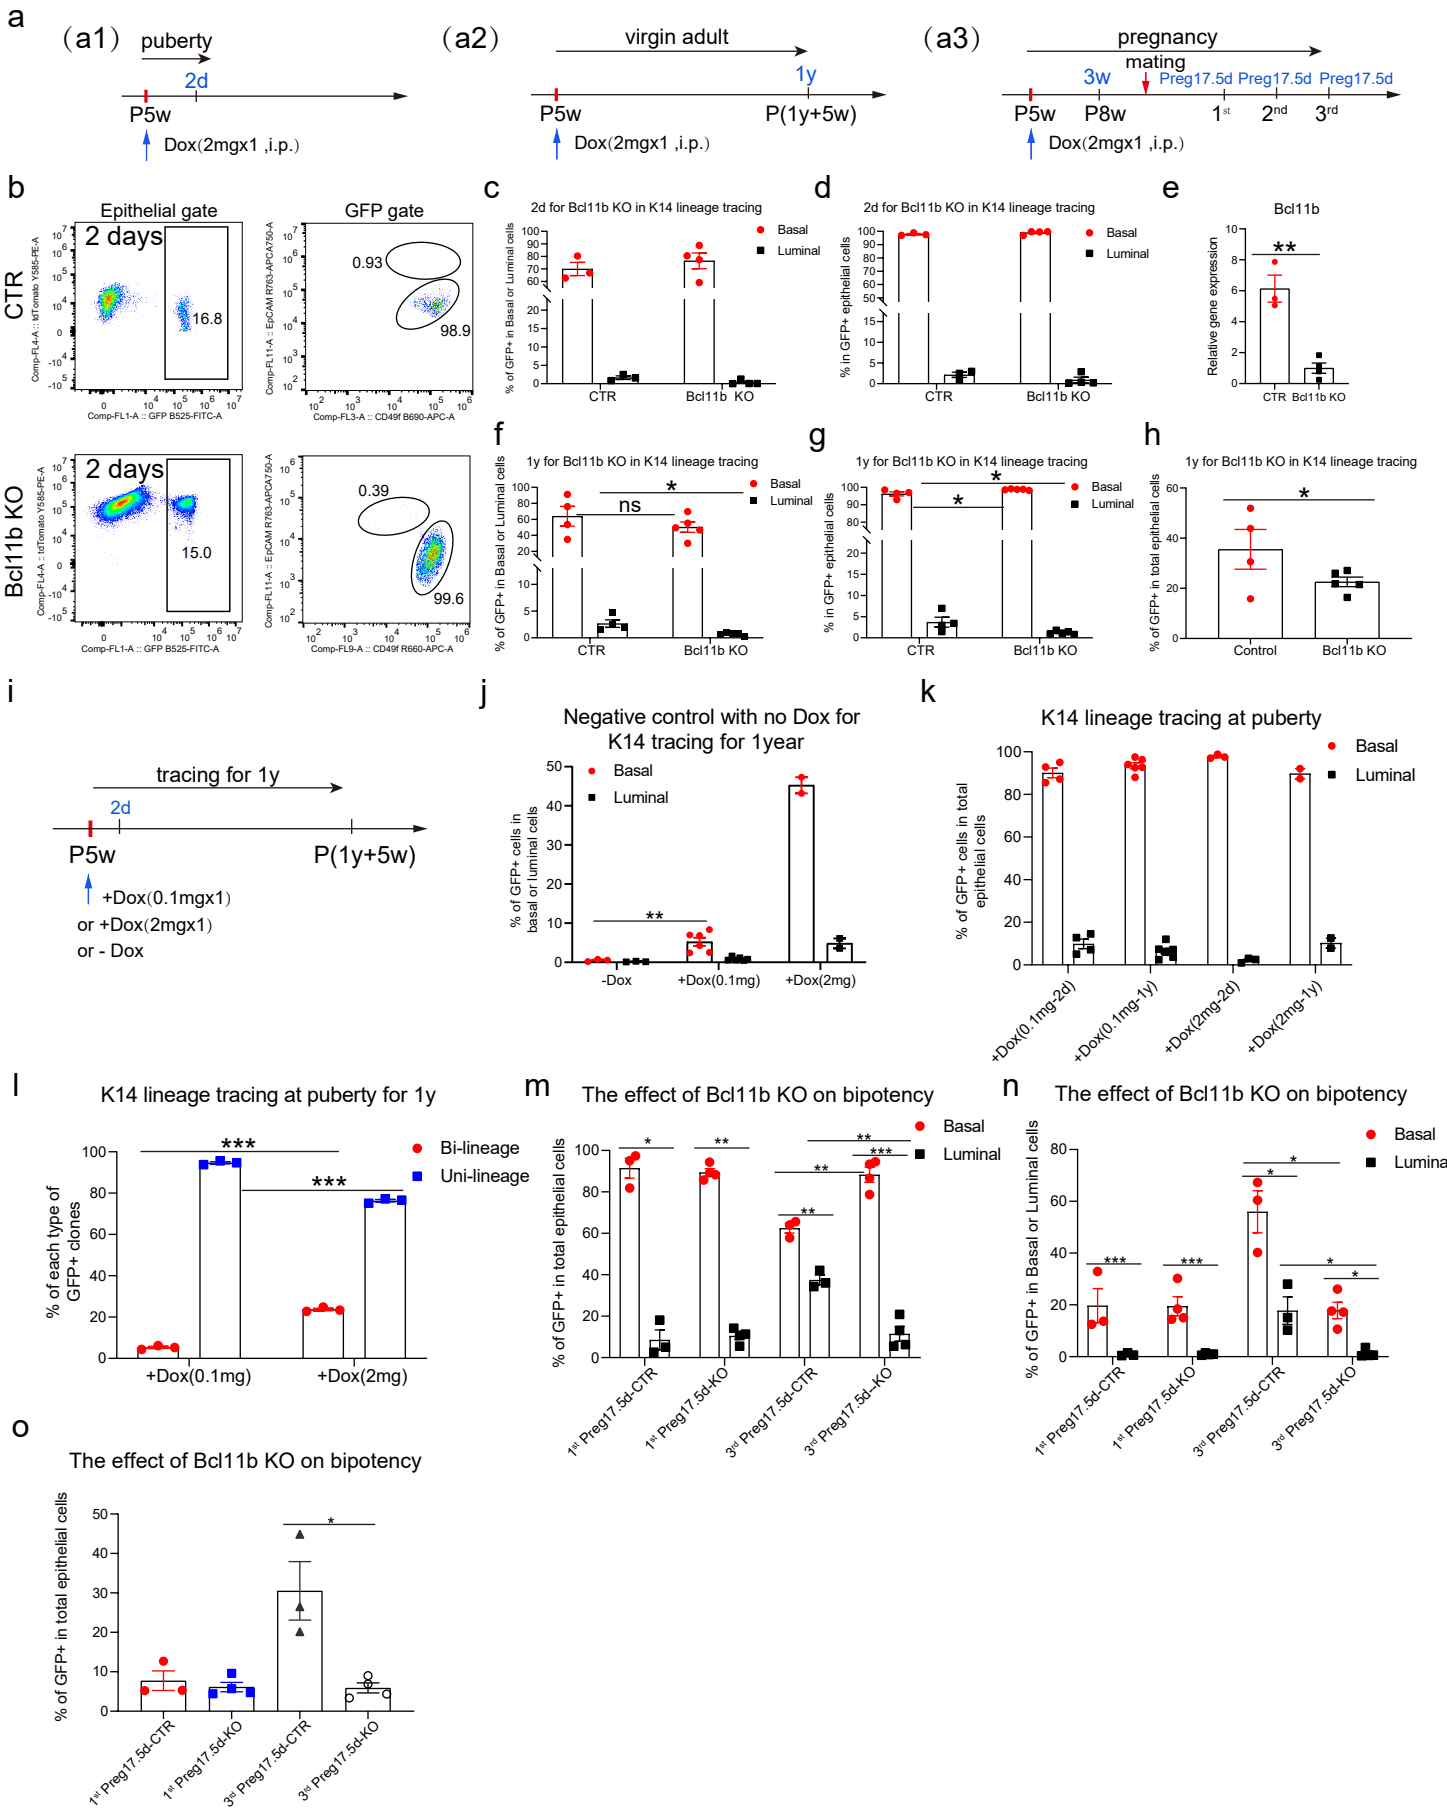

**Supplementary Fig. 10 The effect of *Bcl11b* KO in Krt14-lineage tracing.** (a) Schematic diagram showing the K14-lineage tracing strategy for puberty chase (a1) virgin adult chase (a2) and multiple pregnancies chase (a3) at different time points after pulsing induction at puberty. (b) Representative FACS plots showing epithelial and basal cells' labeling efficiency for control and *Bcl11b* KO mice 2 days after Doxycycline induction at puberty. (c) Bar chart showing percentage of GFP-labeled cells in basal and luminal populations 2 days after Doxycycline induction at puberty. Data were presented as mean  $\pm$  SEM, n = 3-4. (d) Bar chart showing the composition of total GFP-labeled epithelial cells 2 days after Doxycycline induction at puberty. Data were presented as mean  $\pm$  SEM, n = 3-4. (e) qPCR quantification analysis was performed to detect the expression level of *Bcl11b* in mammary basal cells in control and *Bcl11b* KO mice relative to that of  $\beta$ -Actin 4.5 months after Doxycycline induction at puberty. Data were presented as mean  $\pm$  SEM, n = 3. \*\*p<0.01. (f) Bar chart showing percentage of GFP-labeled cells in the basal and luminal populations 1 year after Doxycycline induction at puberty. Data were presented as mean  $\pm$  SEM, n = 4-5. \*p<0.05, ns, not significant. (g) Bar chart showing the composition of total GFP-labeled epithelial cells 1 year after Doxycycline induction at puberty. Data were presented as mean  $\pm$  SEM, n = 4-5. \*p<0.05. (h) Bar chart showing percentage of GFP-labeled epithelial cells in total epithelial cells 1 year after Doxycycline induction at puberty. Data were presented as mean  $\pm$  SEM, n = 4-5. \*p<0.05. (i) Schematic diagram showing the tracing strategy of K14<sup>+</sup> cells during puberty at 5 weeks old for the indicated chase periods (2 days and 1 year) with no Dox or with a low dose (0.1mg) or high dose (2mg) of Dox treatment. (j) Bar chart showing the percentage of GFP-labeled cells in basal or luminal populations 1 year after

pubertal K14 tracing. Data were presented as mean  $\pm$  SEM, n = 2,3-6. \*\*p<0.01. (k) Bar chart showing the relative basal and luminal percentage in tdTomato positive mammary epithelial cells for the indicated chase periods (2 days and 1 year) after pubertal tracing with a low dose (0.1mg) or high dose (2mg) of Dox treatment. Data were presented as mean  $\pm$  SEM, n = 2,3-6. (l) Bar chart showing the percentage of GFP<sup>+</sup> bi-lineage and uni-lineage clones formed 1 year after pubertal tracing of K14<sup>+</sup> cells with a low dose (0.1mg) or high dose (2mg) of Dox treatment. Data were presented as mean  $\pm$  SEM, n = 3. \*\*\*p<0.001. (m) Bar chart showing the composition of GFP-labeled cells at the indicated time points during multiple pregnancies for control and *Bcl11b* KO mice after Doxycycline induction at puberty. Data were presented as mean  $\pm$  SEM, n = 3-4. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. (n) Bar chart showing the percentage of GFP-labeled cells in basal and luminal populations at the indicated time points during multiple pregnancies for control and *Bcl11b* KO mice after Doxycycline induction at puberty. Data were presented as mean  $\pm$  SEM, n = 3-4. \*p<0.05, \*\*\*p<0.001. (o) Bar chart showing percentage of GFP-labeled epithelial cells in total epithelial cells at the indicated time points during multiple pregnancies for control and *Bcl11b* KO mice after Doxycycline induction at puberty. Data were presented as mean  $\pm$  SEM, n = 3-4. \*p<0.05. All above statistical analysis was performed using two-tailed unpaired t-test.

How the deposited data were processed for this re-analysis (not part of the article)

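Single nipple, duct and TEB fragments of mammary glands from mice 5 weeks old (4, 6 and 6 fragments) were profiled by plate-based 3' SMART-seq with UMIs and ERCC spike-ins. The authors extracted cell barcodes and UMIs with UMI-tools, trimmed reads with TrimGalore, aligned them to mm10 with STAR keeping unique alignments, counted with featureCounts and UMI-tools, kept the cells of the barcode list and deposited the UMI counts of each gene and cell, without normalization. The table was checked to hold whole numbers with a different total in each cell. All 16 fragments were used and 0 were left out. The deposited rows are 17788, of which 67 are spike-ins, which took 0.758% of the UMIs. Class sums held a median of 494228 UMIs per fragment in basal-like, 1054800 in ER+ luminal-like and 345950 in ER- luminal-like cells.

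Cells were filtered by the study's limits. Log-normalized counts were scaled with regression of ERCC percentage, cell cycle scores and gene number, and clustered with Seurat 5.3.0 in R 4.3.3 (2000 variable genes, 14 principal components, resolution 0.5). The paper's text does not name a resolution. A cluster took the class whose markers had the highest mean z-score. It also had to have more than 0.5 of the class's markers above their mean across clusters, at least 3 markers detected, no other class with more markers among its 10 leading genes and no mast cell gene among these. The marker lists were fixed before the data were examined, as were the tests, the named genes and the alternatives unless said otherwise. The share of markers and the mast cell exclusion were set after the clusters were seen. No doublet caller was run.

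Raw counts were summed per fragment and class (at least 5 cells) and fitted with edgeR 4.0.16 (TMM, filterByExpr, robust quasi-likelihood fit, all locations in 1 model, no block). Pairwise contrasts, a location against the mean of the others and an omnibus test over the 3 locations were taken, with Benjamini-Hochberg adjustment and a threshold of 0.05. The genes named in the text are those the study names for its scRNA-seq, genes from the 3 with the largest change in each direction of each basal pair (called, at least 50 CPM in the higher location and no overlap of fragments) and the 3 with the smallest p in each luminal class. Gene lists written by hand were tested with camera and fry of limma 3.58.1. These are DNA replication, cell cycle, fatty acid and sterol synthesis, ECM-receptor interaction, focal adhesion, regulation of actin cytoskeleton, PI3K-Akt signaling, Rap1 signaling, suprabasal epidermis, epidermal and hair follicle keratinocyte, myoepithelial contraction and immediate early stress genes. Equal cells and UMIs were drawn 10 times with fixed seeds. Nearest cells were found in the 14 principal components of each class alone, leaving out cells of the same fragment, and tested by permuting locations over fragments (100000 resamples, one-sided). Cell cycle sums, phase shares and pseudotime means were compared between fragments by two-sided exact permutation tests. The principal curve used 3 dimensions, 4 starting clusters and 10 iterations. Diffusion pseudotime was computed with scanpy 1.11.5 in Python 3.11.15. Gene positions come from GENCODE M21 on GRCm38, matched by symbol, and *Ccdc129* had no match.

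Where a location had 0 UMIs of a gene, the fold is a lower bound against 3 UMIs over the location's sums, and with 1 to 3 UMIs it is the ratio of pooled rates with an exact 95% interval. RNA from other wells was estimated per fragment and class as the median over cells of summed fibroblast and myeloid marker CPM divided by that of all the fragment's cells pooled. A gene's expected UMIs are this share times the pool's rate times the class total.

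The scripts were tested on simulated data drawn from the real means and depths. For nipple against TEB in basal cells over 7006 genes, edgeR recovered 67.2% of genes changed by a log2 of 2 or more, and for duct against TEB with no gene changed it made 0 calls. DESeq2 1.42.0 made false calls of 10.2% for nipple against TEB, 6.60% for nipple against duct and 18.0% across locations. Across locations edgeR recovered 55.9% of changed genes in ER+ (8517 genes) and 46.8% in ER- luminal cells (5519 genes), and the class by location term 24.7% over 9057 genes. Camera and fry called 0 of 11 unchanged lists.

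Alternatives were an ERCC limit of 10%, a UMI minimum of 10000, a resolution of 1, scaling without regression, classes from marker lists, fragments with at least 10 cells, DESeq2, RLE size factors, no filter on low counts, only the locations compared, thinning each cell to 5000 UMIs, 20 neighbours, a block on the label number, fry, an estimated correlation, other orderings and leaving out each fragment. Leaving out genes with over 20% of their counts expected from other wells was added after the data were seen. The study's KEGG sets, SCORPIUS, TSCAN, Slingshot and *Bcl11b* target lists were not used here.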

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

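All tests of explanations in this part were chosen only after the results were seen, as was the class by location test.

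Location effects differed between epithelial classes, by a class by location term in edgeR, for 620 genes between basal-like and ER+ luminal-like cells and for 222 genes between basal-like and ER- luminal-like cells. With genes left out of which over 20% of the counts were expected from other wells, 515 and 159 genes were still called, which argues against such RNA as the whole source. With equal cells and UMIs per fragment, 398 and 175 were called, which argues against unequal numbers as the whole source. A difference in biology between the locations stays open and may contribute, and neither test excludes a difference in how the classes were rebuilt.

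Fragments far from the others of their location were found in 18 of 130 groups of named genes, where chance marks about 5%. Of these, 7 rest on fewer than 5 UMIs, namely *Slc6a15* (1.66 CPM) and *Gpx2* (1.66) in nipple fragment N22, *Sema3a* in N21 (1.99), *Ltbp2* in TEB fragment T43 (1.90), *Mmp3* in T32 (3.14), *Ereg* in T34 (9.59) and *Cdkn1c* in duct fragment D51 (4.32). For 6 of these, the few UMIs fall into a single fragment with a chance of 0.05 or more, and for *Cdkn1c* with a chance of 0.0356, so that counting of single molecules cannot be told apart from a difference between fragments, since 4 of them rest on 1 UMI.

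The other 11 are *Csn3* (270 CPM) and *Tspan8* (27.0) in duct fragment D31, *Ereg* (56.4) and *Snai2* (212) in N22, *Igfbp2* (2420) and *Bex2* (149) in D61, *Sfrp1* (109) and *C4b* (39.0) in T31, *Slpi* in D51 (74.8), and *Cd200* (87.6) and *Ltbp2* (203) in N21. At most 41.9% of their UMIs were expected from other wells, which argues against such RNA as the whole source. With the cell that holds most UMIs left out, 7 no longer stood apart (*Csn3*, *Ereg*, *Tspan8*, *Slpi*, *Cd200*, *Bex2* and *C4b*), but leaving out a cell of that fragment alone can only bring it closer to the others. The cell held most of the UMIs for *Tspan8*, *Slpi* and *C4b*, and 38.2% to 48.8% of them for *Csn3*, *Ereg*, *Cd200* and *Bex2*. A single cell and a difference of the whole fragment cannot be told apart for these 7 genes. The other 4 (*Igfbp2*, *Sfrp1*, *Snai2* and *Ltbp2*) still stood apart without it. For these the mouse of origin and the place of dissection stay open as untested explanations.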

How the results depend on the processing

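The alternatives were set before the data were examined, except that leaving out genes with counts from other wells, re-scaling without regression with the classes kept, and following the basal-like cells without regression, were tests chosen only after the results were seen.

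Over the alternatives apart from leaving out fragments, 200 values of the main comparisons did not change. These kept their direction and side of the threshold, or for a count stayed within 1.5 times the reported one. Beside them, 21 counts moved further, 6 values came past the threshold and 2 reversed. For single genes, lists and directions of counts, 631 did not change, 11 counts moved, 12 fell short of the threshold and 3 came past it. With 1 fragment left out at a time, 375 values of the main comparisons did not change, 18 came past the threshold, 6 fell short and 1 reversed. For single genes, lists and directions these numbers were 991, 6, 6 and 1.

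Thinning each cell to 5000 UMIs before summing, which discards most counts by construction, moved most counts: in basal-like cells 649 genes between nipple and TEB (581 shared with the reported 1369), 281 between nipple and duct (149 higher in duct), 430 between duct and TEB and 731 across locations, in ER+ luminal-like cells 267 and in ER- 144, with equal cells 307, 83.5 and 118, 7 signature genes (all that still had enough counts to be tested) and 1 gene list. DESeq2 gave 754 genes in ER+ and 400 in ER- luminal-like cells, and with equal cells 211 and 350.5, and the cause was not tested. Without a filter on low counts 397 genes were called in ER- cells, and with equal cells 250 in ER+ and 346 in ER- cells, and the cause was not tested. With at least 10 cells per fragment, 98 genes were called in ER- cells, where 1 TEB fragment remained and is assumed to vary like the other groups, and equal cells could not be drawn since no TEB fragment was left.

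No pairing of duct and TEB fragments by the numbers in their labels was seen, but 2 same-numbered pairs are too few to exclude it. Same-numbered fragments had correlations of −0.0077 and −0.0013, and those with the same first digit a mean of 0.0089. Fragments with different first digits had a mean of −0.0027, with a range of −0.044 to 0.040. A replicate block on the number gave 310 genes between duct and TEB (1 residual degree of freedom) and on its first digit 327, both over 5556 genes, and the calls of the genes named for the largest changes between duct and TEB, the only other values fitted with a block, did not change.

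The share of basal-like cells called S or G2M moved from short of the threshold to past it between nipple and TEB with a UMI minimum of 10000 (−17.0 percentage points), without thinning (−22.8) and for cells with *Mki67* or *Top2a* (−22.2), between nipple and duct for the latter (−7.14), and between duct and TEB with the UMI minimum (−12.0) and for cells with *Mki67* or *Top2a* (−15.1). The cause was not tested. Pseudotime reversed for duct and nipple on the first principal component (−0.103) and for TEB and duct in diffusion pseudotime (−0.198), and the cause was not tested.

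Leaving out 1 fragment at a time kept the counts within 1.5 times the reported ones (1176 to 1407 genes between nipple and TEB, 326 to 488 between nipple and duct, 617 to 795 between duct and TEB, 381 to 485 in ER+ and 183 to 245 in ER- luminal-like cells). *Cd34* stayed higher in TEB (log2 1.39 to 1.79) but fell short of the threshold without N21, N22, T32, T34, T42 or T43. The S or G2M difference ranged from −30.8 to −8.58 between nipple and TEB (past the threshold in 12 of 16), from −15.3 to 4.81 between nipple and duct, where it reversed without D31, and from −24.9 to −0.79 between duct and TEB (past in 6, not far from 0 without D52). Phases are scored against the set of cells, so that leaving out a fragment changes the calls in the others. *Cd200* in TEB against the others ranged from −0.51 (without T33) to 0.28 and reversed without N21 (0.28), with no call in any fit. *Cyp1b1*, actin cytoskeleton (without T42) and Rap1 (without T31 or T42) fell short of the threshold, and PI3K-Akt came past it without N21, N22, D32, T32, T33 or T34.

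Scaling without regression and clustering anew left 128 basal-like cells (1 nipple, 110 duct and 17 TEB), so that basal results are not given under it. Of the reported basal-like cells, 63 TEB cells then fell into an unnamed cluster, and 96 nipple, 5 duct and 2 TEB cells into a cluster of 121 that the naming rule called endothelial-like. The basal name of the nipple and TEB cells thus depends on the regression. Nipple basal-like cells had 1516 CPM of *Krt5* and 6338 of *Krt14*. Over all basal-like cells *Pecam1* had 0.227 CPM, and *Cdh5* and *Emcn* 0.341 each. This argues against the endothelial name for the nipple cells and leaves the TEB cells undecided. Under this setting 542 genes in ER+ and 240 in ER- cells were called. Signature genes and stem cell genes compared with the mean of the other locations have no value with only the locations compared. Depth limits what can be called most in ER- cells, whose sums held as few as 227131 UMIs.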

Differences from the paper's values

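The class by location test and the correlations between orderings that are used in this part were tests chosen only after the results were seen.

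The paper's number of cells after quality control is 3198, and the stated filters left 1317 of the 1419 deposited cells. With the ERCC limit of 10% (1322 cells) and the UMI minimum of 10000 (1231 cells), both set before the data were examined, the difference remains, which the 1419 deposited cells fix in advance for any limit, so that these settings say nothing about its source.

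The paper states that luminal cells of the locations mix well, with a similar transcriptome. In ER+ and ER- luminal-like cells, 485 and 234 genes differed across locations, and neighbours from the same location exceeded the share cell numbers give by 41.8 and 28.2 percentage points. The ER+ class pools clusters whose proportions differed between locations, so that its values do not separate the mix of cells from their state. The paper reads a t-SNE plot, in which cells are the units. The paper lists endothelia among its populations, and no cluster was named endothelial-like in the reported clustering.

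The paper places *Snai2* highest in nipple and lowest in TEB, but its mean was highest in TEB (233 CPM, against 145 in nipple and 121 in duct), while *Id4* was lowest in duct (29.3 CPM) and did not differ between nipple and TEB (adjusted p = 0.74, edgeR). Of the 3 genes named there, *Sox9* alone had the stated order. The paper's order is along its pseudotime and over cells, and these values are over fragments. *Trp63* and *Dll1*, which the paper describes as broadly distributed, were found in all 3 locations, but *Trp63* was higher (log2 1.77) and *Dll1* lower (−1.20) in TEB than the mean of the others. Neither passed the threshold in both pairs, since nipple and TEB alone gave an adjusted p of 0.088 for *Trp63* and duct and TEB alone 0.095 for *Dll1* (edgeR). *Cd34*, which the paper describes as specific to TEB basal cells at the RNA level, was also counted in duct basal-like cells (60 UMIs, of which 19.2 were expected from other wells), and duct and TEB did not differ past the threshold (adjusted p = 0.37, edgeR). *Mycn*, a TEB signature gene of the paper, did not differ past the threshold between duct and TEB alone (adjusted p = 0.21, edgeR). Nor did the signature genes *Ereg* (0.11) and *Ccdc129* (0.088) between nipple and duct alone (edgeR). *Cyp1b1*, a duct signature gene, was past it neither against nipple alone (0.058) nor against TEB alone (0.084, edgeR).

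The paper names PI3K-Akt among the pathways higher in nipple, and the hand-written list was not past the threshold (adjusted p = 0.061, camera). It was past the threshold under fry (0.0016), without a filter on low counts (0.010), with at least 10 cells per fragment (0.019) and without any 1 of N21, N22, D32, T32, T33 or T34 (0.029, 0.046, 0.049, 0.038, 0.047 and 0.029). The paper used KEGG sets with clusterProfiler, which were not used here.

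The paper states that most TEB basal cells are in the cell cycle. Of TEB basal-like cells, 49.1% were called S or G2M after thinning and 44.1% without thinning, by a method that may not be the paper's, and 23.3% had a UMI of *Mki67* or *Top2a* after thinning. No background share was subtracted from the last, which includes RNA from other wells, and nipple and TEB differed in it by −22.2 percentage points.

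The paper states that the orderings of its 3 methods are correlated. For the 3 orderings compared here, of which the principal curve alone follows a method of the paper's, Spearman's rho across the 294 cells was 0.240 (principal curve and first principal component), 0.217 (principal curve and diffusion pseudotime) and −0.584 (first principal component and diffusion pseudotime). The cells fall into groups by location, so that these values are not a test.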

Other observations

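The tests of other splits, of luminal RNA behind *Csn3*, of epidermal cells and of dissociation stress were set before their results were seen, whereas the tests of depth, of RNA from other wells and of the stated median were chosen only after the result was seen, as were the criterion for *Csn3* and the restriction of the epidermal test to nipple cells.

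For each count of genes between locations, 100 splits of the fragments into groups of the same sizes were drawn. In each case 1 of the 100, the real one, gave as many genes, the smallest share that 100 splits allow. The largest other split gave 170 genes for basal nipple and TEB, 19 for nipple and duct and 42 for duct and TEB. It gave 89 for basal cells across locations, 9 for ER+ luminal and 44 for ER- luminal cells. This argues against chance but takes the fragments as exchangeable, and their mouse of origin is not known.

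Nipple basal-like cells differ from TEB basal-like cells in 1369 genes. With every fragment's sum thinned to 302554 UMIs, 1208 genes were called, 1132 of them shared, which argues against depth as the whole cause. With genes left out of which over 20% of the counts were expected from other wells, 1269 genes were called in basal-like cells, 445 in ER+ and 194 in ER- luminal-like cells, which argues against such RNA as the whole cause. With the 19 nipple cells that had at least 3 UMIs of suprabasal genes left out, 1341 genes were called, of which 1209 were shared, and with all such cells left out (19 nipple, 38 duct and 40 TEB) 683 were called and 627 shared. The sum of 12 suprabasal genes was lower in nipple (81.7 ± 14.2 CPM, SD, n = 4) than in TEB (155 ± 43.5, SD, n = 6; p = 0.0095, two-sided exact permutation test), which argues against suprabasal cells as the source. Basal epidermal keratinocytes lack these genes and cannot be told apart from the nipple basal-like cells by these values. The suprabasal list (3 of 17 genes tested) was not past the threshold in camera (adjusted p = 0.59), nor was the keratinocyte list (6 of 15 genes tested, median 0.84, 0.38), while myoepithelial contraction was higher in nipple (13 genes, mean 1.71, median 1.35, adjusted p = 6.5e-11), the only list past the threshold after thinning. For dissociation stress, the 18 immediate early genes had a mean log2 difference of −0.16 and a median of −0.25 while camera ranked them toward nipple (adjusted p = 0.73), with 4 genes higher in nipple and 1 in TEB. In ER+ luminal-like cells camera of limma ranked them toward nipple at an unadjusted value of 0.017 (mean log2 difference 0.25), so that stress stays open there. Stress and location cannot be told apart for these genes, since the members go both ways and no fragment was processed without dissociation. A difference of tissue between the locations stays open and may explain the rest. All nipple labels share a first digit that no duct or TEB label has, so that whatever it stands for stays open as well.

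*Csn3*, a milk protein gene abundant in ER- luminal cells, was higher in TEB basal-like cells. Its rise was 24.1% of its level in ER- luminal-like cells of TEB, whereas 20 other transcripts abundant there rose by a median of 0.847%. Of these, 17 stayed under 0.5 times the percentage of *Csn3*, with *Lig1* (46.0%), *Mgst1* (24.6%) and *Txnip* (13.4%) as exceptions, which argues against RNA from luminal cells as the source.

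For *Mmp3*, observed UMIs in nipple basal-like cells were 1.07 times those expected from other wells, and for *Col1a2* in nipple ER+ luminal-like cells 1.19 times. For these genes the difference between locations is consistent with RNA from fibroblasts of the same fragment. For *Cd34* in TEB basal-like cells the ratio was 4.14, above 1 in 4 of 6 fragments, which argues against such RNA as the whole source of its TEB UMIs. The net CPM were −13.4 ± 5.76 in nipple (SD, n = 4), 17.1 ± 12.7 in duct (SD, n = 6) and 35.2 ± 30.8 in TEB (SD, n = 6). TEB against the others gave p = 0.029 (two-sided exact permutation test). In nipple 47.8 UMIs were expected where 20 were counted, so that too much was subtracted there. This lowers the others and favours a small p, so that the test does not decide whether net *Cd34* differs between locations. The cell cycle sum still differed between nipple and TEB by a log2 of −1.66 after expected counts were subtracted.

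The cell cycle sum in ER+ luminal-like cells was 2397 CPM in nipple, 2567 in duct and 2801 in TEB (p = 0.095 for nipple and TEB, two-sided exact permutation test), and in ER- luminal-like cells 3645, 4885 and 7204 (p = 0.11, same exact test). In fibroblast-like cells it was 1346, 1277 and 2420 (p = 0.032 for nipple and TEB, same exact test). Whether the difference between locations is larger in basal-like cells was not tested.

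For CD200, which the paper describes as a protein of duct and nipple basal cells, the RNA of *Cd200* was 34.2 ± 35.8 CPM in nipple (SD, n = 4), 40.1 ± 25.1 in duct (SD, n = 6) and 30.3 ± 23.3 in TEB basal-like cells (SD, n = 6; log2 difference of TEB against the others −0.24, adjusted p = 0.82, edgeR; 0.28 without N21). Of its 68, 98 and 129 UMIs, 25.6, 106 and 99.2 were expected from other wells, and levels net of these were not tested between locations. ER+ luminal-like cells had 602 ± 139, 468 ± 99.4 and 466 ± 155 CPM (SD, n = 4, 6 and 6). The rate of *Sema3a* was 9.78 times higher in duct (95% counting interval 1.47 to 415) and 12.5 times higher in TEB (2.05 to 516) than in nipple, on 1 nipple UMI, where 2.06 were expected from other wells. All 24 TEB UMIs came from 2 of 6 fragments (8 in T42 and 16 in T43), and the mean over fragments was higher in duct (5.94 CPM, SD 7.03, n = 6) than in TEB (3.60, SD 6.23, n = 6), so that no order of duct and TEB is given.

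The paper's stated median of 36842 UMIs per cell lies above the median of 29384 in the deposited cells. The mean, spike-ins included, is 36842, and the mean number of genes is 3198, which suggests that means were given as medians. The paper's number of cells after quality control equals this mean number of genes.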
